# Adipose stem cells are sexually dimorphic cells with dual roles as preadipocytes and resident fibroblasts

**DOI:** 10.1038/s41467-024-51867-9

**Published:** 2024-09-02

**Authors:** Martin Uhrbom, Lars Muhl, Guillem Genové, Jianping Liu, Henrik Palmgren, Ida Alexandersson, Fredrik Karlsson, Alex-Xianghua Zhou, Sandra Lunnerdal, Sonja Gustafsson, Byambajav Buyandelger, Kasparas Petkevicius, Ingela Ahlstedt, Daniel Karlsson, Leif Aasehaug, Liqun He, Marie Jeansson, Christer Betsholtz, Xiao-Rong Peng

**Keywords:** Cell biology, Mesenchymal stem cells, Fat metabolism

## Abstract

Cell identities are defined by intrinsic transcriptional networks and spatio-temporal environmental factors. Here, we explored multiple factors that contribute to the identity of adipose stem cells, including anatomic location, microvascular neighborhood, and sex. Our data suggest that adipose stem cells serve a dual role as adipocyte precursors and fibroblast-like cells that shape the adipose tissue’s extracellular matrix in an organotypic manner. We further find that adipose stem cells display sexual dimorphism regarding genes involved in estrogen signaling, homeobox transcription factor expression and the renin-angiotensin-aldosterone system. These differences could be attributed to sex hormone effects, developmental origin, or both. Finally, our data demonstrate that adipose stem cells are distinct from mural cells, and that the state of commitment to adipogenic differentiation is linked to their anatomic position in the microvascular niche. Our work supports the importance of sex and microvascular function in adipose tissue physiology.

## Abstract (web summary)

Several factors contribute to the identity of adipose stem cells, including anatomic location, microvascular neighborhood and sex. Here, authors find that adipose stem cells are sexual dimorphic cells with dual roles as preadipocytes and fibroblasts.

## Introduction

Adipose tissues (AT) comprise white (W) and brown (B) AT and putative intermediates that play critical roles in systemic metabolism through regulation of energy utilization, adaptive thermogenesis, and adipokine release^1–3^. Maladaptive expansion of WAT from over-nutrition poses a significant risk for type-2-diabetes (T2D), cardiovascular disease (CVD), and overall mortality^4,5^. Efforts to deepen the understanding of mechanisms that regulate cellular identity, heterogeneity, and developmental fate of AT resident cells can have profound implications for the identification of future therapeutic interventions for the treatment of obesity and T2D^6–8^.

To accommodate the need for variable nutrient storage and energy mobilization, WAT is one of the most dynamic tissues in the adult mammal. Expansion of WAT involves both cellular hypertrophy (increased adipocyte size) and hyperplasia (increased adipocyte number), the latter resulting from differentiation of resident adipose tissue progenitor cells^9,10^. Region-specific expansion of WAT displays strong sexual dimorphism in most mammals and correlates with differences in energy metabolism and disease risks. Women in the premenopausal age tend to store fat predominantly in subcutaneous (sc)WAT, which confers protective effects against obesity-related metabolic dysfunction. Conversely, men are prone to expand visceral (v)WAT depots, which is associated with an increased risk of T2D and CVD^11–16^. The underlying molecular mechanisms driving these sex differences remain largely unknown, although homeostatic control by sex hormones and developmental imprinting of cell-intrinsic properties have been implicated^10^.

More than 50% of the cells in AT are stromal, including endothelial cells, vascular mural cells (a unifying term for pericytes and smooth muscle cells), fibroblasts, and resident immune cells^17^. Recent advances in technologies such as fluorescence-activated cell sorting (FACS) and single-cell RNA sequencing (scRNA-seq) have provided new insights into the different WAT cell types suggesting that mechanisms governing WAT expansion are more complex than previously anticipated and involve different populations of adipose stem cells (ASC). Two or three subpopulations of ASC have been identified in vWAT and scWAT in mice and scWAT in humans albeit with some differences in claims regarding functional properties and adipogenic potential^6,18–21^.

Here, we used scRNA-seq to transcriptionally profile the stromal vascular fraction (SVF) of perigonadal (pg)WAT, a type of vWAT, from male and female *Pdgfrb*-GFP transgenic reporter mice. We find that pgWAT ASC resemble fibroblasts present in skeletal muscle and heart and can be separated into three ASC subtypes consistent with previously proposed ASC classification^6^. We also find that pgWAT ASC exhibits distinct sex-specific gene expression signatures relevant to *Hox* gene expression and vaso-regulatory functions. Finally, we distinguish blood vessel-associated ASC from mural cells and show different ASC subtype features and sex-specific adipogenic differentiation propensity ex vivo.

By integrating multiple intrinsic and micro-environmental variables defining ASC identities, our findings shed light on WAT sexual dimorphism and spatial relationships between ASC and vascular cells in the WAT niche.

## Results

### Cell classes in the stromal vascular fraction of perigonadal white adipose tissue

Stromal vascular fraction cells were collected from pgWAT of 12 to 20-week-old female and male transgenic *Pdgfrb*^*GFP*^ reporter mice using fluorescent-activated cell sorting (FACS) or CD31 and DPP4 antibody panning (Fig. 1a). ScRNA-seq was performed on a total of 3,261 cells using the SmartSeq2 (SS2) protocol^22^. Clustering of single-cell transcriptomes using the Seurat package^23^ resulted in 17 cell clusters (Fig. 1b). Single-cell transcriptome clustering was visualized using UMAP (uniform manifold approximation and projection) plots (Fig. 1b and Supplementary Table 1) and hierarchical clustering based on the Pearson’s correlation coefficient calculated from the scaled average expression of the marker genes for each cluster (hereon referred to as Pearson’s r) (Fig. 1c). The two methods indicated similar relatedness between the clusters.

**Fig. 1:**
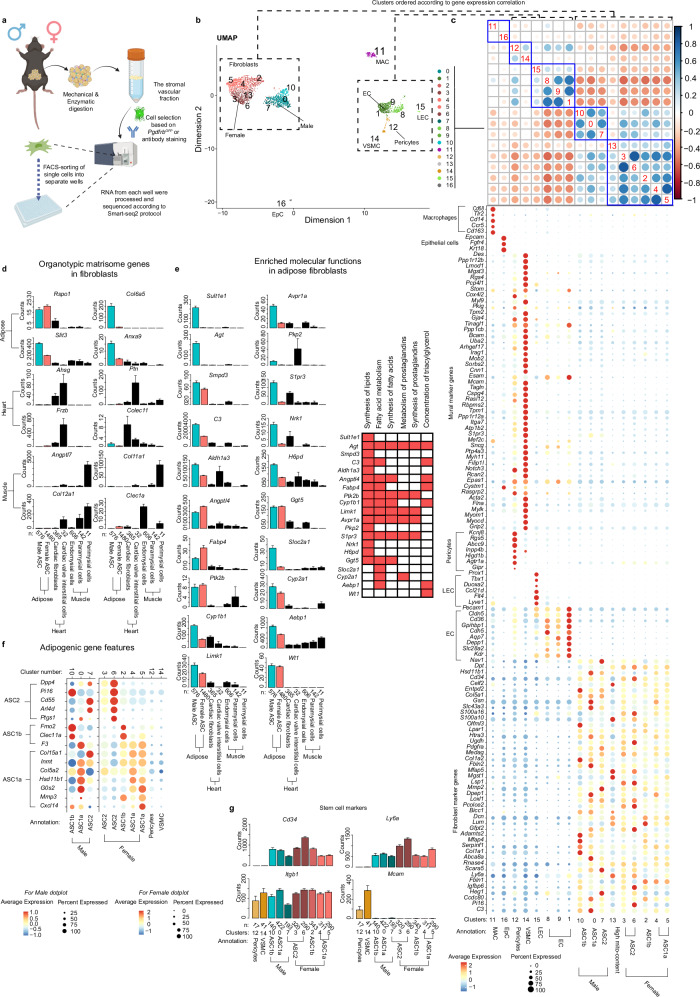
Outline and cell type characterization. **a** Overview of methodology, pgWAT from both female (n = 5) and male (n = 3) mice. Created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license (https://creativecommons.org/licenses/by-nc-nd/4.0/deed.en). **b** Seurat clustering of complete dataset (17 clusters) and UMAP dimensional reduction visualization. **c** Hierarchical ordering of clusters based on Pearson’s r value of the scaled average expression of marker gene expression in each cluster with cell-type annotation of clusters and dotplot of selected marker genes. The 45-gene signature for mural and fibroblasts, respectively, as defined by Muhl et al.^25^, are displayed in the dotplot. **d** Organotypic matrisome genes in fibroblasts from pgWAT, heart and skeletal muscle. **e** Enriched molecular functions in adipose ASC when compared to fibroblasts from heart and skeletal muscle, barplot shows gene expression of the enriched genes involved in each function. Red mark in the spreadsheet means that the gene is represented in the molecular function and white mark means that it is not represented. **f** Dotplot over adipogenic gene features of fibroblasts/ASC versus mural cells in pgWAT. **g** Barplots over common stem cells markers used to identify mesenchymal stem cells. Data are presented as mean values +/- SEM. n represent number of cells for scRNA-seq data. Abbreviations: ASC= Adipose stem cell, EpC = Epithelial cells, EC = Endothelial cells, LEC = Lymphatic EC, MAC = Macrophages, Mito=mitochondrial, pg= perigonadal white adipose tissue, SEM=Standard error of the mean,UMAP=Uniform Manifold Approximation and Projection and VSMC = Vascular smooth muscle cells.

To provide provisional annotations to the 17 clusters, we compared cluster-enriched transcripts with known cell type-specific markers^24–27^(Fig. 1c). This suggested that clusters #0, 2, 3, 4, 5, 6, 7, 10, and 13 contained fibroblasts-like cells positive for e.g. *Pdgfra, Col1a1, Dcn,* and *Lum*. Cluster #12 contained pericytes positive for e.g. *Kcnj8*, *Abcc9, Rgs5,* and *Higd1b*. Cluster #14 contained vascular smooth muscle cells (VSMC) positive for e.g. *Acta2*, *Tagln*, *Myh11,* and *Mylk*. Clusters #1, 8 and 9 contained blood vascular endothelial cells (EC) positive for e.g. *Pecam1*, *Cdh5, Kdr,* and *Cldn5*. Cluster #15 contained lymphatic EC positive for e.g. *Prox1, Flt4, Lyve1,* and *Ccl21d*. Cluster #16 contained epithelial cells positive for e.g. *Epcam, Krt18,* and *Fgfr4*. Cluster #11 contained macrophages positive for e.g. *Cd68, Cd14, Ccr5,* and *Cd163*. Cluster 9 and 13 displayed high levels of mitochondrial gene enrichment which indicates damaged/stressed cells, the two clusters were therefore removed from further analysis (Supplementary Fig. 1a). Because fibroblasts and pericytes are closely related and display few unique markers, we applied a previously assigned 90-gene signature containing 45 fibroblast-enriched and 45 mural cell-enriched genes^25^ to support our provisional annotations (Fig. 1c).

Fibroblast-like cells were the most abundant SVF cell type in our dataset. Fibroblasts in other organs, including heart, skeletal muscle, colon, bladder, and lung show extensive organotypic gene expression^25^. A comparison of the pgWAT fibroblast-like cells (clusters #0, 2, 3, 4, 5, 6, 7, 10, and 13) to skeletal muscle and heart fibroblasts^25^ revealed separation according to organ-of-origin using both UMAP and Pearson’s r plots based on the 1000 most variable genes (Supplementary Fig. 1b and Supplementary table 2), although all cells shared the 45-gene fibroblast signature (Fig. 1c). We next investigated if this organotypicity reflected differential expression of any particular class of genes. Genes for the *matrisome*, which includes extracellular matrix (ECM) and ECM-modulating proteins^28^, caused a similar dispersal of fibroblast clusters as the 1000 most variable transcripts. In contrast, genes encoding other functional categories of proteins caused markedly less dispersal (Supplementary Fig. 1b). This suggests that the organotypicity of pgWAT fibroblast-like cells mainly reflects differential expression of matrisome genes in agreement with previous conclusions regarding the transcriptional basis for fibroblast differences between other organs (Fig. 1d)^25^.

In addition to matrisome differences, pgWAT fibroblast-like cells distinguished from heart and muscle fibroblasts by expressing key genes in adipogenesis and lipid metabolism such as *Pparg, Fabp4, Plin2* and *Adipoq* (Supplementary Fig. 1c). Ingenuity Pathway Analysis (IPA) indeed suggested that pgWAT fibroblast-like cells display enrichment for molecular functions associated with lipid metabolism (Fig. 1e). This was confirmed in previously published WAT scRNA-seq datasets (Supplementary Fig. 1d and Supplementary Table 3)^18–20,29–32^. We next asked if the pgWAT fibroblast-like cells correspond to ASC (a.k.a. pre-adipocytes). Three subtypes of ASC have previously been described, called ASC1a, ASC1b and ASC2^6^. Using signature markers, we found that all fibroblast-like clusters in our data matched the gene expression signatures of either ASC1a, ASC1b, or ASC2 (Fig. 1f).

While these data provide evidence that ASC correspond to fibroblast-like cells, also murals cells have been proposed to be pre-adipocytes^33–35^. When comparing pgWAT fibroblast-like and mural cells we found stem cell marker *Itgb1* (a.k.a *Cd29*) was expressed by both cell-types, whereas *Cd34*/*Ly6a* were expressed by fibroblasts and *Mcam* by mural cells (Fig. 1g). Most markers of ASC (Fig. 1f), lipid metabolism and adipogenesis (Supplementary Fig. 2a,b) were enriched in the fibroblast-like cells. *Pparg*, *Plin2,* and *Fabp4* were equal or higher in pericytes (Supplementary Fig. 2b) but because these genes had their highest expression in EC, we asked if contamination of pericytes by EC cell fragments, a commonly observed phenomenon^24,36^, could explain the presence of *Pparg* in our WAT pericytes. In support of this, we noted the presence of numerous canonical EC markers (*Pecam1, Ptprb, Cdh5, Tie1, and Cldn5*) in pericytes at levels matching their level of *Pparg*, i.e. about 50% of that seen in EC (Supplementary Fig. 2b). Not all pericytes were equally EC-contaminated, and after removal of pericytes positive for *Pecam1, Ptprb, Cdh5, Tie1* and *Cldn5*, the remaining pericytes showed low expression of *Pparg, Plin2* and *Fabp4* (Supplementary Fig. 2a, b). Therefore, the abundance of *Pparg, Plin2,* and *Fabp4* in pgWAT pericytes likely reflects contamination by EC.

Taken together, matrisome and adipogenic gene expression suggests that pgWAT fibroblast-like cells fulfill a dual role to shape the ECM that provides structural support to WAT (i.e. act as resident tissue fibroblasts) and to act as a reservoir of adipocyte precursors. Whether pgWAT mural cells contribute to adipogenesis as more distant progenitors of pre-adipocytes remains to be addressed.

Previous studies have suggested that ASC2 represents less committed and more multipotent adipocyte progenitors, whereas ASC1a represents a more committed stage of adipocyte differentiation^21^. The position of ASC1b cells in adipocyte differentiation will be discussed below. Because all clusters of pgWAT fibroblast-like cells in our dataset matched previously assigned ASC categories (Fig. 1f), we will in the following refer to them as ASC.

### Marker gene signature of sexually dimorphic ASC

For each ASC category (ASC1a, ASC1b, ASC2), we found at least two clusters located in different UMAP islands reflecting male or female origin (Figs. 1b, f and 2a). ASC1a cells (enriched with *Col15a1, G0s2* and *Cxcl14*) were found in cluster 0 (male), and 4 and 5 (female). ASC1b cells (enriched with *Clec11a* and *Fmo2*) were found in cluster 10 (male) and 2 (female). ASC2 cells (enriched with *Dpp4, Cd55* and *Arl4d*) were found in clusters 7 (male) and 3 and 6 (female). Some separation in UMAP between males and females was also observed for EC and macrophages but less conspicuously compared to ASC (Fig. 2a). This suggests that the sexual dimorphism of ASC go beyond the sex-specific expression of Y-chromosome genes and X-chromosome inactivation-associated genes present in all cells.

**Fig. 2:**
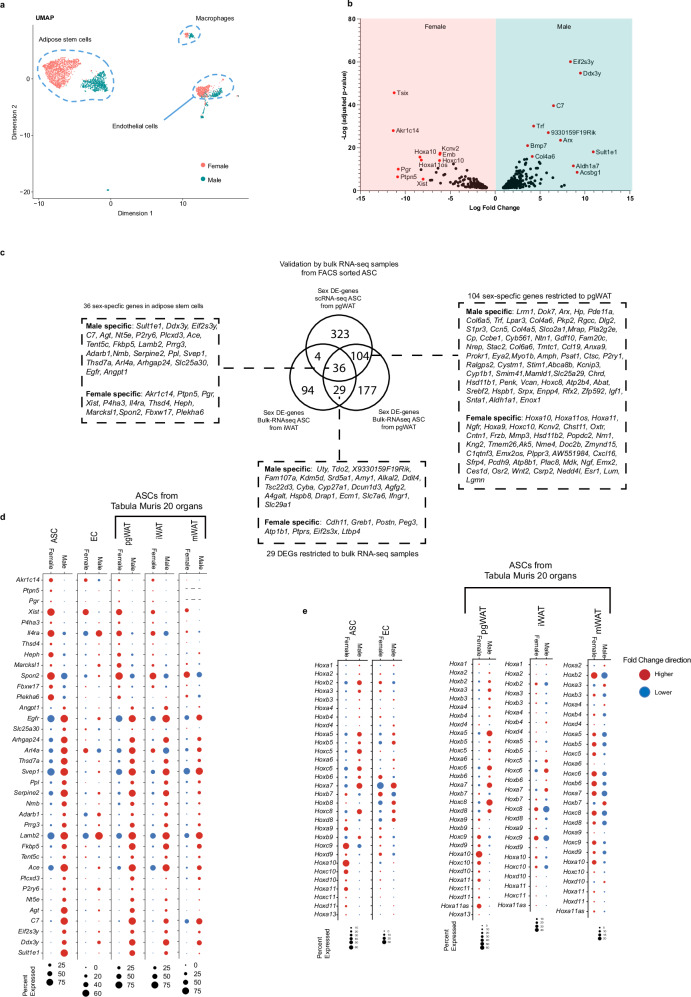
Sexually dimorphic gene signature of adipose stem cells. **a** UMAP-projection with male and female cells highlighted. **b** Volcano plot over differentially expressed genes between male and female ASC. Fold changes were calculated by EdgeR-LRT and p-values were adjusted for multipletesting using the Benjamini-Hochberg method. **c** Venn diagram indicating the 36 common differentially expressed genes in scRNA-Seq (from pgWAT) and FACS sorted ASC Bulk RNA-seq samples from both pgWAT and iWAT. The 104 sexually dimorphic DEGs specific to pgWAT and the 29 DEGs specific for bulk RNA-seq samples are also highlighted **d** Dot plot of the expression of the core set of 36 sexually dimorphic genes in ASC and endothelial cells from our scRNA-seq data with an outlook into the Tabula Muris consortium’s scRNA-seq mouse 20 organs database for mesenchymal stem cells in perigonadal, inguinal and mesenteric adipose tissue^38^ **e** Same as in **d** but for *Hox* gene expression. Abbreviations: ASC Adipose stem cells, DEGs Differentially expressed genes, i inguinal, LRT likelihood Ratio Test, m mesenteric, pg perigonadal, sc single cell, RNA-seq RNA-sequencing, UMAP Uniform Manifold Approximation and Projection and WAT White adipose tissue.

To validate the sexually dimorphic ASC signatures in independent experiments, we performed bulk RNA-seq on ASC subpopulations isolated by FACS as CD45^−^/CD31^−^/CD34^+^/DPP4^±^ cells from adult male and female iWAT and pgWAT. CD45^−^/CD31^−^/CD34^+^ selection enriches for ASC^37^, while DPP4^±^ distinguishes ASC2 (DPP4^+^) from ASC1a/b (DPP4^−^) (Supplementary Fig. 3a). We also performed bulk RNA-seq on mature adipocytes from the same mice. Overall, the bulk RNA-seq signatures matched those established by scRNA-seq. High sequence counts for fibroblast markers (e.g. *Dcn, Lum*) and low counts for markers of other cell types (e.g. *Cd68, Pecam1, Kcnj8, Cspg4, Prox1, Pecam1, Lep*) supported purity of the isolated ASC, and the enrichment of marker genes for ASC1a, ASC1b and ASC2 matched between scRNA-seq and bulk RNA-seq data (Supplementary Figs. 4a, b).

Using strict criteria for defining differentially expressed genes (DEGs) (see Methods), we assigned a core set of 36 sexually dimorphic DEGs in ASC identified in both scRNA-seq and bulk RNA-seq data (Fig. 2c and Supplementary Table 4), the latter obtained from both pgWAT and iWAT. When limiting the comparison to pgWAT, an additional 104 sexually dimorphic DEGs were identified (Fig. 2c). Restricting the comparison to bulk RNA-seq samples from pgWAT and iWAT, 29 additional sexually dimorphic DEGs were suggested (Fig. 2c). Five of 36 sexually dimorphic DEGs were sex-chromosome encoded (X chromosome: *Xist, Heph*, *Prrg3* and Y chromosome: *Ddx3y*, *Eif2s3y*). Only one of the 36 genes was common between ASC and EC (*Xist*, Fig. 2d). We conclude that the sexually dimorphic DEG pattern is largely cell-type specific and includes several genes associated with lipid handling that are enriched in male ASC (but not in EC) including *Sult1e1, Agt, Avpr1a* and *S1pr3* (Figs. 1e and 2c).

To further validate the mouse ASC sexually dimorphic genes using independent data, we explored the publicly available *Tabula Muris* scRNA-seq dataset, comprising cells from 20 different organs^38^. We selected inguinal (i), perigonadal, and mesenteric (m) cells annotated by the authors^38^ as mesenchymal stem cells (MSC, a common term for fibroblast-like cells^36^) and found sex differences in the *Tabula Muris* iWAT and pgWAT MSC that matched our pgWAT ASC data across the core set of 36 sexually dimorphic DEGs, including most of the additional 107 DEGs specific to pgWAT as well as the 29 DEGs restricted to bulk samples (Fig. 2d, Supplementary Figs. 5a–c and Supplementary Table 5). The *Tabula Muris* mesenteric WAT MSC also matched our pgWAT profile, however, with the exceptions such as *Ptpn5, Pgr, Slc25a30*, *Sult1e1, Agt* and *Heph*. The similarities and differences in sexually dimorphic gene expression between the different WAT depots may be biologically relevant. For example, male enrichment of *Sult1e1*, encoding a sulfotransferase involved in the inactivation of estradiol^39^, may inhibit mammary gland formation in male iWAT^40^.

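The sex hormone experiment was measured by bulk Smart-seq3, a full-length cDNA protocol in which part of the reads carry a unique molecular identifier (UMI), on adipose stem cells (ASC) sorted from inguinal fat. Males were castrated and females ovariectomized at 4 weeks of age, and all mice were terminated at 10 weeks. Cells without DPP4 on their surface were collected as ASC1 and cells with DPP4 as ASC2. The 58 libraries comprised 7 ASC1 and 8 ASC2 libraries of control males, 8 and 8 of castrated males, 8 and 8 of control females, and 3 and 8 of ovariectomized females. The authors quantified reads with and without UMIs together by Salmon on the Gencode transcripts of GRCm39 and deposited estimated counts per gene without normalization. Of the counts above 0, 15.0% were not exact whole numbers, and all counts were rounded to whole numbers before testing. Total counts per library lay between 106566 and 1421547. Their median was 680248 in ASC1 and 834032 in ASC2 of control males, and 713843 and 675749 in castrated males. In control females it was 620064 in ASC1 and 717540 in ASC2, and in ovariectomized females 256565 and 735440.
Expression is given as CPM on library sizes scaled by the TMM method, as mean ± SD over libraries. Differences were tested with the quasi-likelihood test of edgeR on all 58 libraries in 8 groups, and each comparison between sexes or treatments was the average of its ASC1 and ASC2 differences with equal weight, unless 1 population is named. The test covered 12464 genes with at least 5 reads in more than 3 libraries, out of 56953 genes in the table, and p-values were adjusted by the Benjamini-Hochberg method. The biological coefficient of variation was 35.6%. Gene symbols were assigned by Ensembl identifier from an older Gencode release. Of the 36 genes of the core set and 4 further dimorphic genes of the iWAT comparison, 38 were tested, and Plcxd3 and AA474408 had too few reads. Dpp4 was at 6.80 ± 5.56 CPM in ASC1 (n = 7) and 236 ± 61.0 CPM in ASC2 (n = 8) of control males, and at 27.7 ± 14.9 and 248 ± 130 CPM in control females (n = 8 and 8). In castrated males it was at 26.2 ± 16.4 and 119 ± 54.3 CPM (n = 8 and 8), and in ovariectomized females at 18.5 ± 12.3 (n = 3) and 91.9 ± 30.9 CPM (n = 8). Libraries are named by the authors' labels throughout. The plate row letters in these labels are A to H for every control library and I to P for every castrated or ovariectomized library. Treatment therefore cannot be separated from plate row. The sex-chromosome transcripts of a part of the libraries went against the sex label, so a difference between labels is not everywhere a difference between the sexes named.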

To investigate the impact of sex hormones on the expression of the 36-gene core set of sexually dimorphic DEGs, we performed bulk RNA-seq on sorted CD45^−^/CD31^−^/CD34^+^/DPP4^±^ cells from iWAT in castrated/ovariectomized and control mice. The male enriched transcripts *C7, Sult1e1, Agt, Arl4a, Fkbp5, Angpt1, Arhgap24* and *Ace* were reduced in samples from castrated males (Supplementary Fig. 5d), suggesting that their expression is controlled by androgens.

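In libraries labelled castrated male, C7 (ENSMUSG00000079105.5), which encodes complement component C7, was at 3.77 ± 5.37 CPM in ASC1 (SD, n = 8) against 196 ± 78.2 CPM in libraries labelled control male (n = 7). In ASC2 it was at 2.13 ± 2.54 CPM against 533 ± 480 CPM (n = 8 and 8). The log2 fold change of C7 over both populations was -7.00 (standard error 0.40, adjusted p = 1.66e-23 over the gene list, edgeR). Sult1e1 (ENSMUSG00000029272.9) had no read in any of the 16 castrated libraries, against 49.8 ± 40.1 CPM in ASC1 and 84.6 ± 38.7 CPM in ASC2 of control males. With castrated libraries set at 3 counts over the group, Sult1e1 was at least 84.8-fold lower in ASC1 and at least 157-fold lower in ASC2 (adjusted p = 4.10e-14, edgeR). C7 and Sult1e1 were lower in every castrated library than in every control library of the same population (two-sided exact permutation test, p = 3.11e-04 in ASC1 and 1.55e-04 in ASC2, the smallest that 8 against 7 and 8 against 8 libraries allow).
Arl4a (ENSMUSG00000047446.19), a small GTPase gene, had a log2 fold change of -1.55 (standard error 0.25, adjusted p = 6.25e-07, edgeR), with 6.64 ± 3.67 against 22.1 ± 5.25 CPM in ASC1 and 30.4 ± 18.6 against 88.2 ± 43.2 CPM in ASC2. Angpt1 (ENSMUSG00000022309.10), which encodes angiopoietin 1, rested on few reads, with 1.84 ± 1.99 against 7.21 ± 3.93 CPM in ASC1 and 3.97 ± 2.04 against 12.0 ± 10.6 CPM in ASC2 (log2 fold change -1.64, standard error 0.44, adjusted p = 0.00177, edgeR). Agt (ENSMUSG00000031980.11), the angiotensinogen gene, fell in ASC1 from 64.3 ± 25.1 to 3.46 ± 5.25 CPM and was at 22.0 ± 14.6 CPM in castrated against 10.5 ± 6.56 CPM in control ASC2. The average over both populations was -1.71 (standard error 0.37, adjusted p = 1.12e-04, edgeR). The castration effect on Agt in ASC2 exceeded that in ASC1 by 5.60 on the log2 scale (standard error 0.72, adjusted p = 1.43e-06 over all genes tested, edgeR). With ASC2 libraries alone the log2 fold change of Agt was 1.08.
Smaller differences were found for Ace (ENSMUSG00000020681.15), Fkbp5 (ENSMUSG00000024222.18) and Arhgap24 (ENSMUSG00000057315.15). Ace had a log2 fold change of -1.23 (standard error 0.30, adjusted p = 5.51e-04, edgeR), Fkbp5 of -0.59 (0.19, adjusted p = 0.00755) and Arhgap24 of -0.49 (0.17, adjusted p = 0.0125). Over all genes tested the adjusted p was 0.00720 for Ace, 0.0517 for Fkbp5 and 0.0750 for Arhgap24. The exact permutation test on log2 CPM within one population, two-sided, gave p = 0.00342 for Fkbp5 in ASC1 and 0.142 in ASC2. The same exact permutation test gave p = 0.133 for Arhgap24 in ASC1 and 0.00793 in ASC2, and p = 0.0429 and 0.00249 for Ace. Dcn, a fibroblast marker of the paper, fell by 1.08 in the same comparison (standard error 0.16, adjusted p = 2.64e-06 over all genes tested, edgeR), farther than Fkbp5 and Arhgap24 and less far than Ace. The other 3 fibroblast markers of the paper changed less, with log2 fold changes of -0.57 for Lum, -0.17 for Pdgfra and -0.05 for Col1a1.
Over the 38 genes of the list, 21 differed between libraries labelled castrated and control male when adjusted over the list alone, and 13 when adjusted over all genes tested (edgeR). Of the 21, 16 were male-enriched and lower and 5 female-enriched and higher over the average of both populations. The rise of female-enriched genes was found in ASC1 alone, with 9 higher and 0 lower, whereas in ASC2 0 were higher, 1 was lower and 9 of 13 lay below 0. The 16 include Ddx3y and Eif2s3y, which were lower in ASC1 (-4.22 and -3.89) and not in ASC2 (0.24 and 0.04). The alternative that moved this count most was a test on the ASC2 libraries alone, which gave 9 genes. In each population separately, 16 of 18 tests on the 9 genes of Supplementary Fig. 5d passed an adjusted p of 0.05 by edgeR and 14 of 18 by the exact permutation test, with Agt in ASC2 higher by edgeR and not past the threshold by the permutation test. The 8 libraries labelled castrated male ASC1 held Xist at 91.3 ± 21.6 CPM and 8 reads of 4 Y-chromosome genes in all. From the lower expression in castrated males, the paper proposes that androgens control these transcripts.

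**Figure D1:**
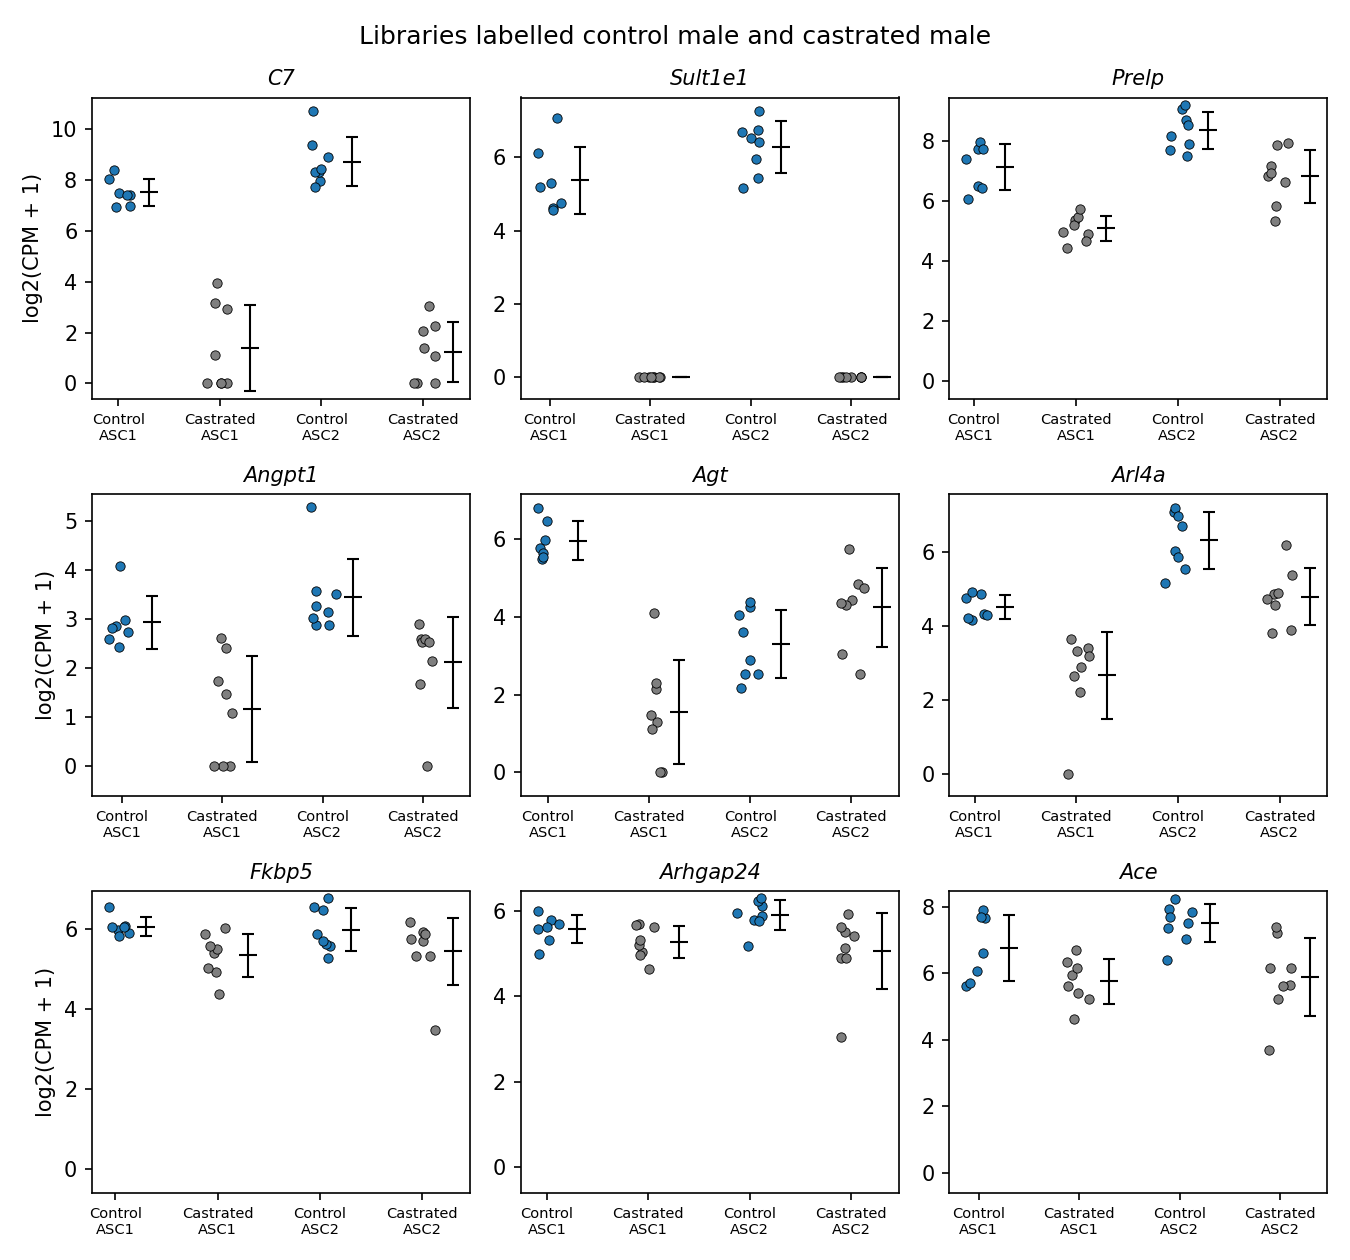
Expression of the 9 genes of Supplementary Fig. 5d as log2(CPM + 1) in libraries labelled control male and castrated male. Points are libraries, and bars to their right give the mean and SD. No castrated library reached the lowest control library in C7 or Sult1e1, and Agt was lower after castration in ASC1 alone.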

To make a provisional comparison with human, we explored publicly available single-nuclear (sn)RNA-seq data from human WAT^41^. *FKBP5*, *SVEP1* and *EGFR*, the human orthologs of mouse *Fkbp5*, *Svep1* and *Egfr* displayed higher expression in human male subcutaneous ASC and mature adipocytes compared to female cells, consistent with the mouse data (Supplementary Fig. 6a). A consistent change in the direction of differential expression between mouse and human was also observed in ASC from human omental (visceral) depot for human orthologs of the mouse sexually dimorphic genes *Fkbp5, Esr1* and *C7* (Fig. 2c and Supplementary Figs. 6a, b). Other orthologs of mouse sexually dimorphic ASC genes were not confirmed (Supplementary Figs. 6a, b), but the significance of this is uncertain owing to the different technical platforms and depth of sequencing data. In conclusion, while confirming part of the mouse sexually dimorphic ASC gene expression pattern, additional and deeper human data will be required for a comprehensive comparison.

One of the most significant DEGs in female mouse pgWAT was *Hoxa10* (Fig. 2b), an observation that prompted a broader analysis of *Hox* transcripts. Male ASC showed enriched expression of *Hox* transcripts with lower numbers (*Hox(abc)1-8*), whereas the opposite pattern was observed in females (enriched expression of *Hox(acd)9-13*) (Fig. 2e). This *Hox* pattern was confirmed in bulk RNA-seq data from pgWAT ASC for 21 out of 25 genes (Supplementary Fig. 6c, d). The *Hox* pattern was not observed in pgWAT EC, but was present in pgWAT MSC from the *Tabula Muris* dataset. Intriguingly, the *Hox* pattern was not observed in iWAT or mesenteric MSC (Fig. 2e and Supplementary Fig. 6c, d). No clear trend towards similar patterns was observed in human subcutaneous and visceral (from the omental depot) ASC (Supplementary Fig. 6e)^41^. The physiological relevance of sexually dimorphic *Hox* gene expression remains to be determined. It may reflect a different developmental history of pgWAT in males and females.

### Sexually dimorphic pathways include RAAS and glucose metabolism disorder

We next used IPA to search for signaling pathways and cellular functions potentially affected by sexually dimorphic gene expression patterns. IPA analysis suggested *Enhanced Renin-Angiotensin-Aldosterone-System* (RAAS) pathway in male ASC (Fig. 3a). Moreover, one of the top enriched terms for diseases and biological functions associated with the 36-gene core set of sexually dimorphic genes was *Glucose Metabolism Disorder* (Supplementary Figs. 7a, b).

**Fig. 3:**
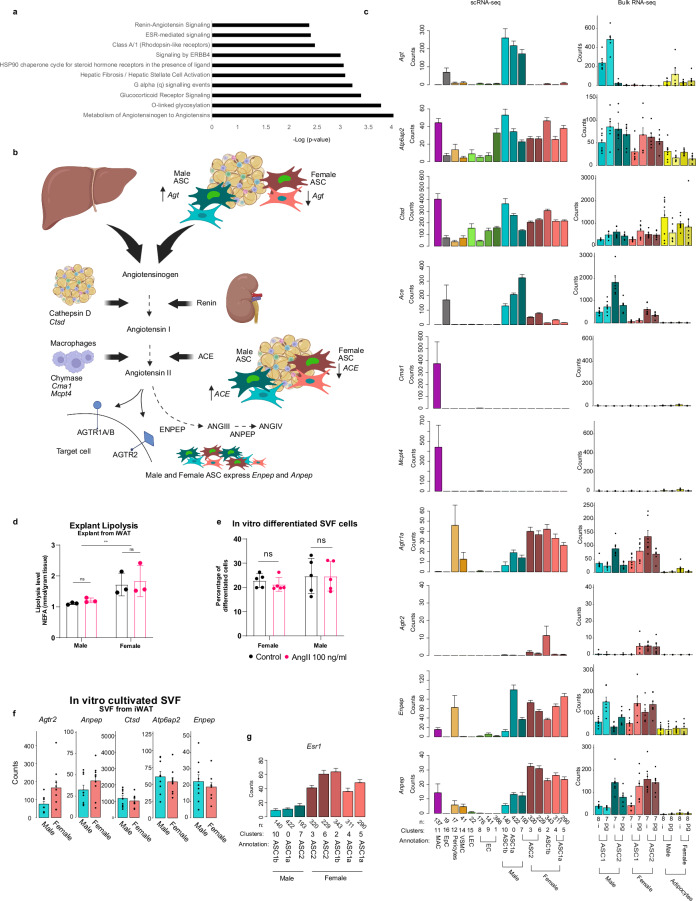
RAAS and glucose metabolism disorder two sexually dimorphic pathways. **a** Enriched canonical pathways in male and female ASC based on the core set of 36 sexually dimorphic genes. P-Values are derived from IPA-analysis and based on the right-tailed Fisher’s Test. **b** Schematic cartoon over the RAAS-system and the expression of its main components in adipose tissue. Created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license (https://creativecommons.org/licenses/by-nc-nd/4.0/deed.en). **c** Barplots of the expression of RAAS-associated genes in scRNA-seq dataset, FACS sorted ASC populations (bulk RNA-seq) and mature adipocytes (bulk RNA-seq). For all bulk samples *n* = 7 biological replicates except ASC1 male iWAT and mature adipocytes samples (*n* = 8). **d** AngII effect on lipolysis from iWAT explants. *n* = 3 biological replicates, P-value = 0.0092 **e** AngII effect on in vitro differentiation of crude SVF cells from iWAT. *n* = 5 and represent five independent experiments. **f** Expression of detected RAAS-associated genes in cultivated SVF cells prior to initiation of differentiation. *n* = 9 technical well replicates from three independent experiments **g** Expression of *Esr1* in ASC from pgWAT (scRNA-seq data). Statistics in Fig. 3d, e were calculated with two-way Anova using Sidak’s multiple comparisons test. Data are presented as mean values +/- SEM for c, f,g and mean values +/- SD for **d** and **e**. AngII Angiotensin II, ASC Adipose stem cells, ETC electron transport chain, i inguinal, pg perigonadal, RAAS Renin-angiotensin-aldosterone system, sc single cell, SD standard deviation, SEM Standard error of the mean, seq sequencing and WAT White adipose tissue.

Related to *Renin-Angiotensin-Aldosterone-System*, male ASC showed enriched expression of *Ace*, encoding angiotensin-converting enzyme, and *Agt*, encoding angiotensinogen (AGT). We found that other key genes of the RAAS-system (schematically illustrated in Fig. 3b) were also expressed in WAT but without sexual dimorphism (Fig. 3c). These genes included *Atp6ap2* (encoding the renin receptor) expressed by ASC and adipocytes, *Ctsd* (encoding cathepsin D) expressed across multiple cell types, *Cma1* and *Mcpt4* (encoding chymases) expressed by macrophages, *Enpep* and *Anpep* (encoding aminopeptidases A and -N respectively) expressed by ASC, and *Agtr1a* (encoding angiotensin II receptor) expressed by ASC and mural cells. *Ace2*, encoding angiotensin-converting enzyme 2, which is also the cellular receptor for SARS-CoV-2, was weakly expressed in our RNA-seq data. The role of a putatively increased RAAS signaling in male WAT remains unclear. Angiotensin II (AngII) has been reported to influence adipocyte differentiation and lipolysis^42,43^. However, we found no alteration in basal lipolysis in iWAT explants exposed to 100 ng/ml of AngII (Fig. 3d) or in adipogenic differentiation of SVF cells from the same depot (Fig. 3e) despite AngII receptor expression (Fig. 3f). It is therefore possible that sexually dimorphic RAAS activity plays a role in hemodynamic regulation of WAT rather than having a direct effect on cell differentiation or lipolysis.

Related to enriched terms for diseases and biological functions the term *Glucose Metabolism Disorder* had the highest number of associated genes from the 36-gene core set (18/36) and the low p-value for the term is likely reflecting that the directional change of 17/18 genes in our data was consistent with previous reported data in the literature (Supplementary Figs. 7a–c). Although the IPA software did not assign *Glucose Metabolism Disorder* specifically to male or female, most of the IPA-indicated references report aggravated disorder in males (Supplementary Fig. 7c). For example, one study concluded that knockout of *Fkbp5* (male ASC-enriched) decreases insulin resistance in mice on a high fat diet^44^. Another study found that upregulation of the *Svep1* (male ASC-enriched) was associated with T2D in mice^45^.

Genes involved in sex-hormone signaling were among the sexual dimorphic DEGs. Female cells showed enriched expression of progesterone receptor (*Pgr*) and estrogen-receptor alpha (*Esr1*) (Figs. 2b, c and 3g). Conversely, male ASC showed enriched expression of the estrogen inactivator *Sult1e1* (Fig. 2b, c).

### Male ASC1a/b cells have higher adipogenic potential in vitro than their female counterparts

Earlier studies have shown that DPP4 is highly expressed on the cell surface of human preadipocytes, and DPP4 has been suggested to affect both lipid metabolism and cell proliferation^46^. Previous publications have also suggested that DPP4^+^ adipogenic progenitors (ASC2) are less prone to differentiate into mature adipocytes^21^. Our scRNA-seq data included *Dpp4*^+^ (ASC2) and *Dpp4*^*-*^ (ASC1a/b) cells from both males and females (Fig. 4a). To assess the potential of self-renewal and differentiation of DPP4^+^ and DPP4^−^ cells in SVF preparations from iWAT, we assessed proliferation rate and adipogenic differentiation by exposing confluent cell cultures to insulin alone or a cocktail of adipogenesis-inducing reagents including insulin, dexamethasone, IBMX and pioglitazone. In these experiments, DPP4^−^ (ASC1a/b) cells (Supplementary Fig. 3a) showed low proliferation (Fig. 4b) and high lipid droplet accumulation in the presence of insulin alone (Fig. 4c). Conversely, DPP4^+^ (ASC2) had high proliferation rate (Fig. 4b) and a low lipid droplet accumulation in the presence of insulin alone, which was marginally increased by the full cocktail (Fig. 4c). Marker genes for mature adipocytes (*Lpl, Fabp4, Adipoq, Lep, Pparg*) were all significantly higher in DPP4^−^ (ASC1a/b) cells than in DPP4^+^ (ASC2) cells (Fig. 4d) after adipogenic differentiation. The higher potential for self-renewal and lower ability to differentiate suggest that ASC2 cells are less committed adipose precursor cells than ASC1a/b.

**Fig. 4:**
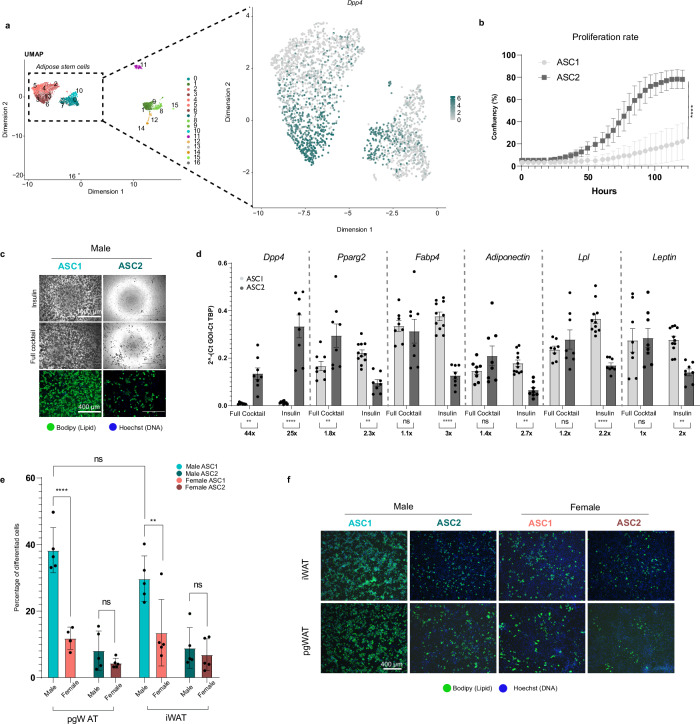
In vitro results. **a** *Dpp4* gene expression highlighted in UMAP projection of ASC. **b** Proliferation rate measured in vitro of isolated ASC1 and ASC2 cells. n = 10 for ASC1 and n = 20 for ASC2, n represents technical well replicates, similar results have been obtained in three independent experiments **c** Representative images of In vitro differentiated ASC1 and ASC2 cells using insulin or a full cocktail of adipogenic reagents **d** Expression of *Dpp4* and marker genes for mature adipocytes in in vitro differentiated ASC. *n* = 8 for all groups except ASC1 insulin treated cells for which *n* = 11. n represent technical well replicates from three independent experiments **e** Barplot over the level of differentiation in ASC1 and ASC2 cells from iWAT and pgWAT from adult male and female mice. *n* = 5 biological replicates for all groups except female pgWAT ASC1 for which n = 4. **f** Representative images of differentiated ASC1 and ASC2 cells from iWAT and pgWAT from adult male and female mice. Statistics in **b** were calculated with a two-sided unpaired t-test for the data points collected at the final time point, t = 12.23, degrees of freedom =28, P-value < 0.001. Statistics in **d** and **e** were calculated with two-way ANOVA and Mixed-effects analysis, respectively, using Tukey’s multiple comparison test (Prism). Adjusted P-values for multiple testing were used (*P < 0.0332, **P < 0.0021, ***P < 0.0002 and ****P < 0.0001) for **d** and (**P = 0.0055 and ****P < 0.0001) for **e**. The statistics in **d** were based on the delta Ct-values using *TBP* as a house keeping gene, see source data. Data are presented as mean values +/- SD. ASC Adipose stem cells, i inguinal, pg perigonadal, SD Standard deviation, UMAP Uniform Manifold Approximation and Projection, and WAT White adipose tissue.

We next compared the differentiation of ASC isolated from iWAT and pgWAT between sexes using the full cocktail of inducers. Male ASC1a/b from both pgWAT and iWAT showed increased adipogenic differentiation compared to the corresponding cells from females (Fig. 4e, f). No sex difference was observed regarding the (low) propensity of ASC2 to differentiate into adipocytes.

We further asked whether the sex-specific difference in ASC1a/b differentiation was influenced by other SVF cells. To this end, we isolated crude SVF cells from iWAT/pgWAT and applied the same differentiation protocol as for the FACS-sorted ASC. Crude SVF cells contain most of the non-parenchymal cell-types of the depots (ASC, endothelial cells, hematopoietic cells) and are commonly used for studying adipogenesis in vitro. A trend toward higher differentiation was observed in males (Supplementary Figs. 8a, b). Between the two AT depots, iWAT SVF showed higher adipogenic differentiation than pgWAT, which was statistically significant in females (Supplementary Figs. 8a, b).

Because influence of sex on adipogenic differentiation appeared weaker in crude SVF cultures compared to FACS-sorted cells, we asked whether in vitro SVF culturing affected the sex-specific ASC transcriptome. Bulk RNA-seq of confluent crude SVF cultures 4 days after in vitro plating (i.e. at the state of the cells just before differentiation was initiated) showed loss of the 36 sexually dimorphic ASC gene profile and the *Hox* gene expression pattern observed in pgWAT in vivo (Supplementary Figs. 8c, d). Also lost was the sex-specific clustering of transcriptomes seen with the scRNA-seq data (Supplementary Figs. 8e, f). Instead clustering occurred by fat depot origin: iWAT or pgWAT (Supplementary Figs. 8e, f). This was illustrated also at the level of individual genes: iWAT SVF maintained the specific (for iWAT) expression of *Tbx15* whereas pgWAT SVF maintained the specific (for pgWAT) expression of *Tcf21* (Supplementary Fig. 8g, h). High expression of fibroblasts markers (*Col1a1, Col3a1, Dcn, Lum, Pdgfra, Fn1*) and low expression of markers for endothelial cells, macrophages, pericytes and VSMC (Supplementary Fig. 8i) confirmed that ASC are the major cell type of crude SVF cultures. Moreover, markers of ASC2 (*Dpp4* and *Cd55*) were higher in pgWAT SVF than in iWAT SVF in agreement with the lower adipogenic differentiation of pgWAT SVF (Supplementary Fig. 8j). Low expression of *Pparg* in female pgWAT SVF (Supplementary Fig. 8k) may explain the distinct and consistent low differentiation grade of these samples. WNT hormone signaling through frizzled receptors is known to downregulate *Pparg*^47^. We noted that several transcripts of WNT pathway activators were enriched in female pgWAT SVF, some of which were also enriched in FACS-sorted female pgWAT ASC1a/b cells (Supplementary Fig. 9a,b). *Wnt4* was consistently enriched in female pgWAT cells, and *Rspo1*, encoding R-spondin-1 which potentiates WNT signaling, was consistently enriched in pgWAT in both males and females (Supplementary Fig. 9b). *Fzd1*, encoding Frizzled-1 receptor, was expressed in pgWAT, particularly in female ASC1a/b cells, as shown by our scRNA-seq data on FACS sorted cells (Supplementary Fig. 9b).

### Morphological distinction of mural cells and ASC along the adipose microvascular tree

Because pericytes have previously been suggested to constitute ASC, and because we found distinct adipogenic behavior of ASC1a/b and ASC2, we investigated the spatial relationships between ASC and WAT microvessels. We visualized endothelial cells, pericytes, VSMC and ASC in pgWAT isolated from *Pdgfrb*^*GFP*^ reporter mice. This mouse strain has previously been used for mural cell imaging^48^. Although *Pdgfrb* is also expressed by fibroblasts, including ASC (Fig. 5a), mural cells typically have stronger *Pdgfrb* expression and display a stronger *Pdgfrb*^*GFP*^ signal^25^. In contrast, *Pdgfra* is a broad marker of fibroblasts and typically not expressed by mural cells^25^. We confirmed these expression patterns in our WAT scRNA-seq data (Fig. 5a). We used anti-PDGFRA antibodies to discriminate ASC from mural cells, anti-DPP4 antibodies to visualize the ASC2 population, and anti-CD31 (PECAM-1) to visualize endothelial cells in *Pdgfrb*^*GFP*^ mouse WAT. *Pdgfrb*^*GFP*^^+^ cells displayed the typical morphologies of pericytes and VSMC adjacent to CD31-labeled endothelium (Fig. 5b). The strong *Pdgfrb*^*GFP*^ signals and long processes adherent to the abluminal side of capillary endothelial cells were consistent with pericytes, as known from other organs. WAT pericytes resembled so-called thin-strand pericytes of the mouse brain^49,50^ (Fig. 5b, inset #3). Other *Pdgfrb*^*GFP*^^+^ cells extended processes enveloping the vessel circumference; a phenotype consistent with arterial VSMC (Fig. 5b, inset #1). Intermediate mural cell morphologies typical of arteriolar VSMC were also observed (Fig. 5b, inset #2). VSMC with multiple short processes without obvious longitudinal or transversal orientation were observed in venules and veins (Fig. 5b, insets #4-5). Taken together, our observations suggest that AT mural cells display a continuum of morphologies along the arterio-venous axis similar to what has previously been described in brain^24,48^.

**Fig. 5:**
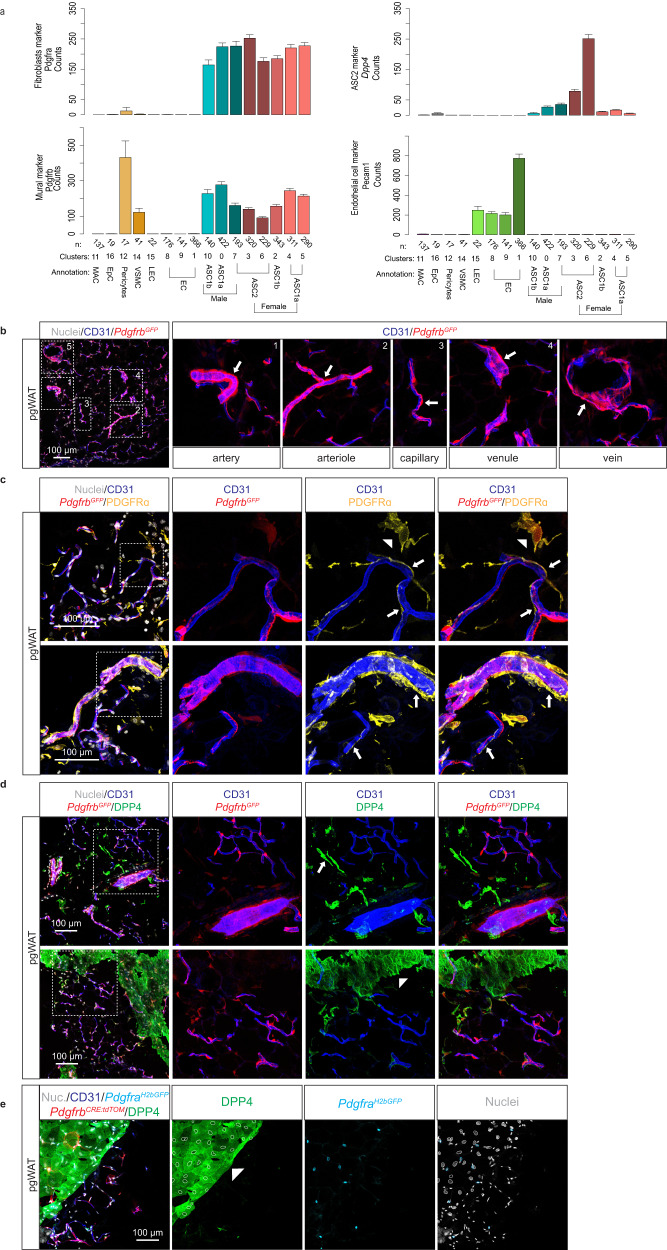
Cell localization in perigonadal white adipose tissue in *Pdgfrb*^*GFP*^ reporter mice. **a** Barplots of marker gene expression used for cell visualization. Data are presented as mean values +/- SEM. **b** Immunofluorescence staining of pgWAT from *Pdgfrb*^*GFP*^ report line for CD31 (also known as PECAM1) displaying mural cells across the arteriovenous axis. **c** Same as in **b** but with staining for CD31 and PDGFRA. Arrows and arrowheads indicate the position of perivascular and interstitial ASC, respectively. **d** Same as in **b** but with staining for CD31 and DPP4. The Arrow and arrowhead indicate the location of interstitial ASC2-population and mesothelial cells, respectively. **e** Maximum intensity projection of slices with mesothelial DPP4 staining in *Pdgfrb*^*CRE-tdTOM*^/*Pdgfra*^*H2bGFP*^ reporter mice. Predicted mesothelial nuclei (white circles) were marked based on the DPP4 staining pattern, and *Pdgfra*^*H2bGFP*^-positive nuclei (cyan circles) were marked dependent on the GFP signal. No overlap of mesothelial nuclei and *Pdgfra*^*H2bGFP*^-positive nuclei could be observed. GFP Green fluorescent protein, pgWAT perigonadal White adipose tissue and SEM Standard error of the mean.

Anti-PDGFRA antibodies labeled ASC at both perivascular and interstitial locations (Fig. 5c). Of these, the ASC2 subpopulation was identified by anti-DPP4 staining as the, cells with interstitial location (Fig. 5d, arrows). We also noticed a DPP4 positive layer of cells covering the surface of the pgWAT depots (Fig. 5d, e, arrowhead). These cells were negative for PDGFRB and PDGFRA had the expected location of mesothelial cells, previously suggested to express DPP4^6^. To further investigate the spatial relationship between ASC subpopulations and vasculature, we performed whole-mount analysis of the pgWAT from *Pdgfrb*^*CreERT2:*^^*R26tdTomato*^ /Pdgfra^*H2BGFP*^reporter mice. We localized all ASC using *Pdgfra-*driven nuclear GFP and, simultaneously, ASC2 by anti-DPP4. The results confirmed the observations on *Pdgfrb*-reporter mice, namely that DPP4^**-**^ ASC1a/b-cells are located in close vicinity to and partially in direct contact with blood vessels (Fig. 6a–c), whereas most DPP4^+^ ASC2 cells were located at discernable distance from the vessels (Fig. 6a, b). These spatial relationships were confirmed by 3D image rotation (Fig. 6a, b), or by 3D rendering videos of whole mount preparations. The latter analysis showed that DPP4^+^ ASC2 cells that appeared blood vessel-associated in 2D were not, judging by 3D rendering (Supplementary Movies 1 and 2). Figure 6c shows a schematic cartoon of the vasculature and ASC subpopulations in pgWAT.

**Fig. 6:**
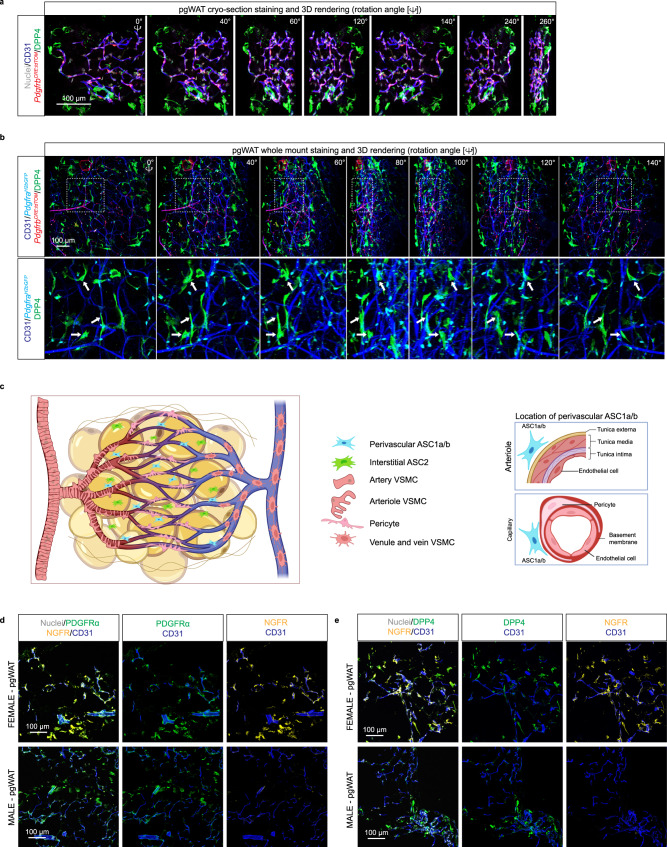
Cell localization in perigonadal white adipose tissue in *Pdgfrb*^*CRE-tdTOM*^/*Pdgfra*^*H2bGFP*^ reporter mice. **a** pgWAT cryo-section staining and 3D rendering in *Pdgfrb*^*CRE-dtTOM*^/*Pdgfra*^*H2bGFP*^ mice with anti-DPP4 antibody staining for ASC2. **b** pgWAT whole amount staining and 3D rendering in *Pdgfrb*^*CRE-tdTOM*^/*Pdgfra*^*H2bGFP*^ mice with *Pdgfra* driven GFP expression marked in cyan color. **c** Schematic cartoon of our view of the perivascular and vascular cells in pgWAT. Created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license (https://creativecommons.org/licenses/by-nc-nd/4.0/deed.en). **d** Immunofluorescence staining of pgWAT from wilt-type mice for NGFR (encoded by the female ASC specific *Ngfr* transcript), PDGFRA and CD31 **e** same as in **d** but staining for ASC2 marker DPP4 instead of the ASC marker PDGFRA. ASC Adipose stem cells, GFP Green fluorescent protein, and pgWAT perigonadal White adipose tissue.

We finally asked if any of the sexually dimorphic ASC genes could be verified at the protein level in ASC at their respective perivascular or interstitial locations. Such analysis is strictly dependent on antibodies that are specific and functional together with other antibodies in immunofluorescence of pgWAT. Here, we found that antibodies against nerve growth factor receptor (NGFR, encoded by the female-specific mRNA *Ngfr*) stained perivascularly located ASC (PDGFRA^+^) (Fig. 6d) and interstitially located ASC2 (DPP4^+^) (Fig. 6e) in pgWAT in agreement with the *Ngfr* being one of the 104 DEGs for pgWAT (Fig. 2c).

## Discussion

Establishment of specific ASC populations in different WAT depots likely depends on a combination of factors, including developmental signals, sex and anatomic location. Adipogenesis has been linked to the vascular niche in WAT, a location that harbors several different cell types including mural cells, fibroblasts, and endothelial cells, which have all been suggested as preadipocytes^51–55^. Lineage-tracing is complicated by the shortage of specific pan-fibroblast and pan-mural cell markers. A cross-organ comparison of scRNA-seq data combined with in vitro assays, as presented herein, converge on a fibroblast-like identity for ASC. Based on the expression of canonical fibroblast markers (e.g. *Pdgfra, Col1a1, Dcn*, and *Lum*) and a 90-gene signature for discrimination of fibroblasts from mural cells^25^, we conclude that pgWAT ASC are equivalent to WAT fibroblasts. Like fibroblasts in other organs, pgWAT ASC showed organotypic features, as reflected by differential expression of matrisome genes (e.g*. Rspo1, Col6a5*, *Frzb*, *Col11a1* and *Col12a1*) alongside genes involved in the regulation of adipogenesis (*Pparg*) and lipid metabolism (*Fabp4, Plin2*). These data suggest that ASC serve a dual role of being adipocyte precursors and tailors of the specific WAT ECM composition. ASC heterogeneity within individual WAT depots has been demonstrated under both basal conditions and after a challenge by obesogenic diet or β3-adrenergic receptor activation^18,56^. Our transcriptional profiles of pgWAT fibroblasts matched previously reported ASC1a, ASC1b, and ASC2 subpopulations^6^.

It is increasingly clear that adiposity at different anatomic locations, e.g. subcutaneous, gluteofemoral, and visceral, have distinct metabolic profiles that are strongly influenced by sex, and that these profiles may be more reliable proxies of T2D and cardiovascular disease risks than BMI^11,57,58^. Despite this, hitherto published scRNA-seq studies of mouse WAT either focused on males or lacked specific analysis of sex differences when both sexes were present^6,18–21^. Here, we uncover sexual dimorphism of ASC with putative importance for the metabolic profile of WAT. The sexual dimorphism is observed in ASC transcriptomic signature, as well as in some ex vivo adipogenic behaviors of isolated ASC.

WAT is an important source of AGT and expresses the machinery necessary to generate the vasoconstrictor AngII. Our scRNA-seq data revealed that *Agt* and *Ace* are highly expressed in male ASC. If and how adipose RAAS contributes to obesity-associated hypertension systematically is unclear^59,60^. Given the proximity of ASC to blood vessels, locally generated AngII may regulate microvascular tone. AGTR1, the receptor for AngII, is expressed by pericytes in WAT and other tissues^61^. Our results that high levels of AngII lacked an effect on basal lipolysis and adipogenic differentiation contradicts previous work showing that AngII inhibits lipolysis and impacts differentiation^42,43^. Further work is needed to understand the relative contribution of locally produced AngII and its relationship to AT capillary function or capillary function in peripheral tissue in general, as well as the relevance to human AT biology. The finding of AGTR1, the AngII receptor expression in pericytes is intriguing, since WAT blood flow is regulated between meals^62^, and pericytes have been suggested to regulate blood flow in the brain and heart. Hence, a similar role for pericytes may be speculated for adipose tissue^63^.

Sexual dimorphic expression of estrogen receptor alpha (*Esr1)* and the estrogen-inactivating enzyme *Sult1e1*, indicates that estrogen-receptor signaling is a strong driver of the sex differences in ASC transcriptomes. Studies of male scWAT adipose progenitor cell transplantation into females suggested that the transplanted cells adopted the behavior of the host during high fat diet, suggesting environmental control in which sex hormones likely play a role^10^. In this context, it was interesting to note that most of the sex-specific transcriptomic differences disappeared when WAT SVF cells were grown in vitro. In marked contrast, some of the conspicuous depot-dependent differences in transcription factor gene expression (*Tbx15* and *Tcf21*) remained in vitro.

Our data suggest that *Hox* genes with numbers below 9 are male pgWAT ASC specific, whereas numbers 9 and above are female specific. Sex -and depot-dependent differences in *Hox* genes expression of AT has been reported previously^64–71^. One of these reports focused on the developmental signature of human abdominal and gluteal subcutaneous adipose tissues in men and women^69^. They found that *Hox* genes with lower numbers (as in our male-derived ASC) were enriched in abdominal depots of both sexes, whereas *Hox* genes with higher number (as in our female-derived ASC) were upregulated in gluteal depot of both sexes. This might reflect different embryonic origins of the ASC in males and females, with or without physiological impact in adults. Either way, the differential expression of *Hox* genes suggests that sexually dimorphic properties of ASC may to some extent be imprinted already during embryonic development and maintained through life.

We further observed that FACS-sorted ASC1 from male inguinal (subcutaneous, iWAT) and perigonadal (visceral, pgWAT) AT depots had higher adipogenic potential in vitro than female counterparts. A similar trend, albeit not statistically significant, was seen in the adipogenic potential of crude SVF from both iWAT and pgWAT. Several factors might contribute to this difference. ASC2 might become dominant over ASC1 in culture due higher proliferation rate. Alternatively, the presence of other cell types may regulate the adipogenic potential of ASC in culture. Transcriptomic analysis of cultured SVF just prior to initiation of differentiation indicated a higher proportion of ASC2-cells and lower expression of *Pparg* in the pgWAT samples. More active WNT-signaling in female pgWAT (higher levels of e.g. *Fzd1, Rspo1* and *Wnt4*) may also underlie this difference. WNT hormones are known inhibitors of adipogenesis that downregulate *Pparg* through canonical WNT signaling^47^. Merrick et al.^21^ found a higher proliferation rate and lower adipogenesis in ASC2 compared to ASC1a/b and that ASC2 represents a multi-potent and less committed precursor population that contributes to basal adipogenesis in both visceral and subcutaneous fat depots^56^. Our results concur with this conclusion. Furthermore, Merrick et al. used Lin^−^/CD142^+^, Lin^−^/CD142^−^/DPP4^+^ and Lin^−^/CD142^−^/ICAM^+^ gating to isolate ASC1b, ASC2 and ASC1a populations respectively, and found that both ASC1a and ASC1b could be readily differentiated into mature adipocytes in vitro, and that the differentiation of ASC1b and ASC2 was inhibited by TGFβ, whereas ASC1a was not. Schwalie et al.^20^ used a similar FACS-strategy to isolate ASC1b cells by dividing a Lin^−^/CD34^+^/SCA1^+^ fraction into either CD142 positive (ASC1b) or negative (ASC2 and ASC1a) cells, but in contrast to Merrick et al, their ASC1b (a.k.a. adipogenesis regulatory cells (Aregs)) demonstrated an inhibitory activity on adipogenesis and low adipogenic potential in vitro^20^. In our present analysis, DPP4^−^ (ASC1a/b) cells from male mice readily underwent adipogenesis in minimal adipogenic culture medium. A possible explanation for the different functional properties of ASC1b in the different studies (Supplementary Data 1, 2) is that the proportion of Aregs in the DPP4^−^ fraction may vary (it remains unknown in our data). In summary, our data confirm the intra-depot transcriptional heterogeneity of ASC suggested by others, but also uncovers differences in the functional properties of these cells in vitro that deserve further study.

It has long been observed that adipocytes arise in a perivascular niche of AT, which has inspired lineage tracing studies focused on blood vessel and associated cells. Our scRNA-seq data show that pgWAT ASC and mural cells are distinct. Surface marker profiles of cells in the WAT perivascular niche distinguish endothelial cells (CD31^+^), mural cells (PDGFRB^+^, PDGFRΑ^−^), ASC1 (PDGFRΑ^+^, DPP4^−^), and ASC2 (PDGFRΑ^+^, DPP4^+^) and their spatial distribution. In addition to the classical distinction between VSMCs around arteries and veins^72,73^ and pericytes in capillaries (Fig. 5a, b), our data reveal transitional cell morphologies along the arterio-venous axis in WAT similar to those previously reported in the brain.

Previous work has shown that the DPP4^+^ ASC cells are excluded from the perivascular compartment and reside in the reticular WAT interstitium, a fluid-filled layer containing elastin and collagen fibers surrounding parenchymal cells in many organs^21^. Conversely, DPP4^−^ ASC1b cells have been suggested to reside in the perivascular space^20^. Accordingly, we find DPP4^+^ ASC2 in the pgWAT interstitial space without blood vessel association, whereas ASC1a/b are immediately outside of the mural cell coat. This location may allow regulation of vascular permeability and blood pressure in addition to serving as a pre-adipocyte niche^73^. The recent progress in AT scRNA-seq will likely bring further understanding of the signaling networks that regulate interactions between EC, mural cells, ASC, and mature adipocytes in health and obesity^74^.

## Methods

### Reagents

For antibodies used for imaging see Supplementary Table 7. For antibodies used for FACS-sorting see Supplementary Table 8. For medium and enzymes used for the digestion of tissues see Supplementary Table 9. For key reagents for ASC proliferation, differentiation, and imaging see Supplementary Table 10. For Primers used for qPCR (Method: SYBR Green) see Supplementary Table 11.

### Animals

All mouse experiments were conducted according to local guidelines and regulations for animal welfare, experiments on reporter mice strains were covered by ethical permits approved by Linköping’s animal Research Ethics, approval ID 729 and 3711-2020, whereas experiments with wild-type mice for in vitro studies and FACS bulk RNA-seq isolations were covered by ethical permits approved by Gothenburg’s animal research Ethics committee, approval ID: 000832-2017. All animals were maintained on a 12 h light – 12 h dark cycle in a temperature-controlled environment (22 °C), with free access to water and chow-diet. For the scRNA-seq experiments and tissue imaging we used a *Pdgfrb*^*GFP*^ (Genesat.org, Tg(*Pdgfrb*-eGFP)) mouse strain that have been backcrossed to the C57BL6/J background (The Jackson Laboratory, C57B16/J). *Pdgfra*^*H2b-GFP*^ (B6.Cg-*Pdgfra*^*tm11(EGFP)Sor*^)^75^ mice were crossed to *Pdgfrb-*Cre^*ERT2*^ (Tg(*Pdgfrb*-CRE/ERT2)6096Rha)^76^ and Ail4-TdTomato(B6.Cg-Gt(ROSA)26Sortm14 (CAG-TdTomato)Hze)^77^ mice to generate tissue imaging as shown in Fig. 6. *Pdgfrb*-Cre^*ERT2*^ was induced with 3 doses of tamoxifen (2 mg) in peanut oil by oral gavage at 4 weeks of age to activate TdTomato expression. For FACS-sorted ASC and mature adipocyte isolation used for generating bulk RNA-seq samples we used 16 C57BL6/J mice (eight males and eight females) of the age of 18 weeks (supplied by Charles River). For the castration/ovariectomy study, eight ovariectomized (study code: OVARIEX), eight castrated (Study code: CASTRATE) and aged matched controls of the strain C57BL/6 J were supplied from Charles River and terminated at 10 weeks of age. Castration/Ovariectomy was conducted at the age of four weeks. Animals were fasted for 4 h before termination for studies of bulk RNA-seq of FACS sorted ASC. For in vitro experiments (Fig. 4e, f) we used wild-type C57BL/6 N mouse strain (supplied by Charles River) and C57BL/6 J for the rest of the experiments displayed in Figure 4 and Supplementary Figs. 8, 9. Adult mice of both sexes were used at an age range of 12–20 weeks for scRNA-seq and in vitro experiments.

### Isolation of single cells from mouse adipose tissue for scRNA-seq and in vitro experiments

Mice were euthanized according to the ethical permission by cervical dislocation before inguinal/perigonadal white adipose tissue was removed and placed into cold PBS solution. The adipose tissue was then cut into smaller pieces before incubation in dissociation buffer (Skeletal Muscle dissociation kit, Miltenyi), supplemented with 1 mg/ml Collagenase type IV-S at 37 °C with horizontal shaking at 500–800 rpm. For all in vitro experiments a different enzymatic mixture was used with 2 mg/ml Dispase ii, 1 mg/ml Collagenase I, 1 mg/ml Collagenase II and 25 units/ml of DNAse dissolved in DMEM. The tissue was further disintegrated by pipetting every 10 min during the 30-minute-long incubation. The cell suspension was then sequentially passed through a 70 µm and 40 µm cell strainers, before 5 ml of DMEM was passed through both strainers as final washing step. Cells were then spun at 250xg for 5 min, the buffer was removed, and the pellet was re-suspended in FACS buffer (PBS, supplemented with 0.5% BSA, 2 mM EDTA, 25 mM HEPES). Cells were then labeled with fluorophore-conjugated antibodies (anti-CD31, anti-CD34, anti-DPP4, anti-CD45) for 20 min on ice, then centrifugated at 250xg for 5 min, after removal of the supernatant the pellet was re-suspended with FACS buffer and kept on ice. For isolation of mature adipocytes, the crude cell suspension was passed through a 100 µm instead, and the remaining cell suspension was left on ice for a few minutes allowing floating mature adipocytes to be collected from the surface of the suspension. The mature adipocytes were transferred to a separate Eppendorf tube where redundant cell suspension medium was removed with a syringe.

### Fluorescent activated cell sorting (FACS) for scRNA-seq

Cell suspension derived from *Pdgfrb*^*GFP*^ reporter mice were stained with antibodies and subjected to flow cytometry sorting as described previously^25^. Briefly. Beckson Dickson FACS Aria III or FACS Melody Cells instruments equipped with 100 µm nozzle were used for sorting cells into individual-wells of a 384 well-plate containing 2.3 µl of lysis buffer (0.2% Triton X-100, 2 U/ml RNAse inhibitor, 2 mM dNTPs, 1 µM Smart-dT30VN primers). Correct aiming was assured by test-spotting beads onto the plastic seal of each plate. Sample plates were kept at 4 C during sorting and directly placed on dry-ice afterwards, plates were stored in −80 °C until further processing. The gating-strategy was applied to enrich cells expressing protein signatures of interest but not used for cell identification. For FACS-sorting of single cells: First, a gate of forward and side scatter area (FSC-A/SSC-A) on the linear scale was set generously in order to only eliminate cells with low values (red blood cells and cell debris), a second gate for double discrimination was used based on distance from the diagonal line in the FSC-A/FSC-height plot, the third selection criteria was based on fluorescent signaling, with “fluorescent minus one” or mice negative for the GFP-reporter used as gating controls. Cells negative for CD45-staining were first selected, further gating were then either based on Pdgfrb^*GFP*-^/CD31 + , CD31-/ Pdgfrb^*GFP*+^ or CD31-/ Pdgfrb^*GFP*^^+^ / DPP4± selections.

### RNA isolation and quantification of differentiated adipose stem cells

Qiagen’s RNAeasy plus micro kit (Cat. No. 74 034) was used for RNA isolation from in vitro differentiated ASCs The High-Capacity cDNA Reverse Transcription kit (Cat. No. 4368814) was used to generate cDNA from RNA, and SYBR Green PCR Master Mix (Cat. No. 4309155) with custom primers from Thermo Fisher Scientific were used for relative quantification of mRNA levels (see separate Supplementary table for primer sequences). The experiments were repeated three times using in total 4 mice (two females and two males).

### Smartseq2 library preparation and sequencing

Isolation of mRNA molecules from single cells with subsequent cDNA synthesis and sequencing was carried out as described previously^22,25^. Briefly, cDNA was synthesized from mRNA using oligo-dT primers and SuperScript II reverse transcriptase (ThermoFischer Scientific). Templated switching oligo (TSO) was used for synthesizing the second strand of cDNA before amplification by 23-26 polymerase chain reaction (PCA) cycles. Purified amplicons were then quality controlled using an Agilent 2100 Bioanalyzer with a DNA High sensitivity chip (Agilent Biotechnologies). QC-passed cDNA libraries were then fragmented and tagged (tagmentation) using Tn5 transposase, and samples from each well were then uniquely indexed using Illumina Nextera XT index kits (set A-D). The uniquely labeled cDNA libraries from one 384-well plate were then pooled to one sample before loaded onto one lane of a HiSeq3000 sequencer (Illumina). Dual indexing and single 50 base-pair reads were used during sequencing.

Qiagen’s RNeasy Micro kit (Cat. No. 74004) was used for the isolation of RNA from FACS-sorted ASC cells (5000 cells per sample) for bulk smartseq2 library preparation. For isolation of RNA from mature adipocytes, QIAzol lysis reagent (Cat. No. 79306) was first used followed by the addition of chloroform and subsequent integration of the RNA containing aqueous phase with the workflow of the RNeasy clean up. RNA samples were diluted to 3 ng/µl and 5 ng of RNA was used for cDNA synthesis according to the smartseq2 protocol. For FACS-sorted ASC bulk samples, RNA from approximately 300 cells were used for cDNA synthesis, and 16 PCA-cycles were used for cDNA amplification for both FACS-sorted ASC and bulk mature adipocyte samples. Samples derived from mature adipocytes were sequenced in technical duplicates, whereas FACS-sorted ASC bulk samples were sequenced in triplicates. The average quantified raw read counts were then calculated for the technical replicates prior to DE-analysis.

### Smartseq3 library preparation and sequencing

RNA samples were extracted using Qiagen’s RNAeasy plus micro kit (Cat. No. 74 034) from 32 FACS sorted adipose stem cells from castrated male (*n* = 8), ovariectomized female (*n* = 8), female (*n* = 8) and male (*n* = 8) control mice, and 29 in vitro cultivated crude SVF cells that had been proliferated for 4 days in PM1-medium supplemented with 1 nM basic FGF (same procedure as for in vitro differentiation protocols), the RNA concentration were normalized to 3 ng/ul in 20 μL Nuclease-free water. For library construction and sequencing strategy, we adopted the sensitive smart-seq3 protocol to perform our bulk RNA-seq in single-cell format^78^, with some modifications as follows. Two μL of each RNA sample was transferred into one well of 384-well plate, where contained 0,3 μL 1% Triton X-100, 0,5 μL PEG 8000 40%, 0,04 μL RNase inhibitor (40U/µL), 0,08 μL dNTPs mix (25 mM) and 0,02 μL Smart-dT30VN/dT (100 µM, 5’-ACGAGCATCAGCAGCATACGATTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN-3’). Reverse transcription was performed after mixture with 1 μL/well buffer (0,10 μL Tris-HCl, pH 8.3, 1 M, 0,12 μL 1 M NaCl, 0,10 μL MgCl_2_, 100 mM, 0,04 μL GTP, 100 mM, 0,32 μL DTT, 100 mM, 0,05 μL RNase Inhibitor, 40 U/µl, 0,04 μL Maxima H Minus RT, 200 U/µL, 0,08 μL SmartSeq3 TSO, 100 µM, 5’-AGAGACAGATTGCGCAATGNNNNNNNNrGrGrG-3’ and 0,15 μL H_2_O, where N indicates random sequence, while r denotes RNA characteristics). The PCR program was 3 min at 85 °C, 90 min at 42 °C, 10 cycles of 2 min at 50 °C and 2 min at 42 °C, followed by 85 °C for 5 min and incubation at 4 °C. Immediately after the reverse transcription, PCR was performed after mixture with 6 μL/well of PCR buffer (2 μL 5X KAPA HiFi HotStart buffer, 0,12 μL 25 mM dNTPs mix, 0,05 μL 100 mM MgCl_2_, 0,2 μL KAPA HiFi HotStart DNA Polymerase (1 U/µL), 0,05 μL Forward PCR primer (100 µM, 5‘-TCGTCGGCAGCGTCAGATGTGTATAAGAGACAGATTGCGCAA*T*G-3′, * = phosphothioate bond), 0,01 μL Reverse PCR primer (100 µM, 5’-ACGAGCATCAGCAGCATAC*G*A −3′, * = phosphothioate bond) and 3,57 μL H_2_O. The amplification program was: initial denaturation at 98 °C for 3 min, N cycles of denaturation at 98 °C for 20 sec, annealing at 65 °C for 30 sec and elongation at 72 °C for 4 min, followed by a final elongation at 72 °C for 5 min and incubation at 4 °C.

The cDNA was purified using 6 µl/well SeraMag beads (containing 17% PEG) and eluted into 10 µl/well elution buffer according to the user manual. After quality control using Bioanalyzer 2100 (Agilent), the cDNA was diluted to 200 pg/µl and combined into one 384-plate for tagmentation. For each sample, 1 µL diluted cDNA was mixed with 925 nL tagmentation buffer (containing 20 nL Tris-HCL pH 7.5 1 M, 100.5 nL MgCl_2_ 100 mM, 100.5 nL Dimethylformamide (DMF) and 704 nL H_2_O) and 75 nL Tn5 enzyme, and subjected to incubation at 55 °C for 10 min. Then, the reaction was immediately terminated by a mixture with 500 nL 0.2% SDS and incubation at room temperature for 5 min. Subsequently, 1 µL index combination (500 nL for each) and 4.4 µL PCR mix (1,40 µL 5x Phusion HF buffer, 0,06 µL dNTPs mix (25 mM), 0,04 µL Phusion HF (2U/µl) and 2,90 µL water) were applied to each well for enrichment PCR using the following program: gap-filling at 72 °C for 3 min, initial denaturation at 98 °C for 3 min, 13 cycles of denaturation at 98 °C for 10 sec, annealing at 55 °C for 30 sec and elongation at 72 °C for 30 sec, followed by a final elongation at 72 °C for 5 min and incubation at 4 °C.

In the end, the libraries were pooled for purification using a two-step purification protocol. First, 24% SeraMag beads were mixed with libraries at a volume ratio of 0.6:1, followed by successive 8 min incubation without and with a magnet stand. After removal of the supernatant, the beads were washed with 80% ethanol and eluted into 50 µl elution buffer. Then, the 50 µl elute was thoroughly mixed with 50 µL H_2_O and 70 µl SPRI beads, followed by successive 2 min incubation without and with a magnet stand. After removal of the supernatant, the beads were washed with 85% ethanol and eluted into 25 µl elution buffer. Finally, the purified library pool was quality-controlled and diluted for sequencing at Novaseq 6000 (Illumina).

### In vitro differentiation of adipose stem cells

Stromal vascular cells from both iWAT and pgWAT were isolated according to the procedure described above. Thereafter cells were labeled with four fluorophore-conjugated antibodies (anti-CD45, anti-CD31, anti-CD34, and anti-DPP4) for 30 min on ice. The cell suspension was then centrifuged at 300 g for 5 min, supernatant removed, and pellet re-suspended in FACS-buffer. Cells were then loaded into a SH800 Sony cell sorter, and two adipose stem cell populations, CD45-/CD31-/CD34 + /DPP4+ and CD45-/CD31-/CD34 + /DPP4-, were gated and selected for sorting. Fluorescent minus one controls were used for ensuring correct gating. Cells were collected in PM-1 medium (Zenbio), supplemented with 1 nM of basic FGF, and seeded in 96-well plates. DPP4+ and DPP4-negative cells were seeded at 10,000 cells and 12 500 cells per well, respectively. DPP4-positive cells were seeded at a lower density since they proliferate faster than the DPP4- population. For the experiment with crude SVF cells, 15-20 000 cells were seeded. After becoming confluent after 3-4 days of proliferation, the differentiation was initiated by changing medium to basal medium (Zenbio) supplemented with 3% FBS, 1% pen/strep, 0.5 mM IBMX, 1 µM dexamethasone, and 100 nM of insulin. The medium was then changed after 48 h to a maintenance medium including BM-1, 3% FBS, 1% Pen/strep, 1 µM of pioglitazone, and 100 nM insulin with medium changed every other day (pioglitazone was not included in the differentiation experiments with AngII). A second treatment group with cells subjected to only 100 nM of insulin in basal medium (Zenbio) supplemented with 3% FBS, 1% pen/strep, was also included in the studies. After 8 days of differentiation, cells were stained with propidium iodine, Bodipy, and Hoechst 33342.

Cells were then imaged with an ImageXpress widefield fluorescence microscope using the 4x objective (10x objective for crude SVF cells). Images were analyzed with the MetaXpress software applying the multi-wavelength cell scoring application module, counting cells (Hoechst positive), lipids (Bodipy positive) and the number of dead cells (propidium iodine positive) for viability measurements; for more detailed settings for the quantification of the differentiation of FACS sorted ASCs see Supplementary table 12.

Cells that were positive for both Bodipy and Hoechst were determined as differentiated (the number of W2 positive cells). The percentage of differentiated cells were then calculated by dividing the amount of lipid-filled cells by the total amount of cells in the well. Wells with a viability below 85% were not included in the analysis. The experiment was repeated four and five times, for crude SVF and FACs sorted ASC, respectively, with the average results from the technical well-replicates presented in figures. Experiments with AngII were carried out five times and each plate had three and six technical replicates for treatment and control wells, respectively.

### In vitro proliferation rate assay of adipose stem cells

Cell proliferation rates were measured on two stem cell populations, CD45-/CD31-/CD34 + /DPP4- (ASC1) and CD45-/CD31-/CD34 + /DPP4+ (ASC2). Briefly, cells were isolated from inguinal WAT from adult mice and subjected to FACS-sorting as previously described. Cells were sorted at a density of 7500 cells per well in a 96-well plate in PM-1 (ZenBio) medium supplemented with 1 nM of basic FGF. Cell proliferation was then measured by analyzing the level of confluence using the IncuCyte S3 live-cell analysis system. Images were taken every fourth hour for 120 h, with the 10x objective. This experiment was repeated three times with similar results.

### Explant lipolysis assay

Aged-matched mouse (Age:12-14 weeks, strain: C57BL6/J) were fasted for 3 h before Inguinal white adipose tissue was removed and put into ice-cold PBS without Ca^2+/^Mg^2+^. The Fat pads were then cut into smaller pieces before 25-30 mg of tissue was put into 100 ul of KREBS ringer buffer (,25 mM HEPES, 120 mM NaCl, 10 mM NaHCO_3,_, 4 mM KH_2_PO_4_, 1 mM MgSO_4_, 0.75 mM CaCl_2_) with 2% fatty acid free BSA, 5 mM, 5 mM Glucose. The levels of released non esterified fatty acids (NEFA) in the medium were then measured after 4 h in a 37 C incubator (5% CO_2_). Each condition had 8 technical replicates and the average value from the replicates is presented in Fig. 3d. The experiment was repeated three times using two males and two females mice each time, fat pads from mice with the same sex were pooled. NEFAs were analyzed using an ABX Pentra 400 instrument (Horiba Medical, Irvine, California, USA) and concentrations were determined by colorimetry with Fujifilm NEFA-HR(2) (ref 43491795 (R1) and 436-91995 (R2)). Fujifilm NEFA standard (Ref 27077000) was used as calibrator and Seronorm™ Lipid (Ref# 100205, Sero AS, Billingstad, Norway) was used as control.

### Immunofluorescence

Cryo-sections: Standard protocols for immunostaining were applied. In brief, adipose tissues were harvested from euthanized mice as described above and immersed in 4% formaldehyde solution (Histolab) at 4 °C for 4-12 h. Thereafter, the tissues were transferred to 20-30% sucrose/PBS solution at 4 °C for at least 24 h. For cryo-sectioning, the tissues were embedded into cryo-medium (NEG50) and sectioned at a CryoStat NX70 (ThermoFisherScientific) into 14 – 50 µm thick sections, collected on SuperFrost Plus glass slides (Metzler Gläser) and stored at −80 °C until further processing. Of note, for sectioning of adipose tissues the biopsy and knife of the cryostat were cooled down to at least −30 °C. For staining, the tissue sections were allowed to dry at RT for about 15 min and were briefly washed with PBS. Thereafter, the sections were treated with blocking buffer (Serum-free protein blocking solution, DAKO) supplemented with 0.2% Triton X-100 (Sigma Aldrich). Then, the tissue sections were incubated with primary antibodies, diluted in blocking buffer supplemented with 0.2% Triton X-100 over night at 4 °C. Followed by a brief wash with PBS-T (PBS supplemented with 0.1% Tween-20) and incubation with fluorescently conjugated secondary antibodies diluted in blocking buffer at RT for 1 h. Primary and secondary antibodies were used according to the manufacturers’ recommendations (see Supplementary table 7). For nuclear (DNA) stain, Hoechst 33342 was used at 10 µg/ml together with the secondary antibodies. Sections were mounted with ProLong Gold mounting medium (ThermoFisher Scientific). Micrographs were acquired using a Leica TCS SP8 confocal microscope with LAS X software (version: 3.5.7.23225, Leica Microsystems) and graphically processed and adjusted individually for brightness and contrast using ImageJ/FIJI software^79^ for optimal visualization. All images are presented as maximum-intensity projections of acquired z-stacks covering the thickness of the section.

Whole mount: Adipose tissues were harvested and processed as described above. After fixation and sucrose treatment (see above), small pieces of less than 1 mm thickness were cut and washed in PBS-T buffer at RT for 6-8 h with end-over-end rotation. Thereafter, the tissues were transferred into blocking buffer supplemented with 0.5% Triton X-100 for over-night incubation at 4 °C with end-over-end rotation. Primary antibodies were diluted in blocking buffer supplemented with 0.5% Triton X-100 and incubated with the tissues for 72–96 h at 4 °C with end-over-end rotation. Thereafter, the tissues were washed with PBS-T for 6–8 h at 4 °C with end-over-end rotation. Secondary antibodies were diluted in blocking buffer, supplemented with 0.5% Triton X-100 and 10 µg/ml Hoechst 33342, and incubated with tissues at 4 °C overnight with end-over-end rotation. Before mounting, tissues were washed with PBS-T for 6–8 h at 4 °C and then mounted on Leica frame slides (1.4 µm PET, Leica Microsystems) using ProLong Gold mounting medium. Micrographs were acquired using a Leica TCS SP8 confocal microscope and graphically handled as described above.

### Raw sequence data processing Smartseq2 protocol

Single-cell cDNA library samples from one 384-well plates were pooled and sequenced on a HiSeq 3000 sequencer (Illumina), with one flow-cell lane per plate. In total 11 plates of cells from eight (five females and three males) mice were used for this study. The samples were then analyzed using standard parameters of the illumina pipeline (bcl2fastq) using Nextera index parameters. Individual fastq-files were mapped to the mouse reference genome (mm10-build94) with the STAR aligner, and raw reads for each gene was quantified using Salmon. As technical controls, 92 ERCC RNAs were spiked in the lysis buffer and included in the mapping. Raw read counts were then imported into R with the tximport-package and combined into one expression matrix showing raw counts per gene for each single cell. The R package biomaRt was used to convert ensemble ids to gene names, locate genomic location and gene biotype.

The SingleCellExperiment package in R was then applied for downstream processing of the expression matrix. First, cells with fewer than 150,000 total reads and more than 5,000,000 reads were filtered out. Cells that had fewer than 1000 genes expressed and that had a high percent of the reads mapped to the mitochondrial genome (>17.5%) or to the ERCCs (>20%) were removed from the dataset. Additionally, genes that had less than 10 reads in no more than three cells were removed. A final filter step was added by applying the gene.vs.molecule.cell.filtering function in the pathway and gene set overdispersion analysis (Pagoda2) package, removing cells that were determined to be outliers in their gene vs total counts ratio.

For bulk RNA-seq samples with fewer than 250 000 total reads were filtered out. Samples that had fewer than 8000 genes expressed and that had a high percent of the reads mapped to the mitochondrial genome (>15%) or to the ERCCs (>1%) were removed from the dataset.

The Seurat-package was then applied to perform principal component analysis with RunPCA function using variance-stabilizing transformation as a selection method for finding the 3000 most variable genes. The clustering of cells was performed by first applying the findNeighbors function using 14 PC:s dimensions followed by FindClusters (resolution=1.1) function. For dimensional reduction visualization, UMAP projection was applied using the Seurat package, the top 2000 over dispersed genes were used as input variable. The few cells projected in connection to other clusters in UMAP compared to most cells in its cluster were removed, since this indicated contamination of other cell classes in those samples. Before removal, the contamination in these specific samples were verified by calculating a ratio between the percentage of read counts (of total read counts in the sample) belonging to marker genes to cells in its close surroundings compared to marker genes for its cluster. For example, if an endothelial cell was projected into pericytes population in the UMAP, a ratio of the percentage pericytes markers divided by the percentage of endothelial cells marker genes were calculated. This ratio was significantly higher in all the endothelial-placed cells as compared to cells located in the area of the pericyte cluster. A second round of clustering after this cleaning step was performed as described above.

### Raw sequence data processing Smartseq3 protocol

Raw fastq-files were collected, sequencing adapters were then trimmed from the remaining libraries using NGmerge (v0.3)^80^ and read quality for all libraries was assessed using FastQC (v0.11.9)^81^, Qualimap (v2.2.2d)^82^ and samtools stats (v1.15)^83^. Quality control (QC) metrics for Qualimap and samtools were based on a STAR (v2.7.10a)^84^ alignment against the mouse genome (GRCm39, Gencode vM32). UMI information was evaluated with UMI tools^85^. Next, QC metrics were summarized using MultiQC (v1.12)^86^. A mouse transcriptome index consisting of cDNA and ncRNA entries from Gencode (vM32) was generated and reads were mapped to the index and quantified using Salmon (v1.9.0)^87^. The bioinformatics workflow was organized using Nextflow workflow management system (v22.04.5)^88^ and Bioconda software management tool^89^.

The raw count matrix including the total reads from both UMI and non-UMI containing sequences was imported into R for further downstream processing. This included removing genes that had less than 5 reads in no more than three cells. Samples that had less than 8500 genes detected in FACS-sorted ASC samples (castration/ovariectomy study) were removed, whereas samples in the in vitro cultivated crude SVF group with less than 10,500 genes detected were removed. Overall, the number of samples that passed this criterion from the castration/ovariectomy study were 58, including eight samples for all groups except ASC1 cells from male control (n = 7) and female ovariectomized mice (n = 3). 

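In these libraries the number of genes with a count above 0 lay between 9122 and 15035, with a median of 13624.5, and every library was above the minimum set. It was 10151 ± 1316 (SD) in the 3 ASC1 libraries of ovariectomized females and 13189.5 ± 1251 in the 8 ASC1 libraries of control females. The pairing of ASC1 and ASC2 libraries by mouse is not named in the paper's text.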

The average total read count was 690,000 reads for these samples. 

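The mean of the total counts was 689534 and the median 682423. At this depth 26910 genes had no read in any library. Counts were simulated at these library sizes with 200 genes changed 4-fold between castrated and control males. Of the changed genes, 99.5% passed an adjusted p of 0.05 in edgeR, and 10 unchanged genes did. The changed genes were drawn from those with a mean of at least 5 reads, so the recovery of genes with fewer reads is not known.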

The number of samples that passed this criterion from the in vitro cultivated crude SVF study were 29, including nine samples in both male and female iWAT groups, six samples for male pgWAT and five samples for female pgWAT. The average total read count was 620 000 reads for these samples. 

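Reads of 4 Y-chromosome genes (Ddx3y, Eif2s3y, Uty and Kdm5d) and of Xist, which is transcribed from the inactive X chromosome, were counted in every library. In the 16 libraries labelled control female, Ddx3y reached 34 reads, in ASC1, and Eif2s3y reached 16 in ASC1 and in ASC2. At least 1 read of the 4 genes was found in 12 of the 16 libraries, and 11 of them had 20 CPM or more. Summed over the 4 genes, control female ASC1 had 142% of the mean CPM of control male ASC1, and control female ASC2 had 50.6% of that of control male ASC2. For C7 the share was 5.29% in ASC1 and 1.13% in ASC2. For Sult1e1 it was 2.12% in ASC1, from 5 reads in 2 of 8 libraries, and no read was counted in ASC2. In control females Xist ranged from 2.42 to 99.3 CPM and was below 15 CPM in 8 of the 16 libraries.
In the 15 libraries labelled control male, 7 had no Xist read and 8 had at least 20. Libraries labelled castrated male ASC2 had 55.9 to 100.1 CPM of the 4 Y-chromosome genes and at most 7.99 CPM of Xist. In castrated male ASC1 the lowest Xist value was 51.9 CPM, and no library had more than 4 reads of the Y-chromosome genes. The 11 libraries of ovariectomized females held 1 such read in all. At least 3 Y-chromosome reads together with at least 20 Xist reads were found in 13 libraries, which were 4 of control female ASC2, 1 of castrated male ASC1 and 4 each of control male ASC1 and ASC2. C7 was at 122 CPM or more in all 15 control male libraries, at 14.4 CPM or less in castrated males and at 20.8 CPM or less in control females. In ovariectomized females C7 was at 3.85 CPM or less in ASC2. In ASC1 it was at 147 ± 123 CPM (SD, n = 3, range 50.3 to 285), so high C7 was not restricted to libraries labelled control male. These 3 libraries stood apart from all others, with Dcn of at least 21694 CPM against at most 9180 CPM elsewhere. Their C7 may therefore not compare directly with that of other libraries, and Sult1e1 had no read in them.

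**Figure D2:**
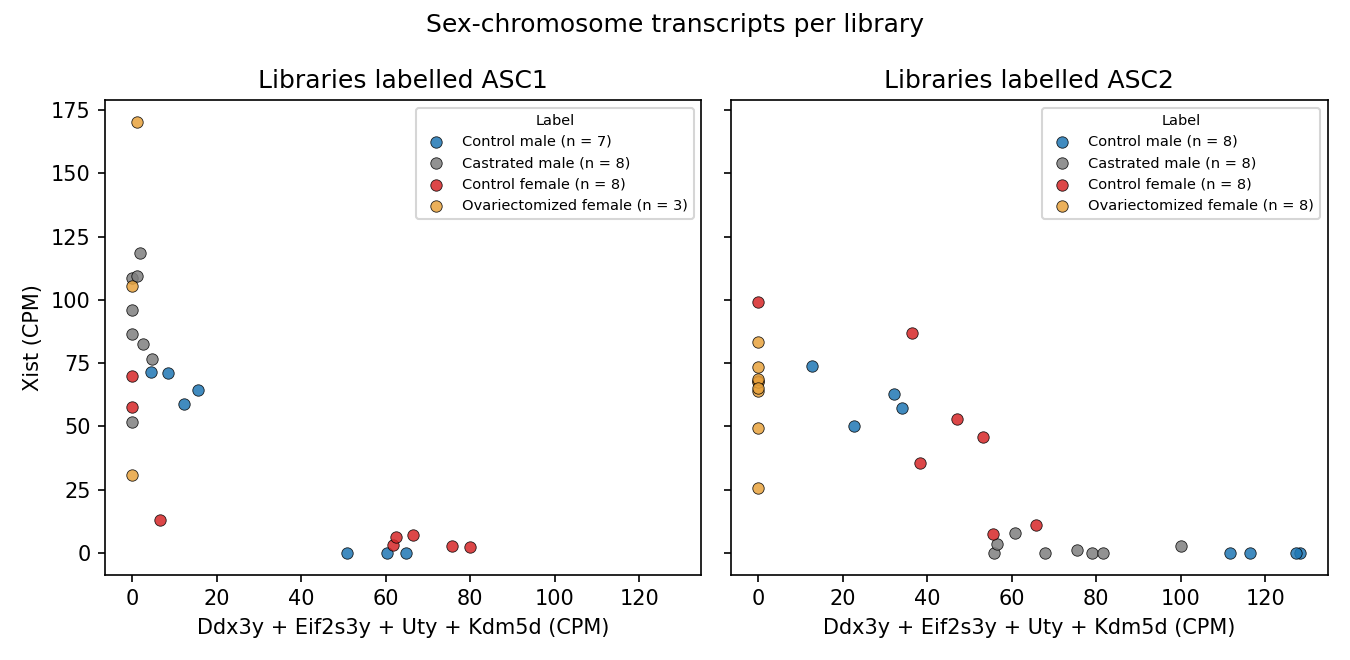
Xist (y axis, CPM) against the sum of Ddx3y, Eif2s3y, Uty and Kdm5d (x axis, CPM) in libraries labelled ASC1 and ASC2. Each point is a library, coloured by its label. All 8 libraries labelled castrated male ASC1 lie at 51.9 CPM of Xist or above, and a part of the control female libraries lies along the x axis.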

Of note, low read counts from Y-chromosome genes Ddx3y (<30 counts) and Eif2s3y (<20 counts) were detected in female control samples, which indicates weak contamination of male mRNA, however, relative low counts of the male specific genes *Sult1e1* and *C7* in comparison the male control samples suggest that the samples are “clean” and the results can be trusted. Low levels of *Ddx3y* and *Eif2s3y* (<10 counts) is also detected in in vitro cultivated crude SVF group from female pgWAT samples, this low grad of contamination most likely did not impact the conclusion made in this paper.

### Differential expression and pathway analysis

For pathway analysis of transcriptomic data, QIAGEN’s Ingenuity Pathway Analysis (IPA) application was used. All presented canonical pathways, diseases, and molecular functions displayed in this paper were significantly enriched, the threshold for adjusted p-value was set to below 0.05. The list of genes used as input for the IPA application were derived according to the differential expression analysis described below.

For differential expression analysis, the pseudo bulk EdgeR-LRT method was used (R-package: edgeR v:3.22.5) with raw counts as input. A gene was classified as significantly differentially expressed if it generated a Benjamini-Hochberg adjusted p-value for multiple testing below 0.05 and if it had a raw read count above 600 reads in at least 2 pseudo samples with a fold change of more than 2.6. These settings were used for generating differentially expressed genes between male and female ASC, the pseudo bulk method grouped cells from the same mice in each sex, resulting in n = 3 for male cells and n = 4 for female cells. The Seurat FindMarkers function was applied using the Wilcoxon rank sum test with raw read counts as input for generating marker genes for clusters and between male and female EC cells. A gene was classified as significantly differentially expressed if it generated a bonferroni adjusted p-value for multiple testing below 0.05 and if it was expressed by at least half of the cells in the group with a fold change of more than 2.6 (min.pct = 0.5, logfc.threshold = 1.4). Slightly different settings were used for generating DE-genes specific for adipose ASC in comparison to heart and skeletal muscle fibroblasts (min.pct = 0.25, logfc.threshold = 0.7). For FACS-sorted bulk RNA-seq samples, DE-genes between male and female ASC cells were calculated using DESeq2, a gene was classified as significantly differentially expressed if it generated an adjusted p-value for multiple testing below 0.05 and if was expressed by at least half of the samples. Both DPP4+ and DPP4- cell populations were used for this analysis. For pgWAT, 14 samples in both males and females passed the filtration criteria mentioned previously (seven DPP4+ and seven DPP4-), whereas for iWAT, the female and male group consisted of 14 samples (seven DPP4+ and seven DPP4-) and 15 samples (seven DPP4+ and eight DPP4-), respectively. The gene *Gm20400* was also sexually dimorphic genes under these settings however the gene was not included in Fig. 2c since it is a long non-coding RNA and there is limited knowledge of its function.

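In the libraries labelled control, 38 genes of the list were compared between male and female over both ASC populations. With at least a 2-fold difference, 7 genes passed an adjusted p of 0.05 when adjusted over the list alone and 6 when adjusted over all genes tested (edgeR). The list came from other mice than these. Besides Sult1e1, C7, Angpt1 and Arl4a, the 7 genes were Nt5e, Akr1c14 and Avpr1a. Nt5e had a log2 fold change of 1.72 (standard error 0.37, adjusted p = 1.61e-04) and female-enriched Akr1c14 of -1.72 (0.36, 1.39e-04). Avpr1a, male-enriched in the list, was higher in libraries labelled female, with a log2 fold change of -1.24 (standard error 0.47, adjusted p = 0.0314, and 0.118 over all genes tested). Ddx3y (-0.02, standard error 0.43) and Eif2s3y (0.30, standard error 0.42) did not differ, with adjusted p = 0.959 and 0.679 by edgeR. In direction, 20 of 25 male-enriched genes and 9 of 13 female-enriched genes followed the list. As many were reached in 10 of 100 splits of the control libraries, the real one included, so a chance split is not excluded. The alternatives that moved the count most were tests on one population alone, with 2 genes in ASC1 and 12 in ASC2.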

For FACS-sorted bulk RNA-seq samples from the castration/ovariectomy study, DE-genes between male and female ASC cells from iWAT were calculated with DESeq2, for this analysis the sexually dimorphic genes that were DE in the initial ACS-sorted bulk RNA-seq from iWAT/scRNA-seq comparison (36 + 4 genes, Fig. 2c) were only analyzed. A gene was classified as significantly differentially expressed if it generated an adjusted p-value for multiple testing below 0.05 and if it had fold change difference of at least 2 in the comparison of the control groups. 

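Of the 7 list genes that differed between the control groups, 6 did not differ between libraries labelled castrated male and control female, and C7 did. Against libraries labelled ovariectomized female, 2 of the 7, Arl4a and Avpr1a, did not differ from control male over the average of both populations. For Arl4a this average joins opposite populations. In ASC1 Arl4a was at 43.1 ± 12.1 CPM in ovariectomized females (SD, n = 3) against 22.1 ± 5.25 CPM in control males (n = 7). These 3 libraries stood apart from all others, so their Arl4a may not compare directly. In ASC2 Arl4a was at 17.3 ± 9.31 against 88.2 ± 43.2 CPM (n = 8 and 8). There all 9 genes of Supplementary Fig. 5d, Arl4a included, were lower past the threshold over all genes tested (edgeR). In all, 9 of 38 list genes differed between castrated male and control female when adjusted over the list alone, each lower in castrated males over the average of both populations, and 1 when adjusted over all genes tested (edgeR). The populations went in opposite directions for female-enriched genes, of which 10 were higher in ASC1 and 5 were lower in ASC2. Among male-enriched genes 10 were lower in ASC1, and 1 was higher in ASC2. These 9 were C7, Prelp, Agt, Ace, Ddx3y, Eif2s3y, Prrg3, Il4ra and Spon2. Between ovariectomized female and control male, 18 list genes differed adjusted over the list alone and 17 adjusted over all genes tested. With ASC1 and ASC2 pooled in one group and no term for the population, no list gene differed between castrated male and control female by edgeR, with 8 genes at an unadjusted p below 0.05. A limma voom fit with a correlation between libraries of one presumed mouse gave none, with 9 genes at an unadjusted p below 0.05. DESeq2 on the pooled groups, a setting chosen after the values were seen, gave none, with 7 such genes.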

To validate if the a gene was impacted by sex hormones, it also needed to show no statistically significant difference in the DE-analysis between the castration-female control/ovariectomy-male control comparisons.

For bulk RNA-seq samples of cultivated crude SVF cells (Supplementary Fig. 8), a gene was defined as enriched in either pgWAT or iWAT samples if the DE-analysis using Deseq2 generated a p-value below 0.05 or enriched in female pgWAT samples compared to a group of iWAT samples and male pgWAT. See source data for Supplementary Fig. 8g and k.

### Other bioinformatic analyses

Pearson’s r values were calculated using the cor function in R stats package with the scaled average expression values as input variables (AverageExpression function in Seurat was applied) for marker genes or genes of a specific genetype if indicated. The R package corrplot was used to visualize the results and the groups were order according to hierarchical clustering method “complete” with blue lines displaying the results of that clustering. Dotplots were generated using Seurat’s DotPlot function using normalized values (normalized method: “LogNormalize”, scale.factor =500 000) as input. For data downloaded from external source the log normalized values in the provided R-object were used. The scaling function in DotPlot function was turned on, resulting in scaling of the average log normalized values, this means that the scaled values will always be plus or minus 0.7 (square root (2) / 2) for all comparisons between two groups. The group with the highest expression will have a value of 0.7 and the group with the lowest expression will have a value of −0.7. This also means that the color intensity indicating the size of fold difference is misleading, it is therefore better to view the result as an indicator of which of the two groups has the highest average expression. The statistically significant enriched *Hox* genes in our scRNA-seq data with a fold change of above 2.6 in females are *Hoxa9*, *Hoxa10, Hoxc10, Hoxa11os* and *Hoxa11*, and for males *Hoxb5*, *Hoxc5, Hoxc6* and *Hoxc8*.

For validation of mouse data, we used human single nuclei RNA sequence data published by Emont, MP et al.^41^. The human adipose single-nucleus raw count data (10x chromium-v3) and metadata were downloaed from the Broad Institute’s single cell portal webpage (link: https://singlecell.broadinstitute.org/single_cell/study/SCP1376/a-single-cell-atlas-of-human-and-mouse-white-adipose-tissue). Both “human_ASPCs.rds” and “human_adipocytes.rds” were used for our analysis and the data was generated from subcutaneous (subc) adipose tissue from ten female and three male donors, for visceral (visc) adipose tissues the data was derived from seven female and three male donors. The number of cells per cell type and fat depot from Emont et al.^41^ is presented in Supplementary Table 6.

For comparison of ASC to fibroblast identified in heart and skeletal muscle raw fastq-file were provided by Muhl L et al.^25^, and raw sequence processing was done as described above. The number of cells per cluster from Muhl L et al.^25^ is presented in Supplementary Table 2.

For comparison to the Tabula Muris data^38^, the “facs_Fat_seurat_tiss.Robj” file was downloaded from the human cell atlas data portal (link: https://data.humancellatlas.org/explore/projects/e0009214-c0a0-4a7b-96e2-d6a83e966ce0/project-matrices). Before generating scaled dotplots in Fig. 2, genes that had less than 10 reads in no more than three cells were removed from the countmatrix of each fat depots MSC and raw counts were log normalized to the total counts in each cell, using the NormalizeData function in Seurat. The number of cells per adipose depot and sex from Tabula Muris^38^ is presented in Supplementary Table 5.

For comparison to fibroblasts from Buechler M.B et al.^29^, the mouse steady-state atlas was used, data was downloaded from https://www.fibroxplorer.com/download. The original source from which the data was derived can be seen in the Supplementary Table. The number of cells per tissue from Buechler et al.^29^ is presented in Supplementary Table 3.

For our scRNA-seq data from pgWAT the sex and animal metadata are displayed in Supplementary Table 1.

### Statistics and reproducibility

Barplots for scRNA-seq and bulk RNA-seq data displays mean ± SEM of the raw read counts. Figure 4d displays the mean ± SEM and the barplots in Fig. 4e displays the mean ± standard deviation. In Fig. 4e, the number of dots represents the number of biological replicates, and for the gene expression data in Fig. 4d, each dot represents a technical replicate derived from three experiments. Statistics in Fig. 3d, e were calculated with two-way ANOVA using Sidak’s multiple comparisons test. Statistics in Fig. 4b were calculated with a two-sided unpaired t-test (Prism) for the data points collected at the final time point, in Fig. 4d, e statistics were calculated with a two-way ANOVA and Mixed-effects analysis, respectively, using Tukey’s multiple comparison test (Prism). For Supplementary Fig. 8a, statistics were calculated with a two-way ANOVA, using Tukey’s multiple comparison test (Prism). Adjusted P-values for multiple testing were used, (*P < 0.0332, **P < 0.0021, ***P < 0.0002, and ****P < 0.0001). The statistics in Fig. 4d were based on the delta Ct-values using *TBP* as a house keeping gene. Regarding imaging, if not further specified, all antibody immunofluorescence experiments have been performed at least twice using identical or varying combinations of antibodies, obtaining similar results from tissue samples of at least two individual mice. The whole mount staining experiments were performed twice, analyzing tissue samples from two individual mice. For validation of sex-specific expression of NGFR, additionally two female and two male littermates were analyzed. In Fig. 4c, representative images of the level of differentiation is displayed and similar results have been repeated in at least three independent experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

### Source data

Source Data

## Data Availability

The RNA-seq raw data generated in this study have been deposited in the NCBI’s Gene Expression Omnibus database under accession code GSE273393 (scRNA-seq), GSE273413 (FACS_pgWAT_iWAT_ASC), GSE273407 (FACS_castovary_ASC), GSE272408 (bulk_adipocytes) and GSE273416 (in vitro_SVF). The scRNA-seq and bulk RNA-seq data of FACS sorted ASC are available as a searchable database at https://betsholtzlab.org/Publications/WATstromalVascular/database.html. Source data are provided with this paper.

# Supplementary material for: Adipose stem cells are sexually dimorphic cells with dual roles as preadipocytes and resident fibroblasts
**Source:** Nat Commun. 2024 Sep 2;15:7643. doi: 10.1038/s41467-024-51867-9
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Information

for

Adipose stem cells are sexually dimorphic cells with dual roles as preadipocytes and resident fibroblasts

(Uhrbom et al.)

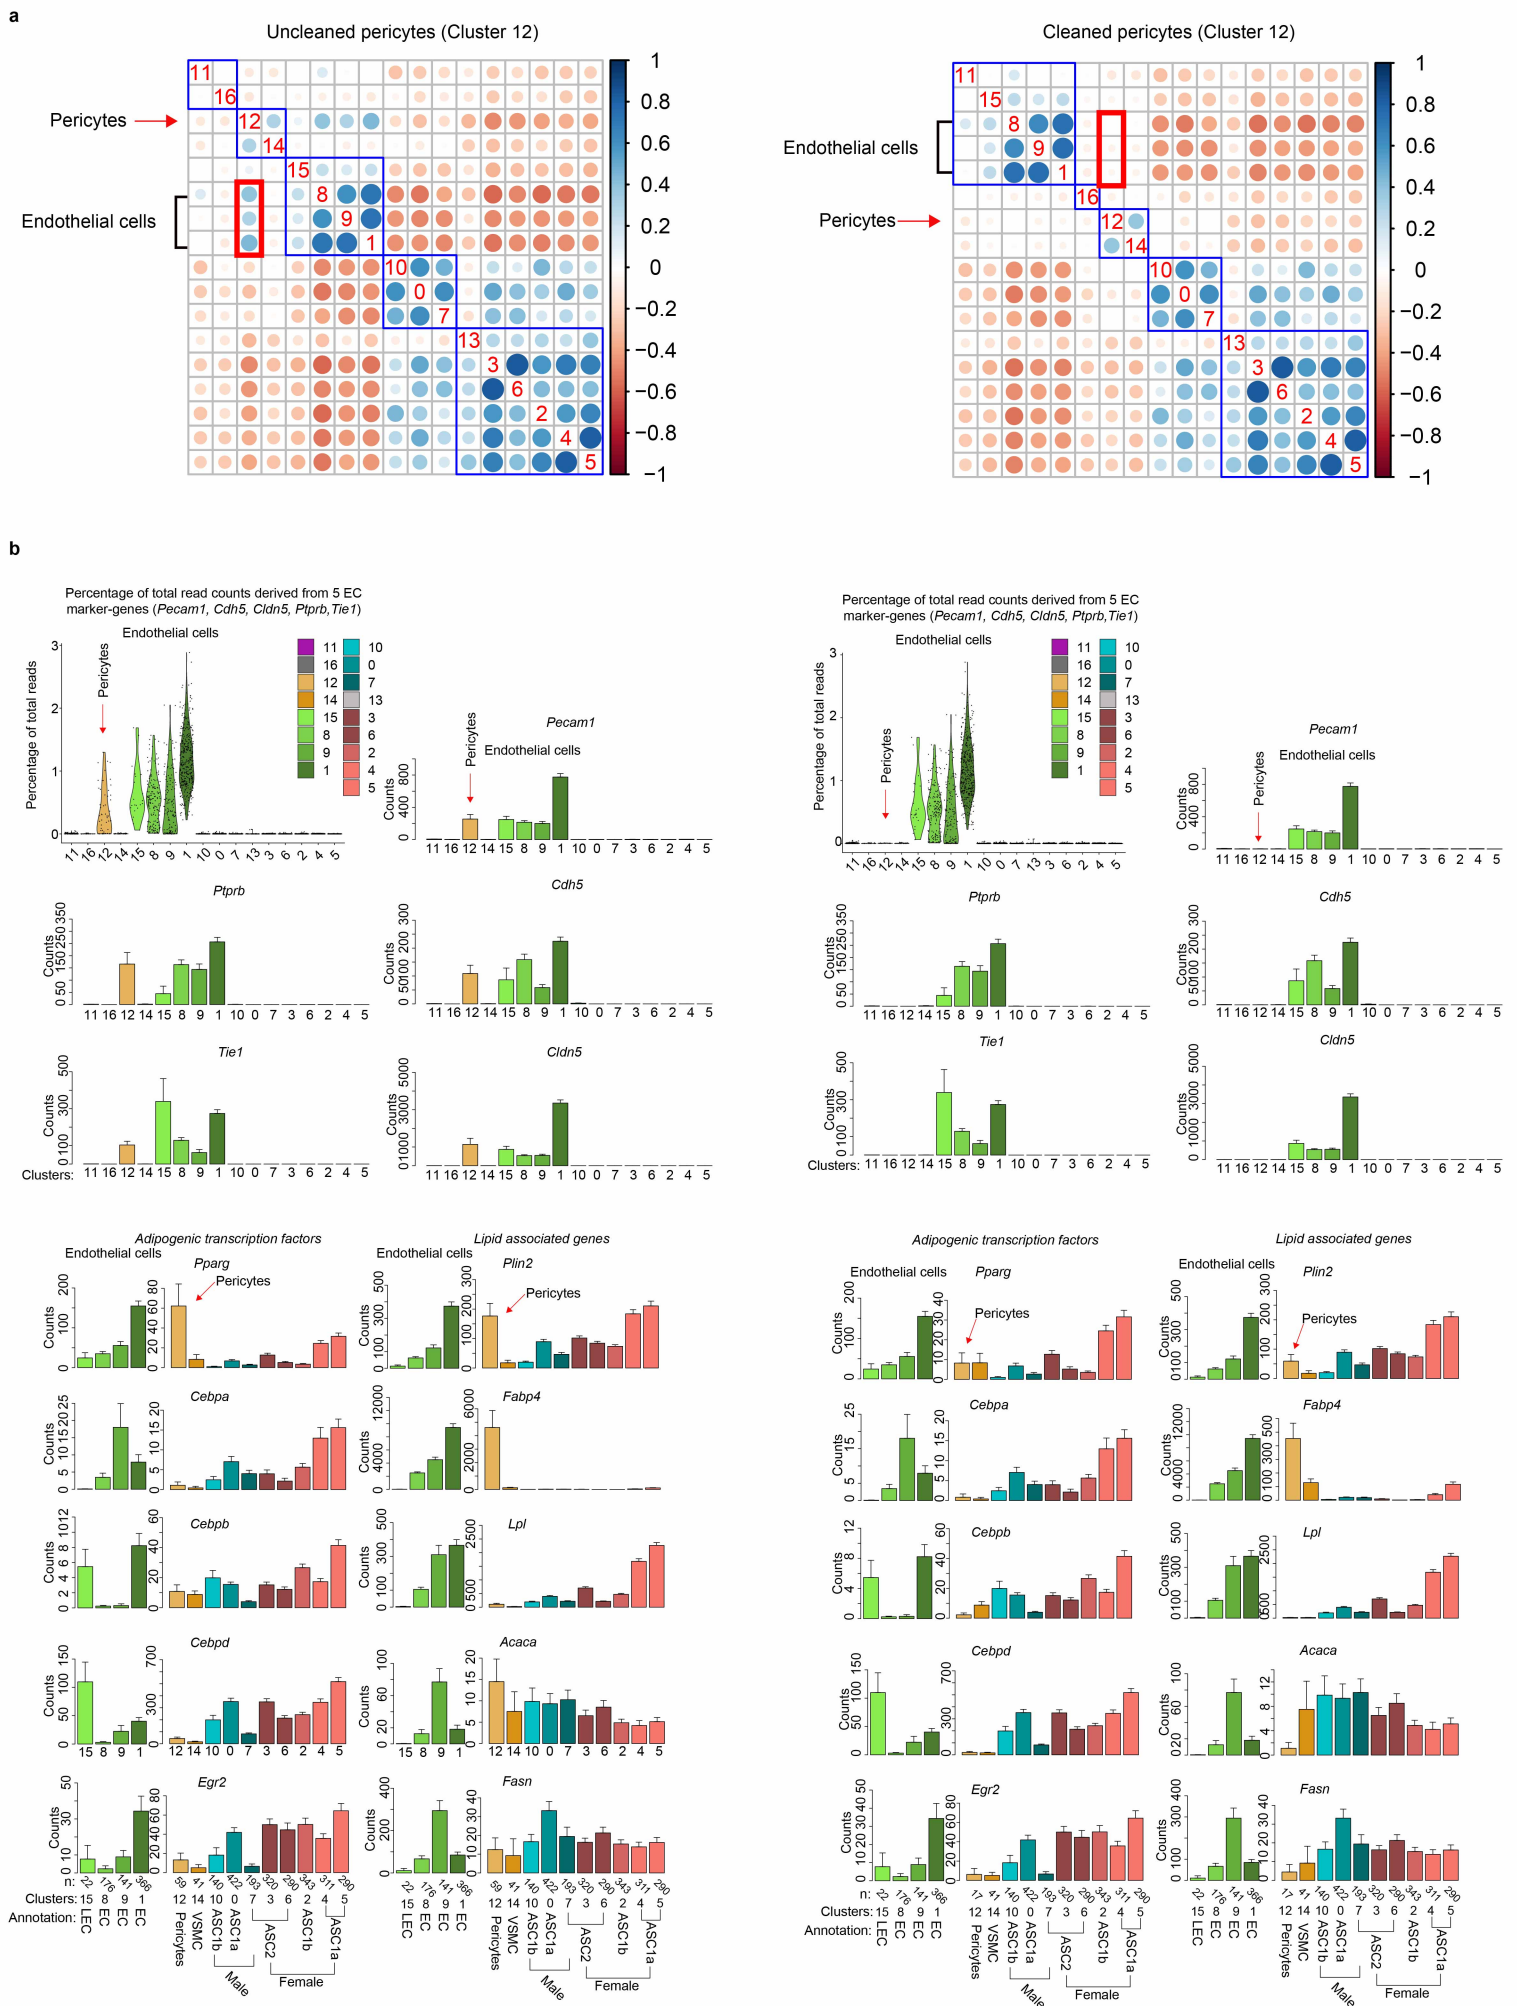

**Supplementary figure 2 | Endothelial cell contamination of pericytes** **a.** Hierarchical clustering as in Figure 1c with uncleaned pericytes (*Pecam1*<sup>+</sup>, *Cldn5*<sup>+</sup>, *Cdh5*<sup>+</sup>, *Tie1*<sup>+</sup>, *Ptprb*<sup>+</sup>; To the left) and with cleaned pericytes (*Pecam1*<sup>+</sup>, *Cldn5*<sup>+</sup>, *Cdh5*<sup>+</sup>, *Tie1*<sup>+</sup>, *Ptprb*<sup>+</sup>; To the right). **b.** Gene expression levels of adipogenic transcription factors and lipid associated genes in uncleaned (to the left) and cleaned (to the right) pericytes population. Data are presented as mean values  $\pm$  SEM. n represent number of cells. Abbreviations: ASC = Adipose stem cells, EC = Endothelial cells, LEC = Lymphatic EC, SEM=Standard error of mean and VSMC = Vascular smooth muscle cells.

**a**

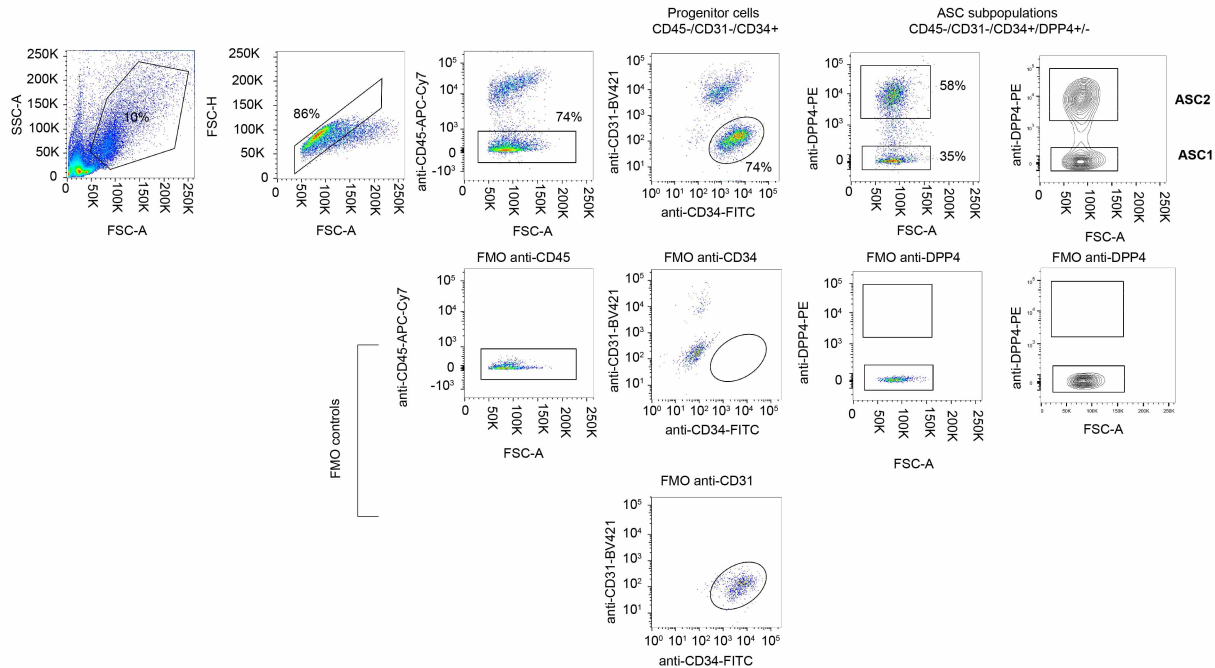

**Supplementary figure 3 | FACS-sorting strategy for ASC subtype isolation a.** FACS-sorting strategy for isolating ASC1 (DPP4-) and ASC2 (DPP4+) subpopulations from iWAT and pgWAT with fluorescence minus one controls. Figure shows iWAT and percentage number represent the proportion of cells in the gate. Abbreviations: ASC= Adipose stem cells, FACS = Fluorescence-activated cell sorting, FSC-H =Forward scatter-Height, i = inguinal, SSC-A = Side scatter-Area and WAT = White adipose tissue.

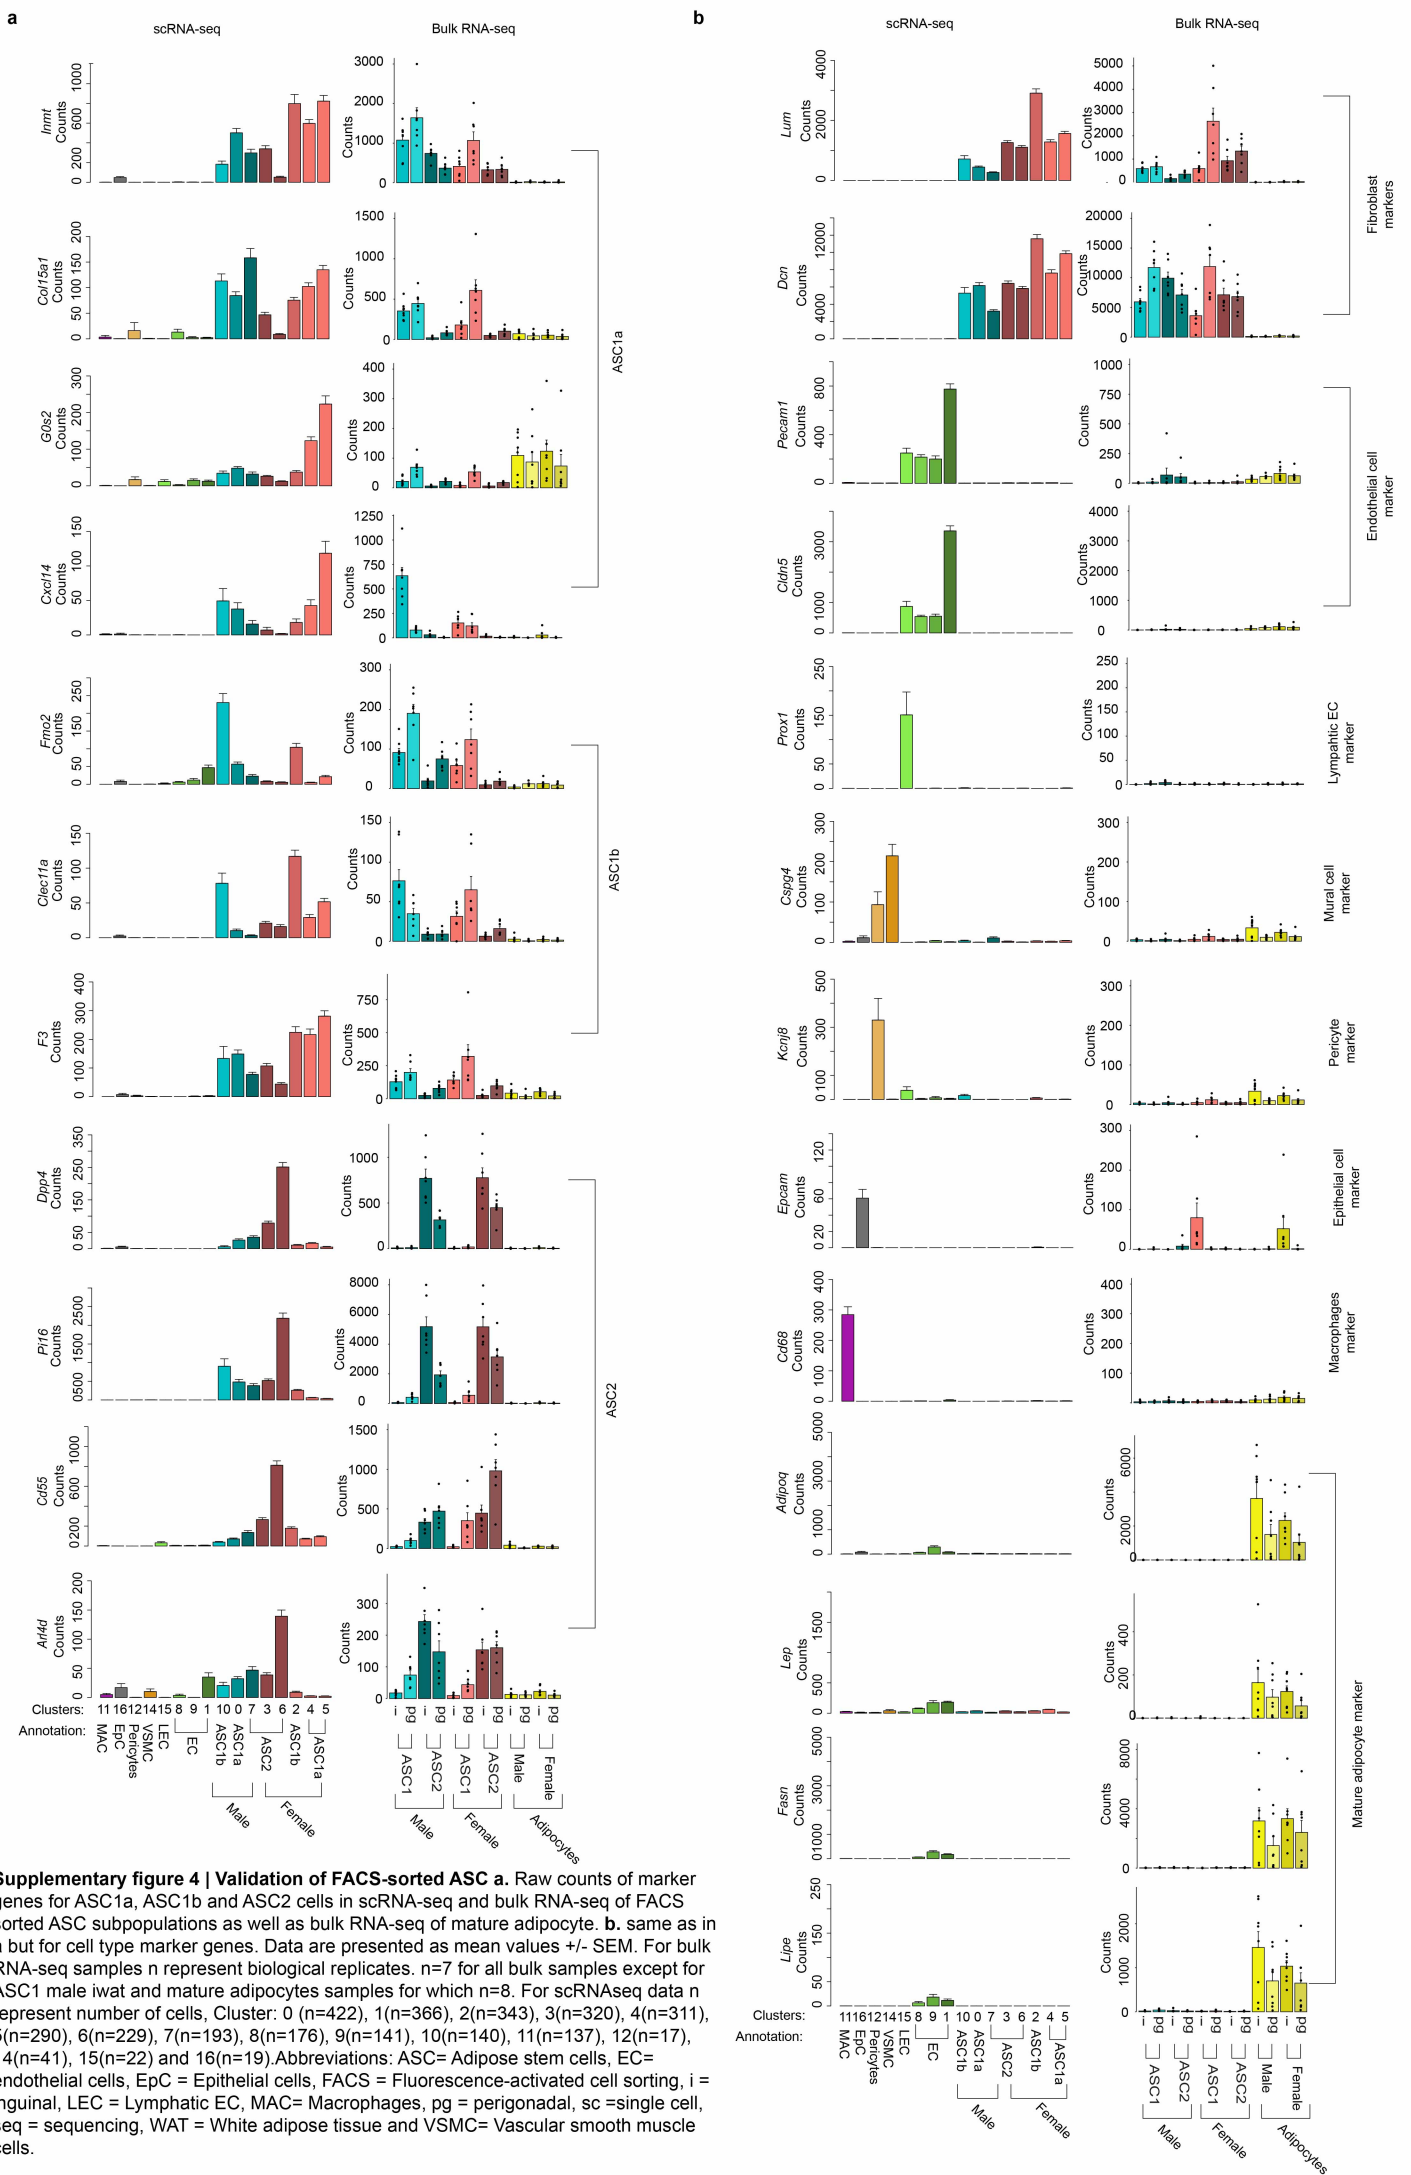

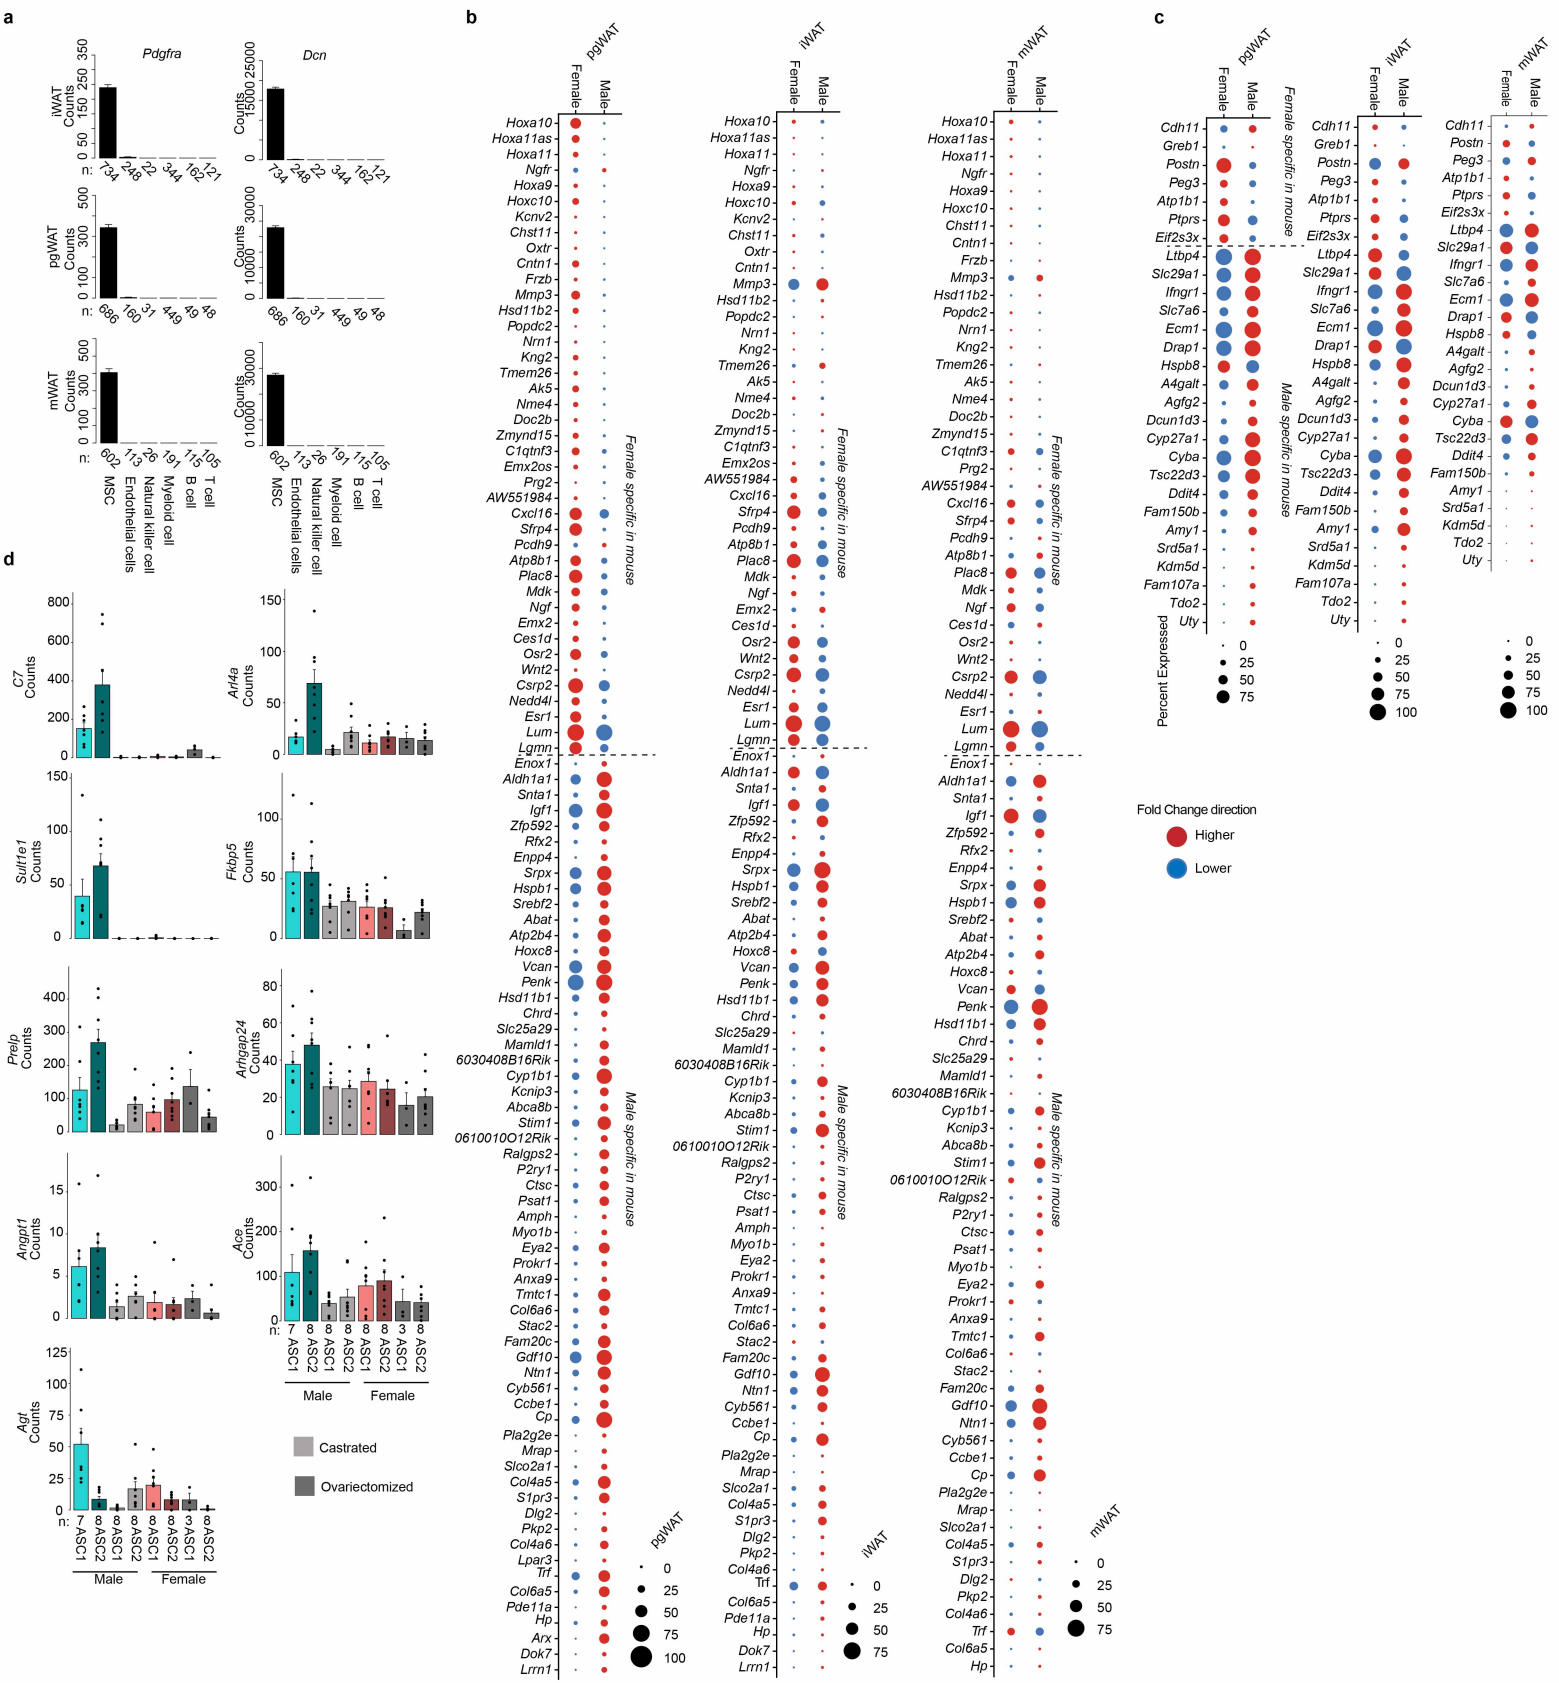

**Supplementary figure 5 | Validation of the sexually dimorphic gene signature of ASC** **a**, Expression of fibroblast marker genes *Pdgfra* and *Dcn* in identified cell types in iWAT, pgWAT and mWAT from Tabula Muris database<sup>9</sup>. n represent number of cells **b**, Dot plot of the expression of the 104 sexual dimorphic genes in pgWAT ASC detected in MSC from iWAT, pgWAT and mWAT in the Tabula Muris database **c**, Same as in **c** but for the 28 DEGs specific for Bulk RNAseq samples. **d**, Barplots over the expression of 8 of the 36 sexually dimorphic genes impacted by castration of male mice, color code: control (colored bars) and castrated (grey bars) mice. *Sult1e1*, *C7*, *Prepl*, *Angpt1* and *Arf4a* were statistically significant different between male and female in the control samples, whereas they were not statistically significant different in the comparison between castrated male - female control group. The expression pattern of *Ace*, *Agf1*, *Arhgap24* and *Fkbp5* indicates that their expression is driven by androgens, however the differences were not statistically significant in the control samples. n represent number of biological replicates. Abbreviations: ASC = Adipose stem cells, DEGs = Differentially expressed genes, FACS = Fluorescence-activated cell sorting, i = inguinal, MSC = Mesenchymal stem cells, m = mesenteric, pg = perigonadal and WAT = White adipose tissue.

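The count scale of the barplots was tested in the same way. On raw reads, 13 of 18 exact permutation tests between castrated and control males passed an adjusted p of 0.05, each with lower values in castrated males. Prelp (ENSMUSG00000041577.6), a gene for an extracellular matrix proteoglycan, had 21.1 ± 10.2 reads in castrated ASC1 (SD, n = 8) and 126 ± 100.4 reads in control ASC1 (n = 7). In ASC2 it had 83.4 ± 49.3 against 269 ± 114 reads (n = 8 and 8). Its log2 fold change over both populations was -1.82 (standard error 0.28, adjusted p = 1.71e-07, edgeR). Angpt1 had between 0 and 5 reads in each castrated library and between 2 and 17 in each control male library.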

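The names printed as Prepl, Arf4a and Agf1 in the legend of Supplementary Fig. 5d were read as Prelp, Arl4a and Agt. In libraries labelled control, the log2 fold change of male over female was 5.28 for C7 (standard error 0.34, adjusted p = 6.42e-21, edgeR), 1.75 for Angpt1 (0.44, adjusted p = 0.00104) and 1.04 for Arl4a (0.24, adjusted p = 2.79e-04). It was 0.98 for Prelp (0.26, adjusted p = 0.00179), just under a 2-fold difference. Sult1e1 had reads in all 15 libraries of control males and in 2 of the 16 of control females (adjusted p = 1.58e-13, edgeR). Between libraries labelled castrated male and control female, C7 fell by 1.72 on the log2 scale (standard error 0.52, adjusted p = 0.0209 over the list and 0.0839 over all genes tested, edgeR), where control females had 10.3 ± 6.89 CPM in ASC1 and 6.00 ± 4.84 CPM in ASC2 (SD, n = 8 and 8). Prelp fell by 0.84 (standard error 0.27, adjusted p = 0.0209 over the list, edgeR). Angpt1 (0.11, standard error 0.51, adjusted p = 0.925) and Arl4a (-0.51, standard error 0.26, adjusted p = 0.136) did not pass the threshold. For Arl4a this average joins -1.36 in ASC1 and 0.34 in ASC2, and it passed with ASC1 libraries alone. Sult1e1 was at or near 0 in both groups. With ASC1 and ASC2 pooled without a term for the population, Prelp passed 2-fold in the controls at a log2 fold change of 1.12, and C7 did not differ between castrated male and control female (adjusted p = 0.170, and between 3.49e-04 and 0.226 over the 13 alternatives, edgeR, DESeq2 or limma voom).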

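In libraries labelled control, Ace had a log2 fold change of male over female of 0.32 (standard error 0.29, adjusted p = 0.434 over the list, edgeR) and Agt of 0.39 (0.32, adjusted p = 0.434). Arhgap24 had one of 0.39 (standard error 0.17, adjusted p = 0.0615) and Fkbp5 of 0.74 (0.19, adjusted p = 0.00108), which is under a 2-fold difference. None of the 4 met both criteria with edgeR, and 2 of them had an unadjusted p below 0.05. None met them under DESeq2 or limma voom either. In ASC1 alone Ace (-0.04) and Arhgap24 (-0.06) were slightly higher in females, and in ASC2 alone Agt was (-0.17). Mean expression in control females was 131 ± 82.7 CPM in ASC1 and 121 ± 74.7 CPM in ASC2 for Ace, and 33.1 ± 18.8 and 12.1 ± 7.71 CPM for Agt. For Arhgap24 it was 48.3 ± 18.0 and 33.3 ± 8.74 CPM, and for Fkbp5 43.1 ± 16.4 and 36.8 ± 16.0 CPM (SD, n = 8 libraries each).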

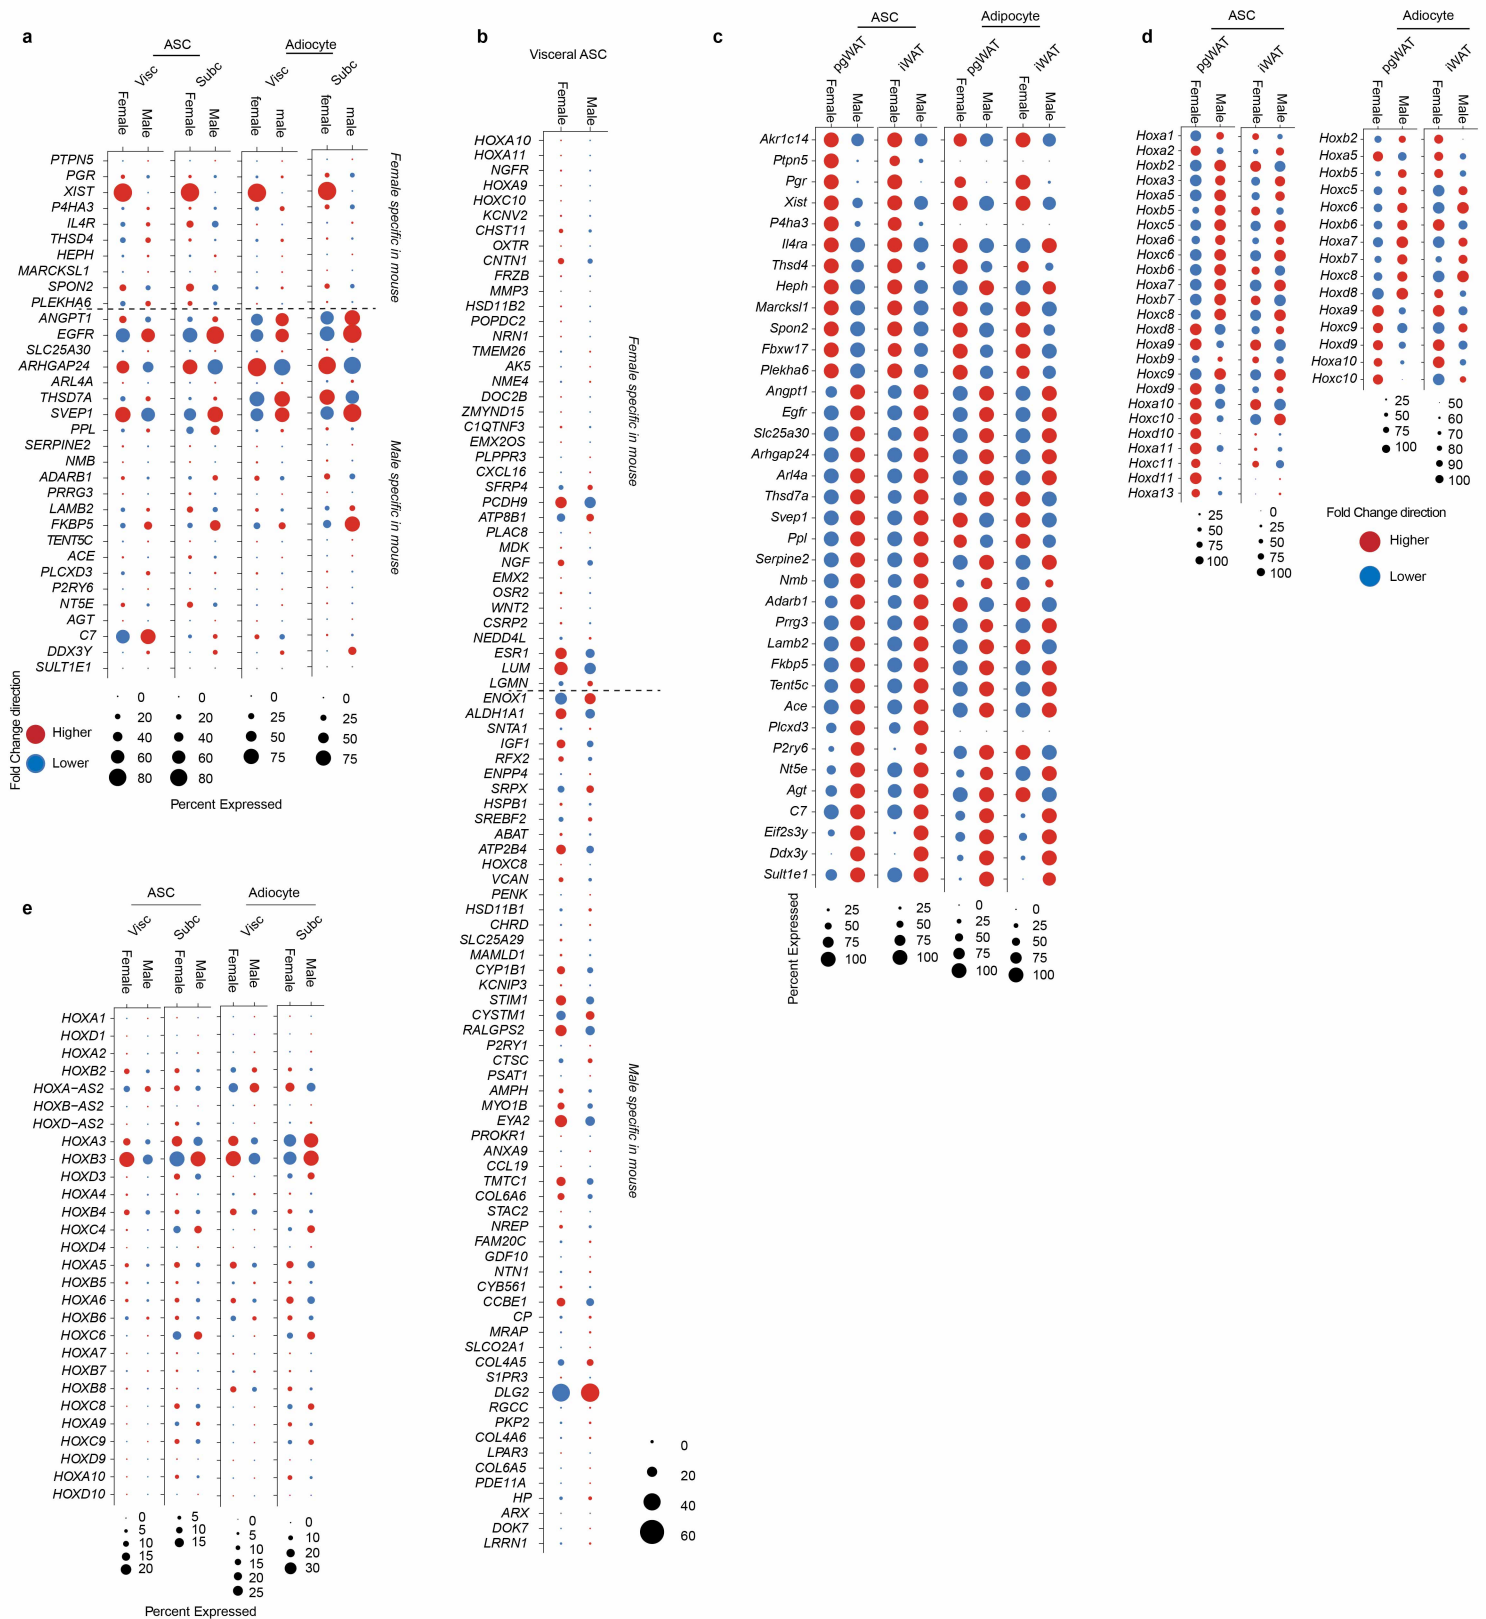

**Supplementary figure 6 | Validation of the sexually dimorphic gene signature of ASC** **a.** Dotplots showing the expression of 33 of the 36 sexual dimorphic genes in ASC and mature adipocytes from human adipose atlas database<sup>10</sup>. **b.** same as in **a** but for the 94 of the 104 sexual dimorphic DEGs in specific to pgWAT. **c.** Dotplots over the expression of the 36 sexual dimorphic genes in bulk RNA-seq samples of FACS sorted ASC and isolated adipocytes from iWAT and pgWAT. **d.** same as in **c** but for *hox* genes **e.** same as in **a** but for *hox* genes Abbreviations: ASC = Adipose stem cells, DEGs = Differentially expressed genes (DEGs), FACS = Fluorescence-activated cell sorting, i = inguinal, pg = perigonadal, Subc=subcutaneous, Visc = Visceral, WAT= White adipose tissue.

**a** Top 10 enriched Diseases and Biological functions from 36 sexual dimorphic genes

| Categories                                                                                                                             | Diseases or Functions Annotation             | p-value  | Molecules                                                                                                              | # Genes |
|----------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------|----------|------------------------------------------------------------------------------------------------------------------------|---------|
| Organismal Injury and Abnormalities,Reproductive System Disease                                                                        | Damage of genital organ                      | 7,43E-08 | <i>Agt,Egfr,Il4ra,Sult1e1</i>                                                                                          | 4       |
| <b>Metabolic Disease,Organismal Injury and Abnormalities</b>                                                                           | <b>Glucose metabolism disorder</b>           | 1,70E-07 | <b><i>Ace,Adarb1,Agt,Akr1c14,C7,Ddx3y,Egfr,Elf2s3y,Fkbp5,Heph,Il4ra,Nt5e,P2ry6,Pgr,Serpine2,Sult1e1,Svep1,Xist</i></b> | 18      |
| Cardiovascular Disease,Organismal Injury and Abnormalities                                                                             | Acute coronary syndrome                      | 1,78E-07 | <i>Ace,Agt,Egfr,Fkbp5,Nt5e,Pgr,Ptpn5</i>                                                                               | 7       |
| Cardiovascular System Development and Function                                                                                         | Vascular resistance of kidney                | 5,48E-07 | <i>Ace,Agt,Nt5e</i>                                                                                                    | 3       |
| Developmental Disorder,Hereditary Disorder,Organismal Injury and Abnormalities,Renal and Urological Disease                            | Familial polycystic kidney disease           | 7,49E-07 | <i>Ace,Agt,Angpt1,Egfr,Heph,Il4ra</i>                                                                                  | 6       |
| Endocrine System Disorders,Gastrointestinal Disease,Metabolic Disease,Organismal Injury and Abnormalities,Renal and Urological Disease | Early stage diabetic nephropathy             | 1,04E-06 | <i>Ace,C7,Fkbp5,Nt5e,Xist</i>                                                                                          | 5       |
| Cancer,Cardiovascular Disease,Organismal Injury and Abnormalities,Skeletal and Muscular Disorders                                      | Hyperplasia of vascular smooth muscle        | 1,13E-06 | <i>Agt,Angpt1,Pgr</i>                                                                                                  | 3       |
| Developmental Disorder,Hereditary Disorder,Organismal Injury and Abnormalities,Renal and Urological Disease                            | Autosomal dominant polycystic kidney disease | 1,35E-06 | <i>Ace,Agt,Angpt1,Heph,Il4ra</i>                                                                                       | 5       |
| Cardiovascular System Development and Function                                                                                         | Vasoconstriction of blood vessel             | 1,55E-06 | <i>Ace,Agt,Egfr,P2ry6,Svep1</i>                                                                                        | 5       |
| Endocrine System Disorders,Metabolic Disease,Organismal Injury and Abnormalities                                                       | Impaired glucose tolerance                   | 1,63E-06 | <i>Ace,Agt,Egfr,Fkbp5,Il4ra,P2ry6</i>                                                                                  | 6       |

**b** Genes associated with **Glucose metabolism disorder**

| Gene            | Fold Change log2 | Prediction (based on measurement direction) | Findings       | Measurement consistent with literature finding |
|-----------------|------------------|---------------------------------------------|----------------|------------------------------------------------|
| <i>Sult1e1</i>  | 10,925           | Affected                                    | Affects (1)    | Yes                                            |
| <i>Ddx3y</i>    | 9,500            | Affected                                    | Affects (1)    | Yes                                            |
| <i>Elf2s3y</i>  | 8,389            | Affected                                    | Affects (1)    | Yes                                            |
| <i>C7</i>       | 6,502            | Affected                                    | Affects (1)    | Yes                                            |
| <i>Agt</i>      | 6,430            | Increased                                   | Increases (25) | Yes                                            |
| <i>Nt5e</i>     | 5,021            | Affected                                    | Affects (7)    | Yes                                            |
| <i>P2ry6</i>    | 5,013            | Decreased                                   | Decreases (1)  | Yes                                            |
| <i>Ace</i>      | 3,365            | Affected                                    | Affects (90)   | Yes                                            |
| <i>Fkbp5</i>    | 2,846            | Increased                                   | Increases (4)  | Yes                                            |
| <i>Adarb1</i>   | 2,605            | Increased                                   | Increases (1)  | Yes                                            |
| <i>Serpine2</i> | 2,370            | Affected                                    | Affects (1)    | Yes                                            |
| <i>Svep1</i>    | 2,101            | Affected                                    | Affects (2)    | Yes                                            |
| <i>Egfr</i>     | 1,521            | Decreased                                   | Decreases (9)  | Yes                                            |
| <i>Heph</i>     | -2,375           | Affected                                    | Affects (1)    | Yes                                            |
| <i>Il4ra</i>    | -3,542           | Decreased                                   | Increases (1)  | No                                             |
| <i>Xist</i>     | -8,011           | Affected                                    | Affects (1)    | Yes                                            |
| <i>Pgr</i>      | -10,779          | Affected                                    | Affects (15)   | Yes                                            |
| <i>Akr1c14</i>  | -11,336          | Affected                                    | Affects (3)    | Yes                                            |

"Prediction" column indicates if the measured fold direction increase, affect and decrease the function glucose metabolism disorder.  
For example:  
**Increased:** The gene is known to **increase Glucose metabolism disorder** and is upregulated in males, therefore predicted to increase the function.  
**Affected:** The literature indicates this gene is involved in **Glucose metabolism disorder** but does not indicate whether it increases or decrease it.  
**Decreased:** The gene is known to **increase Glucose metabolism disorder** and is downregulated in males, therefore predicted to **decrease** the function.  
"Findings" column shows what the literature indicates if the expression of the gene is increased, affected or decreased during glucose metabolism disorder.  
The number within the parentheses indicates the number of references supporting the finding.

**c** References for genes associated with **Glucose metabolism disorder**

| Gene                 | Glucose metabolism disorder - References statment                                                                                                                                                                                                             | Finding consistent with hypothesis |
|----------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|------------------------------------|
| <i>Sult1e1</i>       | Upregulation of human SULT1E1 mRNA in liver is associated with type 2 diabetes in female human. <sup>11</sup>                                                                                                                                                 | Yes                                |
| <i>Agt</i> (1)       | Human ANGIOTENSIN II [product of AGT] protein increases insulin resistance in rat. <sup>12</sup>                                                                                                                                                              | Yes                                |
| <i>Agt</i> (2)       | Upregulation of human AGT mRNA in carotid artery is associated with type 2 diabetes in human (population size: 21). <sup>13</sup>                                                                                                                             | Yes                                |
| <i>Agt</i> (3)       | Numerous clinical trials with Angiotensinogen-II receptor blocker for the treatment for type-2-diabetes                                                                                                                                                       | Yes                                |
| <i>C7</i>            | Upregulation of human C7 mRNA in mesangial cells from kidney is associated with early stage diabetic nephropathy in human. <sup>14</sup>                                                                                                                      | Yes                                |
| <i>Ddx3y</i>         | Downregulation of mouse Ddx3y mRNA in pancreatic islets is associated with diabetes in mouse. <sup>15</sup>                                                                                                                                                   | No (Male specific finding)         |
| <i>Elf2s3y</i>       | Downregulation of mouse Elf2s3y mRNA in pancreatic islets is associated with diabetes in mouse. <sup>16</sup>                                                                                                                                                 | No (Male specific finding)         |
| <i>Nt5e</i> (1)      | Upregulation of human NT5E mRNA in podocytes from kidney is associated with early stage diabetic nephropathy in human. <sup>14</sup>                                                                                                                          | Yes                                |
| <i>Nt5e</i> (2)      | Upregulation of mouse Nt5e mRNA in islets of Langerhans is associated with type 1 diabetes in NOD mouse. <sup>17</sup>                                                                                                                                        | Yes                                |
| <i>Nt5e</i> (3-7)    | Downregulation of mouse CD73 [Nt5e] mRNA in vitro-differentiated induced Treg (iTreg) cells is associated with T1D [insulin-dependent diabetes mellitus] in NOD mouse. <sup>18</sup>                                                                          | No                                 |
| <i>P2ry6</i> (1)     | Mutation of mouse P2Y6 [P2ry6] gene to homozygous mutant mouse P2Y6 [P2ry6] gene (knockout) in skeletal muscle from Mus (mouse) increases impaired glucose homeostasis in Mus (mouse) that is increased by high fat diet. <sup>19</sup>                       | No                                 |
| <i>Ace</i> (1)       | Upregulation of mouse Ace mRNA in pancreatic cells is associated with hyperglycemia in female NOD mouse. <sup>20</sup>                                                                                                                                        | Yes                                |
| <i>Ace</i> (2)       | Homozygous mutant human ACE gene (insertion) decreases diabetic nephropathy in human exhibiting diabetes. <sup>21</sup>                                                                                                                                       | Yes                                |
| <i>Ace</i> (3)       | Upregulation of mouse Ace mRNA in pancreatic islets is associated with diabetes in mouse. <sup>16</sup>                                                                                                                                                       | Yes                                |
| <i>Ace</i> (4)       | Upregulation of human ACE mRNA in carotid artery is associated with type 2 diabetes in human (population size: 21). <sup>13</sup>                                                                                                                             | Yes                                |
| <i>Ace</i> (5)       | Downregulation of mouse Ace mRNA in mouse is associated with diabetic nephropathy in mouse. <sup>22</sup>                                                                                                                                                     | No                                 |
| <i>Ace</i> (6)       | Numerous clinical trials with ACEI for the treatment of diabetic nephropathy                                                                                                                                                                                  | Yes                                |
| <i>Fkbp5</i> (1)     | Mutation of mouse FKBP51 [Fkbp5] gene to mutant mouse FKBP51 [Fkbp5] gene (knockout) in mouse decreases insulin resistance in mouse that is increased by high fat diet. <sup>23</sup>                                                                         | Yes                                |
| <i>Fkbp5</i> (2)     | Upregulation of mouse Fkbp5 mRNA in pancreatic islets is associated with diabetes in mouse. <sup>16</sup>                                                                                                                                                     | Yes                                |
| <i>Fkbp5</i> (3)     | Downregulation of human FKBP5 mRNA in podocytes from kidney is associated with early stage diabetic nephropathy in human. <sup>14</sup>                                                                                                                       | No                                 |
| <i>Fkbp5</i> (4)     | Mutation of mouse FKBP51 [Fkbp5] gene to mutant mouse FKBP51 [Fkbp5] gene (knockout) in mouse decreases impaired glucose tolerance in mouse that involves high fat diet. <sup>23</sup>                                                                        | Yes                                |
| <i>Adarb1</i> (1)    | In mouse, transgenic rat Adarb1 [Adarb1] protein increases hyperglycemia in mouse. <sup>24</sup>                                                                                                                                                              | Yes                                |
| <i>Serpine2</i> (1)  | Downregulation of mouse Serpine2 mRNA in microglia from retina is associated with streptozotocin induced type1 diabetes in mouse. <sup>25</sup>                                                                                                               | No                                 |
| <i>Svep1</i> (1)     | Upregulation of mouse Svep1 mRNA in heart is associated with type 2 diabetes in Mus (mouse). <sup>26</sup>                                                                                                                                                    | Yes                                |
| <i>Svep1</i> (2)     | Upregulation of human SVEP1 mRNA is associated with diabetic nephropathy in Homo sapiens (human). <sup>27</sup>                                                                                                                                               | Yes                                |
| <i>Egfr</i> (1)      | In beta islet cells from 4 month-old male mouse, dominant negative transgenic mutant human EGFR protein (deletion) lacking kinase activity increases glucose intolerance in mouse. <sup>28</sup>                                                              | No                                 |
| <i>Egfr</i> (2)      | Upregulation of soluble mouse Egfr protein in serum is associated with streptozotocin-induced diabetes in male mouse. <sup>29</sup>                                                                                                                           | Yes                                |
| <i>Egfr</i> (3)      | Upregulation of human EGFR protein in kidney is associated with diabetic nephropathy in human. <sup>30</sup>                                                                                                                                                  | Yes                                |
| <i>Egfr</i> (4-5)    | Downregulation of soluble mouse Egfr protein in serum is associated with type 2 diabetes in male db/db mouse. <sup>29</sup>                                                                                                                                   | No                                 |
| <i>Egfr</i> (6-9)    | Upregulation of mouse Egfr protein in sinusoidal endothelial cells from liver is associated with diabetes type 2 in mouse. <sup>31</sup>                                                                                                                      | Yes                                |
| <i>Heph</i>          | Upregulation of human HEPH mRNA in placenta is associated with gestational diabetes mellitus in Homo sapiens (human). <sup>32</sup>                                                                                                                           | No (Female specific finding)       |
| <i>Xist</i>          | Downregulation of human XIST ncRNA in mesangial cells from kidney is associated with early stage diabetic nephropathy in human. <sup>14</sup>                                                                                                                 | Yes                                |
| <i>Il4ra</i>         | Mutation of mouse Il4ra gene to homozygous mutant mouse Il4ra gene (knockout) in myeloid cells from Mus (mouse) decreases glucose intolerance in Mus (mouse) that is increased by high fat diet (20 weeks). <sup>33</sup>                                     | No                                 |
| <i>Pgr</i> (1-9)     | Mifepristone, an inhibitor of human progesterone receptor [PGR] protein, has been approved as a drug for hyperglycemia associated with endogenous Cushing's syndrome in human exhibiting glucose intolerance.(FDA-Mifepristone)                               | Yes                                |
| <i>Pgr</i> (9-10)    | Mifepristone, an inhibitor of human progesterone receptor [PGR] protein, is in Phase 4 clinical trial as a treatment for type 2 diabetes mellitus in human.(NCT05772169)                                                                                      | Yes                                |
| <i>Pgr</i> (11-15)   | Medroxyprogesterone acetate, an activator of human PGR protein, is in Phase 3 clinical trial as a part of the combination drug estrogens, conjugated [conjugated estrogens/meprobamate] and progesterone to prevent diabetes mellitus in human. (NCT00000466) | No                                 |
| <i>Akr1c14</i> (1)   | Downregulation of mouse Akr1c14 mRNA in mouse is associated with diabetic nephropathy in mouse. <sup>22</sup>                                                                                                                                                 | Yes                                |
| <i>Akr1c14</i> (2-3) | Downregulation of mouse Akr1c14 mRNA in kidney is associated with diabetic kidney disease in db/db mouse. <sup>30</sup>                                                                                                                                       | Yes                                |

**Supplementary figure 7 | Enriched Diseases and biological function a.** The top 10 enriched diseases and biological functions from 36 sexual dimorphic genes, genes in the "Glucose metabolism disorder" term are colored in red. **b.**Table of genes associated with the term "Glucose metabolism disorder" and how the fold change in our data is related to previous findings. c. List of references for genes associated with "Glucose metabolism disorder" term and how the finding from the reference is consistent with the hypothesis that male ASC have a more severe metabolic glucose disorder than females. For example, if a knockout model of a male specific gene indicates protection against diabetes then the finding is consistent with the hypothesis that male have a more severe glucose metabolism disorder. On the other hand, if a knockout of a female specific gene decreases glucose intolerance (as for the gene *Il4ra*), then the finding is inconsistent with the hypothesis that male ASC have a more severe glucose metabolism disorder. Abbreviations: ASC = Adipose stem cells.

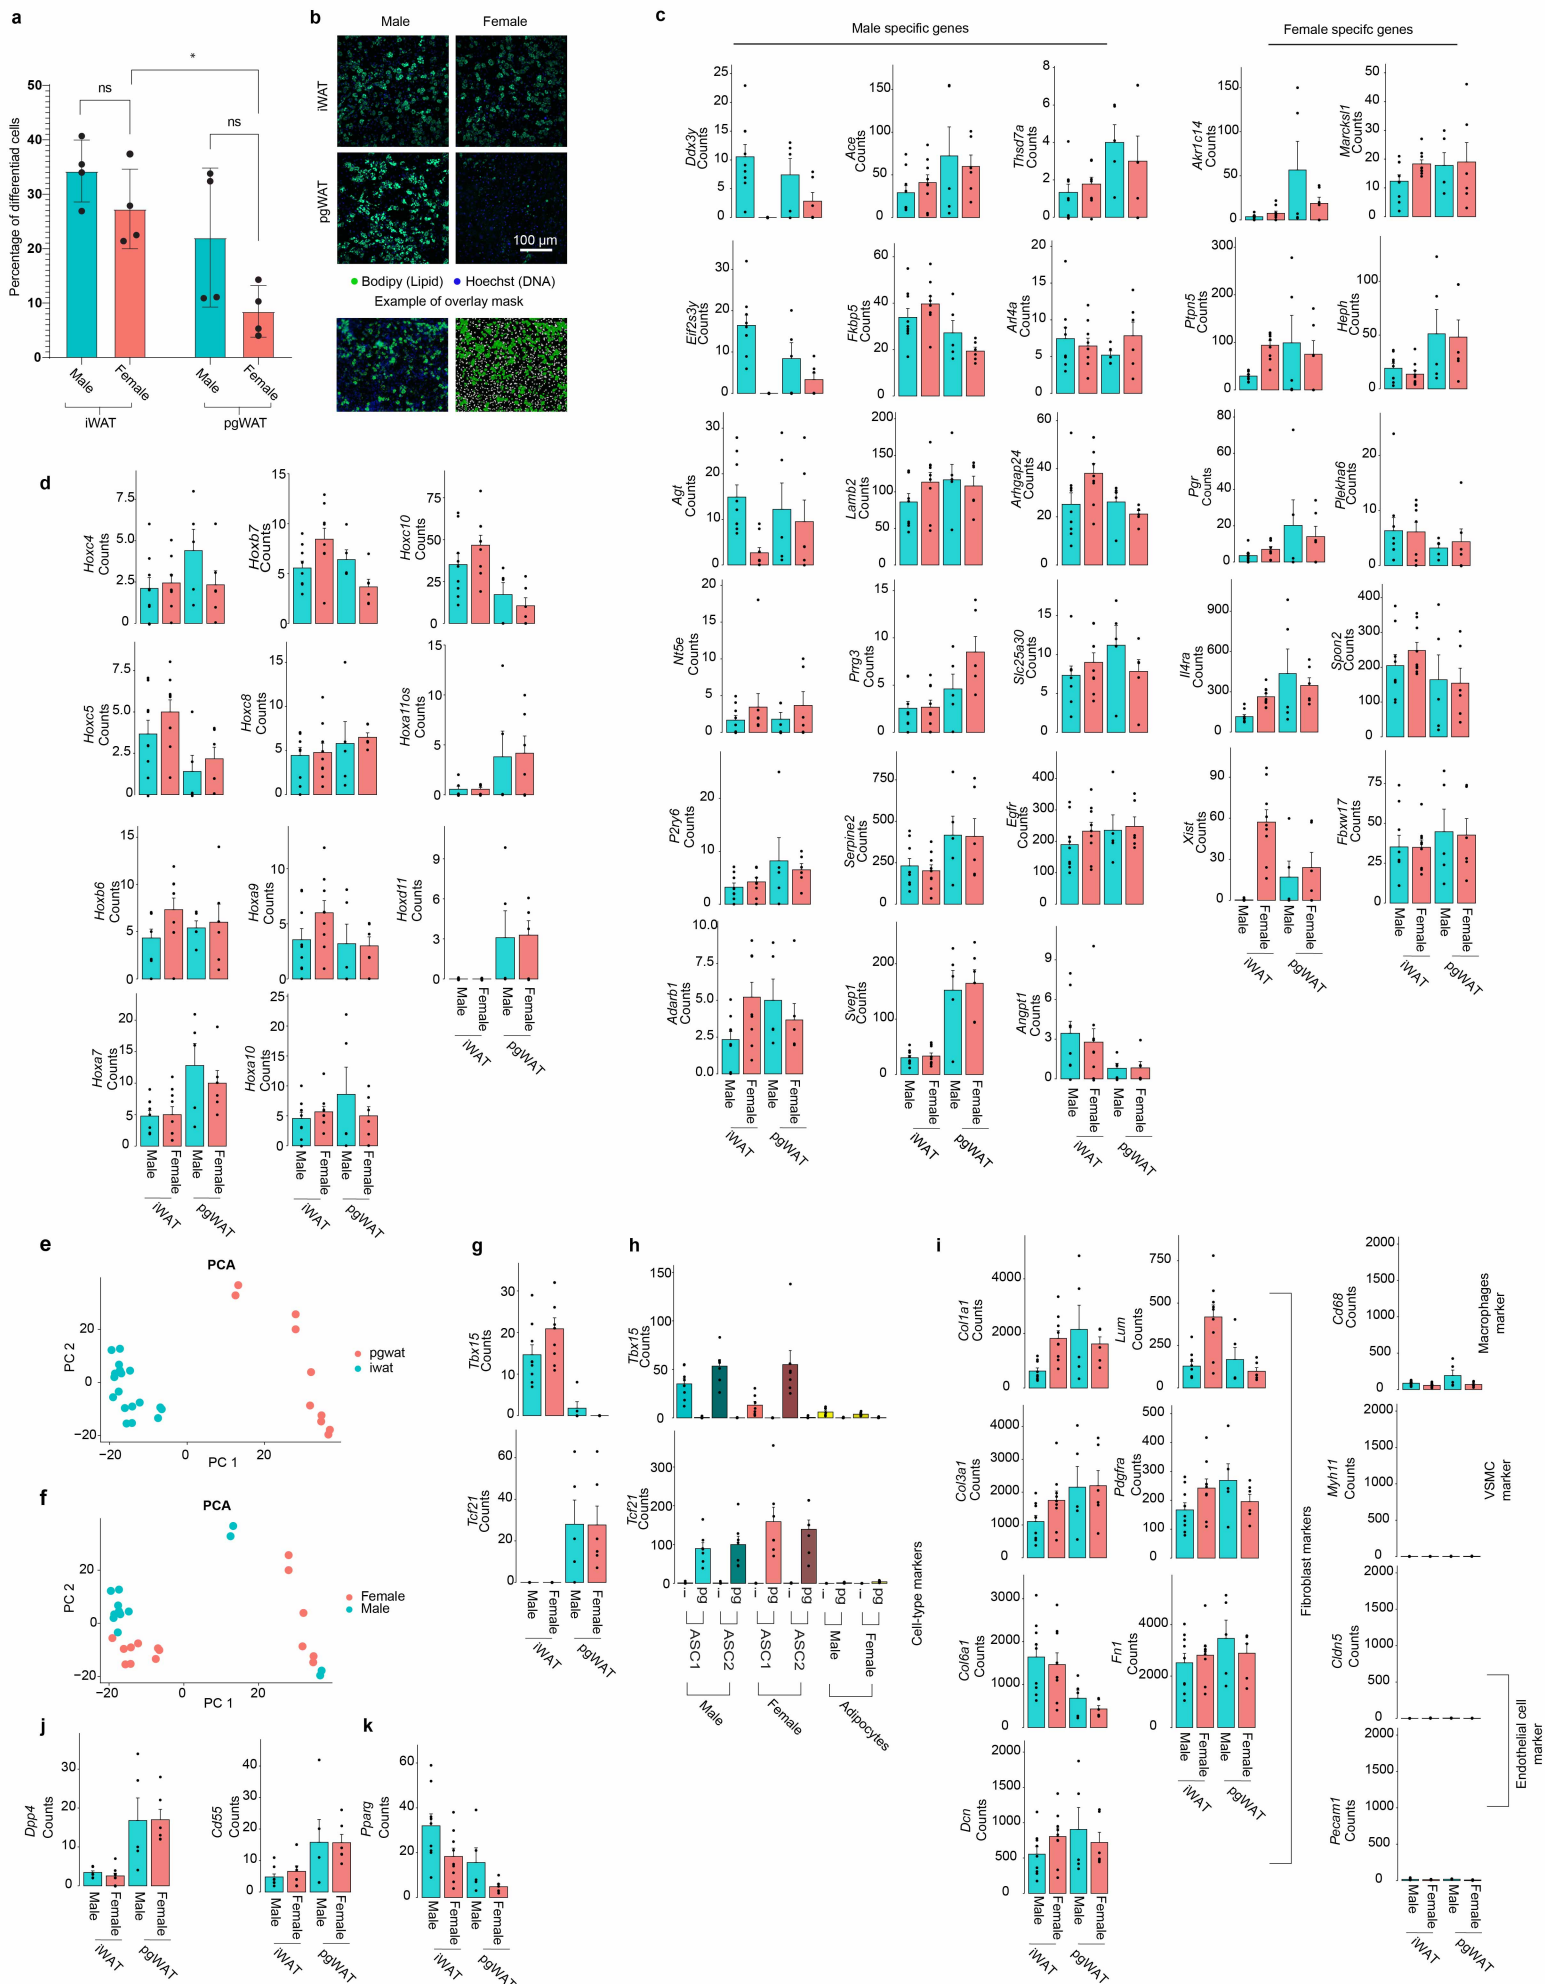

**Supplementary figure 8 | In vitro differentiation of crude SVF cells from iWAT and pgWAT.** **a**, Barplots over the level of differentiation of crude-SVF cells from iWAT and pgWAT from adult male and female mice,  $n = 4$  for all groups.  $n$  represent biological replicates from independent experiments. **b**, Representative images over differentiated crude-SVF cells from iWAT and pgWAT from adult male and female mice, with example image on how the overlay mask method worked for identification of lipid filled cells. Statistics were calculated with a two-way Anova, using Tukey's multiple comparison test (Prism). Adjusted  $P$ -values for multiple testing were used. \* $P$ -value=0.0317. **c**, Expression of 28 of the 36 detected genes in in vitro cultured crude SVF cells (Cells have been proliferated for four days and reached confluency prior to Bulk RNA-seq). Group size: Female pgWAT ( $n=8$ ), male pgWAT ( $n=5$ ), female iWAT ( $n=9$ ) and male iWAT ( $n=9$ ).  $n$  represent technical replicates from two (pgWAT) and three (iWAT) independent experiments. **d**,  $Hox$  gene expression in in vitro cultured crude SVF-cells. **e**, PCA plots based on the top variables genes in cultured SVF cells from pgWAT and iWAT, blue color indicates iWAT and red color indicates pgWAT cells. **f**, Same as in **e** but blue color indicates male cells and red color indicates female cells. **g**, Barplots showing the expression of iWAT ( $Tbx15$ ) and pgWAT ( $Tbx21$ ) specific transcription factors in cultured SVF cells. **h**, Same as in **g** but in freshly isolated FACS sorted ASC cells.  $n=7$  for all bulk samples except for ASC1 male iWAT and mature adipocytes samples for which  $n=8$ .  $n$  represent biological replicates. **i**, Expression of cell-type markers in cultured SVF cells from iWAT and pgWAT. **j**, Expression of  $Pparg$  in cultured SVF cells from iWAT and pgWAT. Data are presented as mean values  $\pm$  SD for a and  $\pm$  SEM for all other barplots. Abbreviations: ASC = Adipose stem cells, EC = endothelial cells, Epc = Epithelial cells, ETC = Electron transport chain, FACS = Fluorescence-activated cell sorting, i = inguinal, LEC = Lymphatic EC, MAC = Macrophages, MSC = Mesenchymal stem cells, m = mesenteric, ns=not significant, PCA = Principal component analysis, pg = perigonadal, sc = single cell, SD=standard deviation, SEM=Standard error of the mean, seq=sequencing, SVF = Stromal vascular fraction, WAT= white adipose tissue and VSMC= Vascular smooth muscle cells.

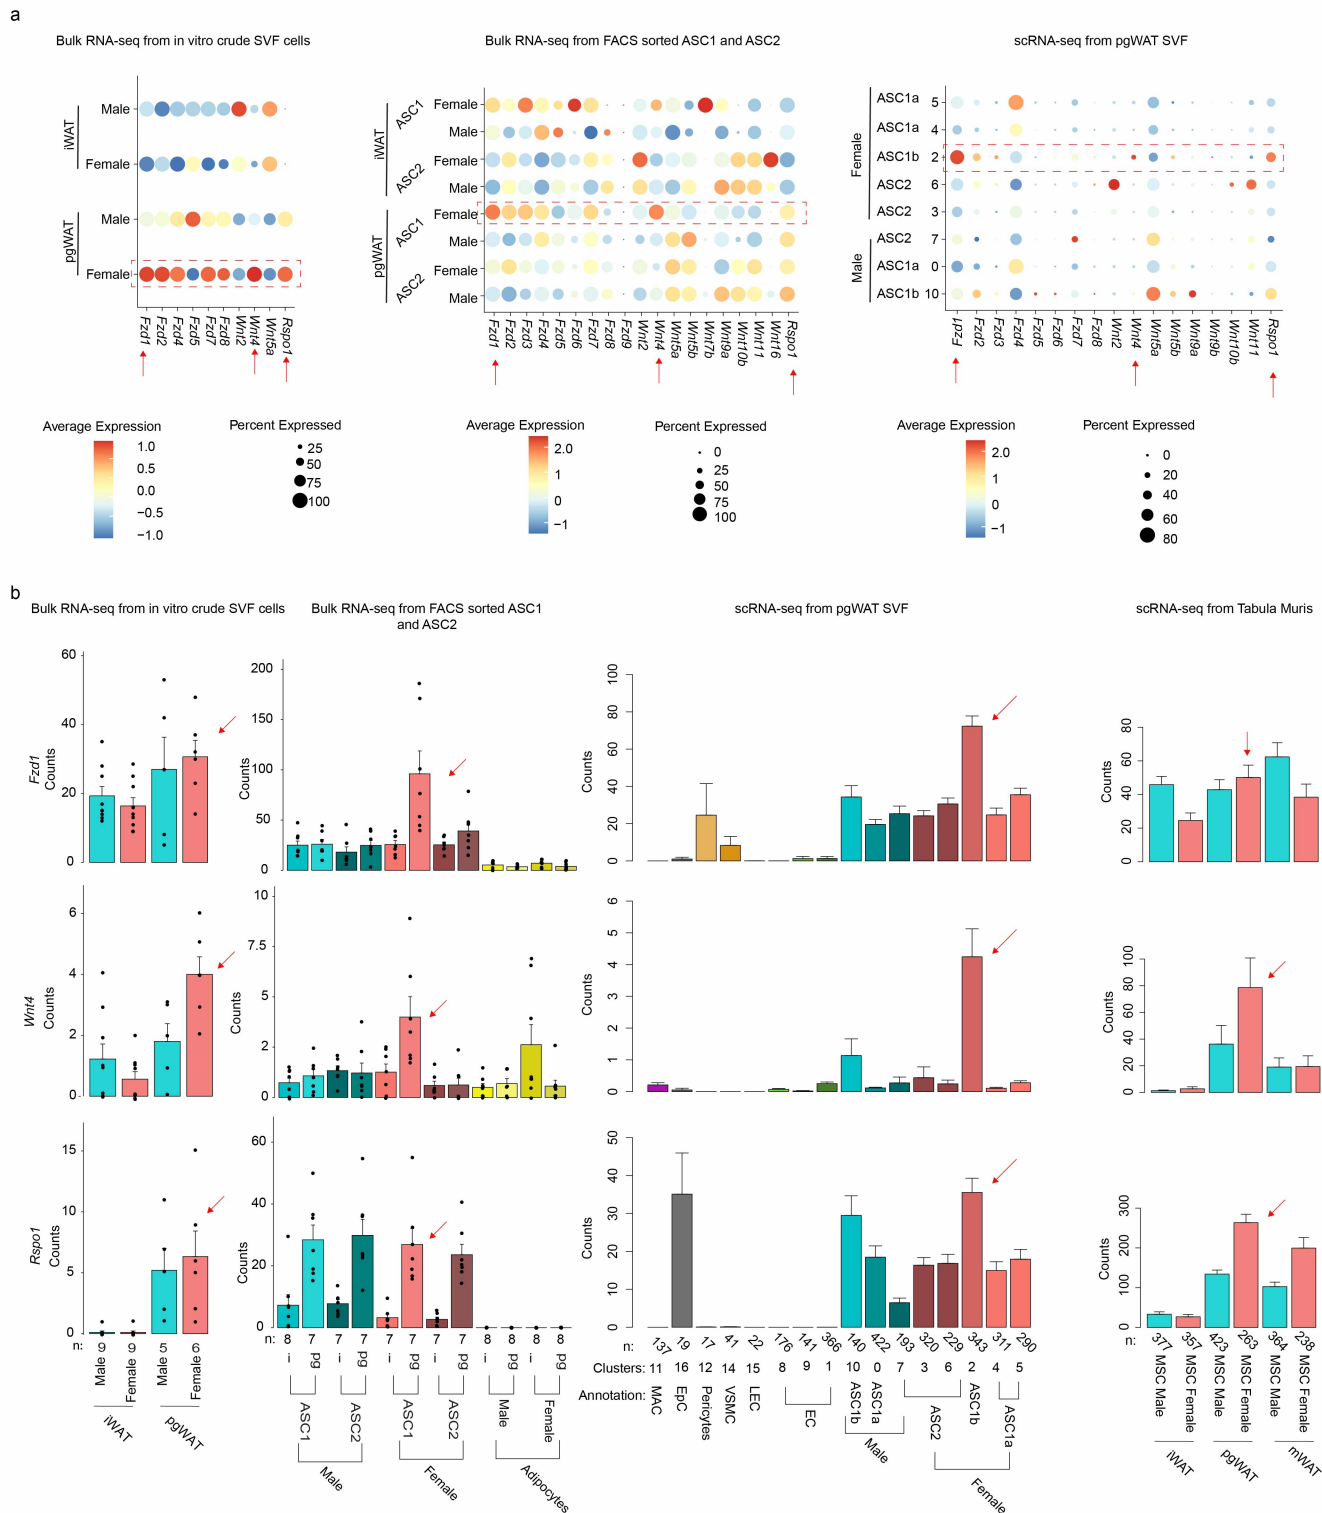

Supplementary table 1: **Number of cells per cluster and mice in our scRNA-seq data.**

| Cluster             | 0   | 1   | 2   | 3   | 4   | 5   | 6   | 7   | 8   | 9   | 10  | 11  | 12 | 13 | 14 | 15 | 16 |
|---------------------|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|-----|----|----|----|----|----|
| Cell number:        | 422 | 366 | 343 | 320 | 311 | 290 | 229 | 193 | 176 | 141 | 140 | 137 | 59 | 52 | 41 | 22 | 19 |
| Male                | 422 | 34  | 2   | 3   | 4   | 0   | 5   | 193 | 172 | 7   | 139 | 76  | 45 | 0  | 41 | 15 | 19 |
| Female              | 0   | 332 | 341 | 317 | 307 | 290 | 224 | 0   | 4   | 134 | 1   | 61  | 14 | 52 | 0  | 7  | 0  |
| Mouse_1 (male)      | 0   | 5   | 2   | 0   | 0   | 0   | 0   | 186 | 172 | 4   | 56  | 76  | 45 | 0  | 38 | 9  | 19 |
| Mouse_2 (female)    | 0   | 162 | 137 | 155 | 119 | 197 | 139 | 0   | 3   | 58  | 0   | 0   | 11 | 0  | 0  | 0  | 0  |
| Mouse_3 (female)    | 0   | 0   | 82  | 77  | 131 | 21  | 34  | 0   | 0   | 0   | 1   | 0   | 0  | 0  | 0  | 0  | 0  |
| Mouse_4 (male)      | 295 | 0   | 0   | 0   | 0   | 0   | 0   | 1   | 0   | 0   | 67  | 0   | 0  | 0  | 1  | 0  | 0  |
| Mouse_5 (female)    | 0   | 40  | 50  | 13  | 1   | 20  | 19  | 0   | 1   | 36  | 0   | 61  | 2  | 6  | 0  | 4  | 0  |
| Mouse_6_7 (females) | 0   | 130 | 72  | 72  | 56  | 52  | 32  | 0   | 0   | 40  | 0   | 0   | 1  | 46 | 0  | 3  | 0  |
| Mouse_8 (male)      | 127 | 29  | 0   | 3   | 4   | 0   | 5   | 6   | 0   | 3   | 16  | 0   | 0  | 0  | 2  | 6  | 0  |

Supplementary table 2: **Number of cells per cluster from Lars Muhl et al<sup>34</sup>.**

| Heart                             | Original Cluster# | Cells | Skeletal muscele   | Original Cluster# | Cells |
|-----------------------------------|-------------------|-------|--------------------|-------------------|-------|
| Cardiac fibroblast 1              | 2                 | 104   | Endomysial cells 1 | 1                 | 77    |
| Cardiac fibroblast 2              | 3                 | 50    | Endomysial cells 2 | 3                 | 221   |
| Cardiac fibroblast 3              | 4                 | 111   | Endomysial cells 3 | 5                 | 16    |
| Cardiac fibroblast 4              | 5                 | 100   | Endomysial cells 4 | 6                 | 129   |
| Cardiac valve insterstitial cells | 1                 | 32    | Endomysial cells 5 | 8                 | 163   |
|                                   |                   |       | Perimysial cells 1 | 2                 | 102   |
|                                   |                   |       | Perimysial cells 2 | 9                 | 40    |
|                                   |                   |       | Paramysial cells   | 4                 | 11    |

Supplementary table 3: **Number of cells per tissue from Buechler et al<sup>2</sup>.**

| Tissue             | Cell number | Reference PMID      | Author                                                               | Sex       | Mouse background                                    | 10x chemistry |
|--------------------|-------------|---------------------|----------------------------------------------------------------------|-----------|-----------------------------------------------------|---------------|
| pgWAT Fibroblasts  | 4916        | 30265241 / 29937373 | Hepler, Strand <sup>xx</sup> / Burl, Granneman <sup>xx</sup>         | M / M     | C57BL/6 (MuralChaser mice (Hepler))                 | v2 / v2       |
| iWAT Fibroblasts   | 16695       | 29937373 / 29925944 | Burl, Granneman <sup>xx</sup> / Schwalie, Deplancke <sup>xx</sup>    | M / M&F   | C57BL/6 (Dlk -RFP (Schwaile))                       | v2 / v2       |
| Muscle Fibroblasts | 3804        | 30890574 / 31809738 | Dell'Orso, Sartorelli <sup>xx</sup> / Scott, Underhill <sup>xx</sup> | ? / M & F | C57BL/6 (Hic1CreERT2; Rosa26LSL - tdTomato (Scott)) | v2 / v2       |
| Heart Fibroblasts  | 25492       | 32142665            | Soilman, Rossi <sup>ixx</sup>                                        | M & F     | C57BL/6 (PdgrH2BeGFP and Hic1 - citrine)            | v2 / v2       |

Supplementary table 4: Chromosome location and gene biotype of the 36 sexual dimorphic genes in ASC.

| Gene name       | Ensembl_gene_id     | Entrez Gene Name                                                                | Sex    | Fold change Log2 | Location            | Type(s)                           | Chromosome location |
|-----------------|---------------------|---------------------------------------------------------------------------------|--------|------------------|---------------------|-----------------------------------|---------------------|
| <i>Akr1c14</i>  | ENSMUSG00000033715  | aldo-keto reductase family 1, member C14                                        | Female | -11,3            | Cytoplasm           | enzyme                            | 13                  |
| <i>Ptpn5</i>    | ENSMUSG00000030854  | protein tyrosine phosphatase non-receptor type 5                                | Female | -10,9            | Plasma Membrane     | phosphatase                       | 7                   |
| <i>Pgr</i>      | ENSMUSG00000031870  | progesterone receptor                                                           | Female | -10,8            | Nucleus             | ligand-dependent nuclear receptor | 9                   |
| <i>Xist</i>     | ENSMUSG000000086503 | X inactive specific transcript                                                  | Female | -8,0             | Nucleus             | other                             | X                   |
| <i>P4ha3</i>    | ENSMUSG000000051048 | prolyl 4-hydroxylase subunit alpha 3                                            | Female | -6,6             | Cytoplasm           | enzyme                            | 7                   |
| <i>Il4ra</i>    | ENSMUSG00000030748  | interleukin 4 receptor                                                          | Female | -3,5             | Plasma Membrane     | transmembrane receptor            | 7                   |
| <i>Thsd4</i>    | ENSMUSG00000032289  | thrombospondin type 1 domain containing 4                                       | Female | -3,4             | Cytoplasm           | other                             | 9                   |
| <i>Heph</i>     | ENSMUSG00000031209  | hephaestin                                                                      | Female | -2,4             | Plasma Membrane     | transporter                       | X                   |
| <i>Marcks1</i>  | ENSMUSG00000047945  | MARCKS like 1                                                                   | Female | -2,2             | Cytoplasm           | other                             | 4                   |
| <i>Spon2</i>    | ENSMUSG00000037379  | spondin 2                                                                       | Female | -1,9             | Extracellular Space | other                             | 5                   |
| <i>Fbxw17</i>   | ENSMUSG00000037816  | F-box and WD-40 domain protein 17                                               | Female | -1,7             | Other               | other                             | 13                  |
| <i>Plekha6</i>  | ENSMUSG00000041757  | pleckstrin homology domain containing, family A member 6                        | Female | -1,5             | Other               | other                             | 1                   |
| <i>Angpt1</i>   | ENSMUSG00000022309  | angiopoietin 1                                                                  | Male   | 1,4              | Extracellular Space | growth factor                     | 15                  |
| <i>Egfr</i>     | ENSMUSG00000020122  | epidermal growth factor receptor                                                | Male   | 1,5              | Plasma Membrane     | kinase                            | 11                  |
| <i>Slc25a30</i> | ENSMUSG00000022003  | solute carrier family 25 member 30                                              | Male   | 1,6              | Cytoplasm           | transporter                       | 14                  |
| <i>Arhgap24</i> | ENSMUSG000000057315 | Rho GTPase activating protein 24                                                | Male   | 1,7              | Cytoplasm           | other                             | 5                   |
| <i>Arl4a</i>    | ENSMUSG00000047446  | ADP ribosylation factor like GTPase 4A                                          | Male   | 1,9              | Nucleus             | enzyme                            | 12                  |
| <i>Thsd7a</i>   | ENSMUSG00000032625  | thrombospondin type 1 domain containing 7A                                      | Male   | 2,1              | Cytoplasm           | other                             | 6                   |
| <i>Svep1</i>    | ENSMUSG00000028369  | sushi, von Willebrand factor type A, EGF and pentraxin domain containing 1      | Male   | 2,1              | Cytoplasm           | other                             | 4                   |
| <i>Ppl</i>      | ENSMUSG00000039457  | periplakin                                                                      | Male   | 2,2              | Cytoplasm           | other                             | 16                  |
| <i>Serpine2</i> | ENSMUSG000000026249 | serpin family E member 2                                                        | Male   | 2,4              | Extracellular Space | other                             | 1                   |
| <i>Nmb</i>      | ENSMUSG00000025723  | neuromedin B                                                                    | Male   | 2,5              | Extracellular Space | other                             | 7                   |
| <i>Adarb1</i>   | ENSMUSG00000020262  | adenosine deaminase RNA specific B1                                             | Male   | 2,6              | Nucleus             | enzyme                            | 10                  |
| <i>Prrg3</i>    | ENSMUSG00000033361  | proline rich and Gla domain 3                                                   | Male   | 2,6              | Plasma Membrane     | other                             | X                   |
| <i>Lamb2</i>    | ENSMUSG000000052911 | laminin subunit beta 2                                                          | Male   | 2,7              | Extracellular Space | enzyme                            | 9                   |
| <i>Fkbp5</i>    | ENSMUSG00000024222  | FKBP prolyl isomerase 5                                                         | Male   | 2,8              | Nucleus             | enzyme                            | 17                  |
| <i>Tent5c</i>   | ENSMUSG00000044468  | terminal nucleotidyltransferase 5C                                              | Male   | 3,0              | Extracellular Space | enzyme                            | 3                   |
| <i>Ace</i>      | ENSMUSG00000020681  | angiotensin I converting enzyme                                                 | Male   | 3,4              | Plasma Membrane     | peptidase                         | 11                  |
| <i>Plcx3</i>    | ENSMUSG00000049148  | phosphatidylinositol specific phospholipase C X domain containing 3             | Male   | 3,9              | Plasma Membrane     | other                             | 15                  |
| <i>P2ry6</i>    | ENSMUSG00000048779  | pyrimidinergic receptor P2Y6                                                    | Male   | 5,0              | Plasma Membrane     | G-protein coupled receptor        | 7                   |
| <i>Nt5e</i>     | ENSMUSG00000032420  | 5'-nucleotidase ecto                                                            | Male   | 5,0              | Plasma Membrane     | phosphatase                       | 9                   |
| <i>Agt</i>      | ENSMUSG00000031980  | angiotensinogen                                                                 | Male   | 6,4              | Extracellular Space | growth factor                     | 8                   |
| <i>C7</i>       | ENSMUSG00000079105  | complement C7                                                                   | Male   | 6,5              | Extracellular Space | other                             | 15                  |
| <i>Elf2s3y</i>  | ENSMUSG00000069049  | eukaryotic translation initiation factor 2, subunit 3, structural gene Y-linked | Male   | 8,4              | Cytoplasm           | translation regulator             | Y                   |
| <i>Ddx3y</i>    | ENSMUSG00000069045  | DEAD-box helicase 3 Y-linked                                                    | Male   | 9,5              | Cytoplasm           | enzyme                            | Y                   |
| <i>Sult1e1</i>  | ENSMUSG00000029272  | sulfotransferase family 1E member 1                                             | Male   | 10,9             | Cytoplasm           | enzyme                            | 5                   |

Supplementary table 5: **Number of cells per depot and sex from Tabula Muris<sup>9</sup>.**

| <b>Depot /sex</b> | <b>MSC of adipose</b> | <b>Myeloid cell</b> | <b>Endothelial cell</b> | <b>Natural killer cells</b> | <b>B cell</b> | <b>T Cell</b> |
|-------------------|-----------------------|---------------------|-------------------------|-----------------------------|---------------|---------------|
| <b>pgWAT</b>      | 686                   | 449                 | 160                     | 31                          | 49            | 48            |
| Male              | 423                   | 252                 | 132                     | 12                          | 22            | 28            |
| Female            | 263                   | 197                 | 28                      | 19                          | 27            | 20            |
| <b>iWAT</b>       | 734                   | 344                 | 248                     | 22                          | 162           | 121           |
| Male              | 377                   | 159                 | 142                     | 14                          | 107           | 86            |
| Female            | 357                   | 185                 | 106                     | 8                           | 55            | 35            |
| <b>mWAT</b>       | 602                   | 191                 | 113                     | 26                          | 115           | 105           |
| Male              | 364                   | 53                  | 77                      | 5                           | 71            | 65            |
| Female            | 238                   | 138                 | 36                      | 21                          | 44            | 40            |

Supplementary table 6: **Number of cells per cell type and depot from Emont et al<sup>10</sup>.**

| <b>Depot</b>                   | <b>Cells</b> | <b>Male</b> | <b>Female</b> |
|--------------------------------|--------------|-------------|---------------|
| Subcutaneous ASPC              | 16880        | 5852        | 11028         |
| Visceral ASPC                  | 14646        | 5334        | 9312          |
| Subcutaneous Mature adipocytes | 14396        | 3610        | 10786         |
| Visceral Mature adipocytes     | 11475        | 3322        | 8153          |

Supplementary table 7: Antibodies used for imaging

| Antigen             | Gene          | Supplier             | Cat#        | host   | Clone   | Lot                     | Dilution used | Label                    |
|---------------------|---------------|----------------------|-------------|--------|---------|-------------------------|---------------|--------------------------|
| CD31                | <i>Pecam1</i> | R&D Systems          | AF3628      | goat   |         | YZU0114021 / YZU0121071 | 1:200- 1:300  |                          |
| CD31                | <i>Pecam1</i> | BD Bioscience        | 550274      | rat    | MEC13.3 | 53198                   | 1:100         |                          |
| CD31                | <i>Pecam1</i> | Abcam                | ab28364     | rabbit |         | GR324774211             | 1:50          |                          |
| DPP4(CD26)          | <i>Dpp4</i>   | R&D Systems          | AF954       | goat   |         | GJT0318011              | 1:100- 1:200  |                          |
| PDGFRalpha          | <i>Pdgfra</i> | R&D Systems          | AF1062      | goat   |         | HMQ0216021              | 1:100- 1:200  |                          |
| NGFR                | <i>Ngfr</i>   | Abcam                | Ab52987     | rabbit |         | GR32384033              | 1:100         |                          |
| goat IgG            | *             | Invitrogen           | A21082      | donkey |         | 1889311 / 2309146       | 1:500         | AlexaFluor633 conjugated |
| goat IgG            | *             | Invitrogen           | A21432      | donkey |         | 1818686                 | 1:500         | AlexaFluor555 conjugated |
| rabbit IgG          | *             | Invitrogen           | A10043      | donkey |         | 1917929 / 2165747       | 1:500         | AlexaFluor680 conjugated |
| rabbit IgG          | *             | Invitrogen           | A31572      | donkey |         | 1837922                 | 1:500         | AlexaFluor555 conjugated |
| rat IgG             | *             | Invitrogen           | A21208      | donkey |         | 1900239                 | 1:500         | AlexaFluor488 conjugated |
| rat IgG             | *             | Invitrogen           | SA5-10029   | donkey |         | RK2304679               | 1:500         | DyLight-650 conjugated   |
| rat IgG             | *             | Invitrogen           | SA5-10030   | donkey |         | VC2968071               | 1:200         | DyLight-680 conjugated   |
| rat IgG             | *             | Jackson Laboratories | 712-165-153 | donkey |         | 139289                  | 1:300         | Cy3-conjugated           |
| *Secondary Antibody |               |                      |             |        |         |                         |               |                          |

Supplementary table 8: Antibodies used for Fluorescent activated cell sorting (FACS)

| Antigen     | Gene          | Supplier      | Cat#   | Reactivity | Isotype          | Primary/Secondary Mono-/Polyclonal | Stock Concentration | Dilution Used | Label   |
|-------------|---------------|---------------|--------|------------|------------------|------------------------------------|---------------------|---------------|---------|
| CD31        | <i>Pecam1</i> | BD Bioscience | 562939 | Mouse      | RAT LEW IgG2a K  | Primary-Monoclonal                 | 0.2 mg/ml           | 1:25          | BV421   |
| CD45        | <i>Ptpcr</i>  | BD Bioscience | 557659 | Mouse      | RAT (LOU) IgG2bK | Primary-Monoclonal                 | 0.2 mg/ml           | 1:25          | APC-Cy7 |
| CD34        | <i>Cd34</i>   | BD Bioscience | 553733 | Mouse      | Rat IgG2a, k     | Primary-Monoclonal                 | 0.5 mg/ml           | 1:25          | FITC    |
| CD26 (DPP4) | <i>Dpp4</i>   | Biolegend     | 137804 | Mouse      | Rat IgG2a, k     | Primary-Monoclonal                 | 0.2 mg/ml           | 1:150         | PE      |

Supplementary table 9: Medium and enzymes used for digestion of tissues

| Enzymes                          | Supplier                | Identifier (Cat#) |
|----------------------------------|-------------------------|-------------------|
| Collagenase I                    | ThermoFisher Scientific | 17100017          |
| Collagenase II                   | Worthington             | 4176              |
| Dispase II                       | Sigma -Aldrich          | D4693             |
| DNAse                            | ThermoFisher Scientific | 90083             |
| Collagenase IV                   | Sigma -Aldrich          | C4 -BIOC          |
| Medium/kits                      |                         |                   |
| DMEM                             | ThermoFisher Scientific | 21885 -025        |
| Skeletal Muscle Dissociation kit | Miltenyi Biotec         | 130 -098 -305     |

Supplementary table 10: Key reagents for ASC proliferation, differentiation and imaging

| Medium                           | Supplier                | Identifier (Cat#) |
|----------------------------------|-------------------------|-------------------|
| Subcutaneous Preadipocyte medium | Zenbio                  | PM -1             |
| Subcutaneous Basal Medium        | Zenbio                  | BM -1             |
| Other reagents                   |                         |                   |
| Basic FGF                        | Sigma-Aldrich           | F0291             |
| IBMX                             | Sigma-Aldrich           | I5879             |
| Dexamethasone                    | Sigma-Aldrich           | D2915             |
| Insulin, human recombinant       | Novo Nordisk            |                   |
| Pioglitazone                     | AstraZeneca             | N/A               |
| An giotensin II                  | Sigma-Aldrich           | A9525 -5X1MG      |
| Cell staining                    |                         |                   |
| Hoechst 33342                    | ThermoFisher Scientific | H3570             |
| Bodipy                           | ThermoFisher Scientific | D39 22            |
| Propidium Iodine                 | ThermoFisher Scientific | P3566             |

Supplementary table 11: **Primers used for qPCR (Method: SYBR Green)**

| Gene          | Full name                                          | Fwd                    | Rev                      | Source                                                                                                                                                                                                                 | Primer bank ID |
|---------------|----------------------------------------------------|------------------------|--------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----------------|
| <i>Adipoq</i> | Adiponectin                                        | GCACTGGCAAGTTCTACTGCAA | GTAGGTGAAGAGAACGGCCTTGT  | White Adipocytes Cultured under Membranes Maintain Identity, Function, and Can Transdifferentiate into Brown-like Adipocytes.                                                                                          | N/A            |
| <i>DPP4</i>   | Dipeptidyl peptidase 4                             | CCGTGGAAGGTTCTTCTGGG   | GCTGCCGCTTCATCTTTCG      | Athanasios Spanidakis, Xiaowei Wang, Huijun Wang and Brian Seed. PrimerBank: a resource of human and mouse PCR primer pairs for gene expression detection and quantification. <i>Nucl. Acids Res.</i> 2010 38: D792-9. | 227116290c3    |
| <i>Fabp4</i>  | Fatty acid binding protein 4                       | ACACCGAGATTCTCTCAAACTG | CCATCTAGGGTTATGATGCTCTCA | Harris et al. Pdxn16 is required for the maintenance of Brown Adipocyte Identity and function in adult mice. <i>Cell Metab.</i> Volume 19, Issue 4, 1 April 2014, Pages 593-604                                        | N/A            |
| <i>Lep</i>    | Leptin                                             | TGTGGCTTTGGTCTATCTGT   | GTGAAGCCCAGGAATGAAGTC    | Self-designed primers                                                                                                                                                                                                  | N/A            |
| <i>LPL</i>    | Lipoprotein lipase                                 | AAGACCTTCGTGGTGATCCAT  | GCCAGCTGACACTGGATAATG    | Harris et al. Mature Human White Adipocytes Cultured under Membranes Maintain Identity, Function, and Can Transdifferentiate into Brown-like Adipocytes. <i>Volume 27, Issue 1, 2 April 2010, Pages 213-225 e5.</i>    | N/A            |
| <i>PPARg2</i> | Peroxisome proliferator-activated receptor gamma 2 | TGGCATCTCTGTGTCAACCATG | GCATGGTGCCTTCGCTGA       | Harris et al. Pdxn16 is required for the maintenance of Brown Adipocyte Identity and function in adult mice. <i>Cell Metab.</i> Volume 19, Issue 4, 1 April 2014, Pages 593-604                                        | N/A            |
| <i>TBP</i>    | TATA-binding protein                               | GAAGTGCGGTACAATTCCAG   | CCCCTTGACCCCTTACCAAT     | Harris et al. Pdxn16 is required for the maintenance of Brown Adipocyte Identity and function in adult mice. <i>Cell Metab.</i> Volume 19, Issue 4, 1 April 2014, Pages 593-604                                        | N/A            |

Supplementary table 12: **Settings for multi-wavelength cell scoring**

| Dye                              | Hoechst | Bodipy    | Propidium Iodine |
|----------------------------------|---------|-----------|------------------|
| Stained area                     | Nucleai | Cytoplasm | Nucleai          |
| Approximate min width            | 8       | 8         | 8                |
| Approximate Max width            | 14      | 16        | 14               |
| Intensity above local background | 2000    | 8000      | 5000             |
| Minimum stained area             | 30      | 30        | 30               |

## References

1. Muhl L, Genove G, Leptidis S, Liu J, He L, Mocci G, et al. Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination. *Nat Commun* **11**, 3953 (2020).
2. Buechler MB, Pradhan RN, Krishnamurthy AT, Cox C, Calviello AK, Wang AW, et al. Cross-tissue organization of the fibroblast lineage. *Nature* **593**, 575-9 (2021).
3. Burl RB, Ramseyer VD, Rondini EA, Pique-Regi R, Lee YH, Granneman JG. Deconstructing Adipogenesis Induced by beta3-Adrenergic Receptor Activation with Single-Cell Expression Profiling. *Cell Metab* **28**, 300-9 e4 (2018).
4. Schwalie PC, Dong H, Zachara M, Russeil J, Alpern D, Akchiche N, et al. A stromal cell population that inhibits adipogenesis in mammalian fat depots. *Nature* **559**, 103-8 (2018).
5. Hepler C, Shan B, Zhang Q, Henry GH, Shao M, Vishvanath L, et al. Identification of functionally distinct fibro-inflammatory and adipogenic stromal subpopulations in visceral adipose tissue of adult mice. *Elife* **7**, (2018).
6. Soliman H, Paylor B, Scott RW, Lemos DR, Chang C, Arostegui M, et al. Pathogenic Potential of Hic1-Expressing Cardiac Stromal Progenitors. *Cell Stem Cell* **26**, 459-61 (2020).
7. Dell'Orso S, Juan AH, Ko KD, Naz F, Perovanovic J, Gutierrez-Cruz G, et al. Single cell analysis of adult mouse skeletal muscle stem cells in homeostatic and regenerative conditions. *Development* **146**, (2019).
8. Scott RW, Arostegui M, Schweitzer R, Rossi FMV, Underhill TM. Hic1 Defines Quiescent Mesenchymal Progenitor Subpopulations with Distinct Functions and Fates in Skeletal Muscle Regeneration. *Cell Stem Cell* **25**, 797-813 e9 (2019).
9. Tabula Muris C, Overall c, Logistical c, Organ c, processing, Library p, et al. Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris. *Nature* **562**, 367-72 (2018).
10. Emont MP, Jacobs C, Essene AL, Pant D, Tenen D, Colleluori G, et al. A single-cell atlas of human and mouse white adipose tissue. *Nature* **603**, 926-33 (2022).
11. Fashe M, Yi M, Sueyoshi T, Negishi M. Sex-specific expression mechanism of hepatic estrogen inactivating enzyme and transporters in diabetic women. *Biochem Pharmacol* **190**, 114662 (2021).
12. Ogihara T, Asano T, Ando K, Chiba Y, Sakoda H, Anai M, et al. Angiotensin II-induced insulin resistance is associated with enhanced insulin signaling. *Hypertension* **40**, 872-9 (2002).
13. Hodroj W, Legedz L, Foudi N, Cerutti C, Bourdillon MC, Feugier P, et al. Increased insulin-stimulated expression of arterial angiotensinogen and angiotensin type 1 receptor in patients with type 2 diabetes mellitus and atheroma. *Arterioscler Thromb Vasc Biol* **27**, 525-31 (2007).
14. Wilson PC, Wu H, Kirita Y, Uchimura K, Ledru N, Rennke HG, et al. The single-cell transcriptomic landscape of early human diabetic nephropathy. *Proc Natl Acad Sci U S A* **116**, 19619-25 (2019).

15. Chella Krishnan K, Vergnes L, Acin-Perez R, Stiles L, Shum M, Ma L, et al. Sex-specific genetic regulation of adipose mitochondria and metabolic syndrome by *Ndufv2*. *Nat Metab* **3**, 1552-68 (2021).
16. Chan JY, Bensellam M, Lin RCY, Liang C, Lee K, Jonas JC, et al. Transcriptome analysis of islets from diabetes-resistant and diabetes-prone obese mice reveals novel gene regulatory networks involved in beta-cell compensation and failure. *FASEB J* **35**, e21608 (2021).
17. Carrero JA, Calderon B, Towfic F, Artyomov MN, Unanue ER. Defining the transcriptional and cellular landscape of type 1 diabetes in the NOD mouse. *PLoS One* **8**, e59701 (2013).
18. D'Alise AM, Ergun A, Hill JA, Mathis D, Benoist C. A cluster of coregulated genes determines TGF-beta-induced regulatory T-cell (Treg) dysfunction in NOD mice. *Proc Natl Acad Sci U S A* **108**, 8737-42 (2011).
19. Jain S, Pydi SP, Toti KS, Robaye B, Idzko M, Gavrilova O, et al. Lack of adipocyte purinergic P2Y(6) receptor greatly improves whole body glucose homeostasis. *Proc Natl Acad Sci U S A* **117**, 30763-74 (2020).
20. Chipitsyna G, Gong Q, Gray CF, Haroon Y, Kamer E, Arafat HA. Induction of monocyte chemoattractant protein-1 expression by angiotensin II in the pancreatic islets and beta-cells. *Endocrinology* **148**, 2198-208 (2007).
21. Jacobsen PK, Tarnow L, Parving HH. Time to consider ACE insertion/deletion genotypes and individual renoprotective treatment in diabetic nephropathy? *Kidney Int* **69**, 1293-5 (2006).
22. Zhang X, Shang J, Wang X, Cheng G, Jiang Y, Liu D, et al. Microarray analysis reveals long non-coding RNA SOX2OT as a novel candidate regulator in diabetic nephropathy. *Mol Med Rep* **18**, 5058-68 (2018).
23. Stechschulte LA, Qiu B, Warriar M, Hinds TD, Jr., Zhang M, Gu H, et al. FKBP51 Null Mice Are Resistant to Diet-Induced Obesity and the PPARgamma Agonist Rosiglitazone. *Endocrinology* **157**, 3888-900 (2016).
24. Singh M, Kesterson RA, Jacobs MM, Joers JM, Gore JC, Emeson RB. Hyperphagia-mediated obesity in transgenic mice misexpressing the RNA-editing enzyme ADAR2. *J Biol Chem* **282**, 22448-59 (2007).
25. Pfeifer CW, Walsh JT, Santeford A, Lin JB, Beatty WL, Terao R, et al. Dysregulated CD200-CD200R signaling in early diabetes modulates microglia-mediated retinopathy. *Proc Natl Acad Sci U S A* **120**, e2308214120 (2023).
26. Miettinen PJ, Ustinov J, Ormio P, Gao R, Palgi J, Hakonen E, et al. Downregulation of EGF receptor signaling in pancreatic islets causes diabetes due to impaired postnatal beta-cell growth. *Diabetes* **55**, 3299-308 (2006).
27. Kyohara M, Shirakawa J, Okuyama T, Kimura A, Togashi Y, Tajima K, et al. Serum Quantitative Proteomic Analysis Reveals Soluble EGFR To Be a Marker of Insulin Resistance in Male Mice and Humans. *Endocrinology* **158**, 4152-64 (2017).

28. Zhu Q, Dong H, Bukhari AA, Zhao A, Li M, Sun Y, et al. HUWE1 promotes EGFR ubiquitination and degradation to protect against renal tubulointerstitial fibrosis. *FASEB J* **34**, 4591-601 (2020).
29. Zhang X, Ohayon-Steckel L, Coppin E, Johny E, Dasari A, Florentin J, et al. Epidermal Growth Factor Receptor in Hepatic Endothelial Cells Suppresses MCP-1-Dependent Monocyte Recruitment in Diabetes. *J Immunol* **210**, 1363-71 (2023).
30. Cividini F, Scott BT, Suarez J, Casteel DE, Heinz S, Dai A, et al. Ncor2/PPARalpha-Dependent Upregulation of MCUB in the Type 2 Diabetic Heart Impacts Cardiac Metabolic Flexibility and Function. *Diabetes* **70**, 665-79 (2021).
31. Joshi H, Vastrad B, Joshi N, Vastrad C. Integrated bioinformatics analysis reveals novel key biomarkers in diabetic nephropathy. *SAGE Open Med* **10**, 20503121221137005 (2022).
32. Ackermann J, Arndt L, Kirstein M, Hobusch C, Brinker G, Kloting N, et al. Myeloid Cell-Specific IL-4 Receptor Knockout Partially Protects from Adipose Tissue Inflammation. *J Immunol* **207**, 3081-9 (2021).
33. Zaugg J, Melhem H, Huang X, Wegner M, Baumann M, Surbek D, et al. Gestational diabetes mellitus affects placental iron homeostasis: Mechanism and clinical implications. *FASEB J* **34**, 7311-29 (2020).
34. Muhl L, Mocci G, Pietila R, Liu J, He L, Genove G, et al. A single-cell transcriptomic inventory of murine smooth muscle cells. *Dev Cell* **57**, 2426-43 e6 (2022).
35. Rondini EA, Granneman JG. Single cell approaches to address adipose tissue stromal cell heterogeneity. *Biochem J* **477**, 583-600 (2020).
36. Merrick D, Sakers A, Irgebay Z, Okada C, Calvert C, Morley MP, et al. Identification of a mesenchymal progenitor cell hierarchy in adipose tissue. *Science* **364**, (2019).

# Supplementary material for: Adipose stem cells are sexually dimorphic cells with dual roles as preadipocytes and resident fibroblasts
**Source:** Nat Commun. 2024 Sep 2;15:7643. doi: 10.1038/s41467-024-51867-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data Legends**

**Supplementary Data 1:** Major scRNAseq papers covering ASCs in white adipose tissue

**Supplementary Data 2:** In vitro results of adipogenic differentiation from major scRNAseq-ASC papers

### **Supplementary Movie Legends**

**Supplementary Movie 1:** Movie showing 3D rendering of ASC1 and ASC2 cells in pgWAT in PdgfrbCREdtTOM/PdgfraH2bGFP mice. The staining method and coloring of the different cell types in the videos are: Nuclear PdgfraH2bGFP staining is colored in cyan (showing ASC1 when not co-stained with anti-DPP4 antibody), anti-DPP4 antibody staining for ASC2 cells in green, anti-CD31 antibody staining for endothelial cells in blue and PdgfrbCRE-dtTOM staining for mural cells in red.

**Supplementary Movie 2:** Movie showing 3D rendering of ASC1 and ASC2 cells in pgWAT in PdgfrbCREdtTOM/PdgfraH2bGFP mice. The staining method and coloring of the different cell types in the videos are: Nuclear PdgfraH2bGFP staining is colored in cyan (showing ASC1 when not co-stained with anti-DPP4 antibody), anti-DPP4 antibody staining for ASC2 cells in green, anti-CD31 antibody staining for endothelial cells in blue and PdgfrbCRE-dtTOM staining for mural cells in red.

# Supplementary material for: Adipose stem cells are sexually dimorphic cells with dual roles as preadipocytes and resident fibroblasts
**Source:** Nat Commun. 2024 Sep 2;15:7643. doi: 10.1038/s41467-024-51867-9
**Supplement:** Supplementary file 8 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The RNA-seq raw data generated in this study have been deposited in the NCBI's Gene Expression Omnibus database under accession code GSE273393(scRNA-seq), GSE273413 (FACS\_pgWAT\_iWAT\_ASC), GSE273407 (FACS\_castovary\_ASC), GSE272408 (bulk\_adipocytes) and GSE273416 (in vitro\_SVF). The scRNA-seq and bulk RNA-seq data of FACS sorted ASC are available as a searchable database at <https://betsholtzlab.org/Publications/WATstromalVascular/database.html>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design; whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data, where this information has been collected, and if consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Reporting on race, ethnicity, or other socially relevant groupings

*Please specify the socially constructed or socially relevant categorization variable(s) used in your manuscript and explain why they were used. Please note that such variables should not be used as proxies for other socially constructed/relevant variables (for example, race or ethnicity should not be used as a proxy for socioeconomic status). Provide clear definitions of the relevant terms used, how they were provided (by the participants/respondents, the researchers, or third parties), and the method(s) used to classify people into the different categories (e.g. self-report, census or administrative data, social media data, etc.) Please provide details about how you controlled for confounding variables in your analyses.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

The sample size for scRNAseq experiments was chosen so that at least cells from three mice from each sex were collected. The sample size for FACS sorted bulk-RNA sequencing was chosen to eight mice in each group, this group size was determined based on purpose of maintaining good/efficient sample collection and providing enough biological replicates for statistically assessing the differentially expressed genes between the groups. The rest of the experiments had 1-4 mice and were repeated at least three times, no sample size calculations were performed.

### Data exclusions

Exclusion of scRNAseq and bulk-RNA seq samples were based on the QC-filtering as described in the method section. For in vitro differentiated FACS sorted ASCs, wells with cell viability below 85% were not included in the analysis.

### Replication

In vitro experiments were replicated at least three times, independently and under identical conditions. One exception is the bulk RNA sequencing samples of in vitro cultured SVF cells from perigonadal white adipose tissue. These samples are from two independent experiments with a minimum of two technical replicates each.

Findings from the scRNAseq data regarding sexual dimorphic genes in ASC were validated with Bulk-RNAseq samples from FACS-sorted ASC and publicly available scRNAseq datasets.

## Randomization

For animal experiments, mice were group according to sex.

For cell experiments in vitro, samples were group according to sex and fat depot. Groups were distributed symmetrically across the plate without using the wells along the edges of the plate, these well were filled with PBS instead of medium to minimize edge effects. The order for which samples were collected and analyzed were randomized for bulk RNA-seq samples of FACS sorted ASC.

## Blinding

For in vivo experiments, investigators were not blinded since the mice were group according to sex and this trait will be apparent for the investigator even if it was blinded with anonymous mouse ID.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

## Methods

- n/a Involved in the study
- ☐ ☒ Antibodies
- ☐ ☐ Eukaryotic cell lines
- ☐ ☐ Palaeontology and archaeology
- ☐ ☒ Animals and other organisms
- ☐ ☐ Clinical data
- ☐ ☐ Dual use research of concern
- ☐ ☐ Plants

- n/a Involved in the study
- ☐ ☐ ChIP-seq
- ☐ ☒ Flow cytometry
- ☐ ☐ MRI-based neuroimaging

## Antibodies

### Antibodies used

FACS: BD Horizon BV421 Rat Anti-Mouse CD31, cat#:562939, Clone MEC 13.3, BD Bioscience  
 FACS: BD Pharmingen™ APC-Cy™7 Rat Anti-Mouse CD45, cat#:557659, Clone 30-F11, BD Bioscience  
 FACS: BD Pharmingen™ FITC Rat anti-Mouse CD34, cat#:553733, Clone RAM34, BD Bioscience  
 FACS: PE anti-mouse CD26 (DPP-4) Antibody, cat#:137804, Clone H194-112, Biolegend  
 IHC: Human/Mouse/Rat CD31/PECAM-1 Antibody, cat#:AF3628, Polyclonal Goat IgG, lot:YZU0114021 / YZU0121071, R&D.  
 IHC: BD Pharmingen™ Purified Rat Anti-Mouse CD31, cat#:550274, MEC13.3, lot:53198, BD Bioscience.  
 IHC: Anti-CD31 antibody, cat#:ab28364, Rabbit Polyclonal, lot:GR3247742-11, Abcam.  
 IHC: Mouse DPPIV/CD26 Antibody, cat#:AF954, Polyclonal Goat IgG, lot:GJT0318011, R&D.  
 IHC: Mouse PDGF R alpha Antibody, cat#:AF1062, Polyclonal Goat IgG, lot:HM0216021, R&D.  
 IHC: Anti-p75 NGF Receptor antibody, cat#:ab5287, Monoclonal Rabbit IgG, lot:GR3238403-3  
 Secondary for IHC:  
 Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 633, cat#:A21082, Host:Donkey, lot:1889311 / 2309146, company:Invitrogen  
 Donkey anti-Goat IgG (H+L) Cross-Adsorbed Secondary Antibody, Alexa Fluor 555, cat#:A21432, Host:Donkey, lot:1818686, company:Invitrogen  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 680, cat#:A10043, Host:Donkey, lot:1917929 / 2165747, company:Invitrogen  
 Donkey anti-Rabbit IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 555, cat#:A31572, Host:Donkey, lot:1837922, company:Invitrogen  
 Donkey anti-Rat IgG (H+L) Highly Cross-Adsorbed Secondary Antibody, Alexa Fluor 488, cat#:A21208, Host:Donkey, lot:1900239, company:Invitrogen  
 Donkey anti-Rat IgG (H+L) Cross-Adsorbed Secondary Antibody, Dylight 650, cat#:SA5-10029, Host:Donkey, lot:RK2304679, company:Invitrogen  
 Donkey anti-Rat IgG (H+L) Cross-Adsorbed Secondary Antibody, Dylight 680, cat#:SA5-10030, Host:Donkey, lot:VC2968071, company:Invitrogen  
 Cy3 AffiniPure™ Donkey Anti-Rat IgG (H+L)m, cat#: 712-165-153, Host:Donkey, lot:139289, company:Jackson Laboratories.

### Validation

The antibodies used for flow cytometry are against well established targets and have been QC-tested by the suppliers.  
 Human/Mouse/Rat CD31/PECAM-1 Antibody, cat#:AF3628: Specificity statement on webpage: Detects human and mouse CD31/PECAM-1 in direct ELISAs and Western blots. In direct ELISAs and Western blots, approximately 10% cross-reactivity with recombinant porcine CD31 is observed.  
 Anti-CD31 antibody, ab28364, Abcam: webpage statement: Validated in IHC-P and tested in Human samples.  
 Mouse DPPIV/CD26 Antibody, AF954, Specificity statement on webpage: Detects mouse DPPIV/CD26 in direct ELISAs and Western blots. In direct ELISAs, less than 20% cross reactivity with recombinant human DPPIV/CD26 is observed  
 Mouse PDGFR alpha Antibody, cat#:AF1062: Specificity statement on webpage: Detects mouse PDGF R alpha in direct ELISAs and Western blots. In direct ELISAs, less than 1% cross-reactivity with recombinant human (rh) PDGF R alpha, rhPDGF R beta, and recombinant mouse PDGFR beta is observed.  
 Anti-p75 NGF Receptor antibody, cat#:ab5287, webpage statement: Validated in IP, WB, ICC/IF, Flow Cyt (Intra), IHC-P and tested in Rat, Mouse, Human samples.  
 For secondary:

Cy3 AffiniPure Donkey Anti-Rat IgG (H+L)m, cat#: 712-165-153, Host: Donkey, lot: 139289, company: Jackson Laboratories. statement on webpage: Based on immunoelectrophoresis and/or ELISA, the antibody reacts with whole molecule rat IgG. It also reacts with the light chains of other rat immunoglobulins. No antibody was detected against non-immunoglobulin serum proteins. The antibody has been tested by ELISA and/or solid-phase adsorbed to ensure minimal cross-reaction with bovine, chicken, goat, guinea pig, syrian hamster, horse, human, mouse, rabbit and sheep serum proteins, but it may cross-react with immunoglobulins from other species. The rest of the secondary antibodies are from Invitrogen, antibody testing data that validates the selectivity of the antibodies are provided on their webpage.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

## Palaeontology and Archaeology

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

## Field-collected samples

For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.

## Ethics oversight

All mouse experiments were conducted according to local guidelines and regulations for animal welfare, experiments on reporter mice strains were covered by ethical permits approved by Linköping's animal Research Ethics, approval ID 729 and 3711-2020, whereas experiments with wild-type mice for in vitro studies and FACS bulk RNA-seq isolations were covered by ethical permits approved by Gothenburg's animal research Ethics committee, approval ID: 000832-2017.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

## Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

## Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

## Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

## Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No Yes

- ☐ ☐ Public health
- ☐ ☐ National security
- ☐ ☐ Crops and/or livestock
- ☐ ☐ Ecosystems
- ☐ ☐ Any other significant area

### Experiments of concern

Does the work involve any of these experiments of concern:

No Yes

- ☐ ☐ Demonstrate how to render a vaccine ineffective
- ☐ ☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
- ☐ ☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
- ☐ ☐ Increase transmissibility of a pathogen
- ☐ ☐ Alter the host range of a pathogen
- ☐ ☐ Enable evasion of diagnostic/detection modalities
- ☐ ☐ Enable the weaponization of a biological agent or toxin
- ☐ ☐ Any other potentially harmful combination of experiments and agents

## Plants

## ChIP-seq

### Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

final washing step. Cells were then spun at 300xg for 5 min, the buffer was removed, and the pellet was re-suspended in FACS buffer (PBS, supplemented with 0.5% BSA, 2 mM EDTA, 25 mM HEPES). Cells were then labeled with fluorophore-conjugated antibodies (anti-CD31, anti-CD34, anti-DPP4, anti-CD45) for 20 min on ice, then centrifugated at 250 g for 5 min, after removal of the supernatant the pellet was re-suspended with FACS buffer and kept on ice.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

### Acquisition

### Preprocessing

## Volume censoring

Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.

## Statistical modeling &amp; inference

## Model type and settings

Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).

## Effect(s) tested

Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.

Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

## Statistic type for inference

Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.

(See [Eklund et al. 2016](#))

## Correction

Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).

## Models &amp; analysis

n/a | Involved in the study

- ☐ ☐ Functional and/or effective connectivity
- ☐ ☐ Graph analysis
- ☐ ☐ Multivariate modeling or predictive analysis

## Functional and/or effective connectivity

Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).

## Graph analysis

Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).

## Multivariate modeling and predictive analysis

Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.

How the deposited data were processed for this re-analysis (not part of the article)

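The measured material was RNA of ASC1 and ASC2 sorted from iWAT of castrated males, ovariectomized females and control mice of both sexes, in 58 Smart-seq3 libraries of 8 groups. The authors trimmed adapters with NGmerge, used STAR for quality control, and quantified reads with Salmon on Gencode transcripts of GRCm39. They removed libraries with fewer than 8500 detected genes and deposited estimated counts per gene, without normalization, with reads with and without UMIs added together. The table holds 56953 genes, all 58 columns belong to a library of the experiment, and genes without a read were still in it. The 29 libraries of cultivated crude SVF are not analysed here. Each library was assigned to its group by its name in the sample labels, and no library was left out.

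Counts were read in R 4.3.3, rounded to whole numbers and tested with edgeR 4.0.16 (TMM normalization, estimateDisp, glmQLFit and glmQLFTest) on 12464 genes with at least 5 reads in more than 3 libraries. One coefficient was fitted for each of the 8 groups. The comparisons were male against female control, castrated against control male, castrated male against control female, ovariectomized against control female and ovariectomized female against control male. The castration effect was also compared between ASC2 and ASC1 and with the ovariectomy effect, and ASC2 with ASC1 in controls. The comparisons of one treatment or sex with another, and that of the castration with the ovariectomy effect, used the mean of the ASC1 and ASC2 contrasts, and the comparisons of ASC2 with ASC1 used the difference between them. An adjusted p below 0.05 (Benjamini-Hochberg) was the threshold, over all genes tested and over the list alone for the 40 genes of Fig. 2c, and a 2-fold difference was also asked of list genes in the controls, as in the paper. CPM values use TMM-scaled library sizes, with a pseudocount of 1 CPM on the log2 scale. The 9 genes of Supplementary Fig. 5d were also compared within each population by a two-sided exact permutation test of the mean log2 value (scipy 1.17.1 in Python 3.11.15), with adjustment over 18 tests. Fold differences against a group without reads use a floor of 3 counts over the group, which covers counting error only.

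Named in the text are the 40 genes of the list, every gene the paper names in its castration and ovariectomy text, the genes of the marker lists, Hox genes, and for each count over all genes up to 5 genes with the largest changes in each direction. The last had to pass the threshold with a mean of at least 5 CPM and the same direction in ASC1 and ASC2. The values in the paper's tables and in Supplementary Fig. 5d were seen before the rule was written. Marker lists for fibroblasts, ASC1a, ASC1b, ASC2, endothelial cells, macrophages, mural cells, adipocytes and the renin-angiotensin-aldosterone system were taken from the paper's text. Mammary epithelium genes came from its iWAT source data and general knowledge. Lists of glucocorticoid response genes and sex hormone receptors came from general knowledge, and Hox genes were grouped by number, 1 to 8 and 9 to 13. Lists of proliferation, visceral depot, subcutaneous depot and cultured stroma genes were written after values per library had been seen. Gene sets were tested with fry and camera of limma 3.58.1 on voom values, with adjustment over 6 tests.

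Alternatives were RLE size factors, library size only, no count filter, filterByExpr, robust estimation, one population alone, only the groups compared, ASC1 and ASC2 pooled, and each ovariectomized ASC1 library left out in turn. Further ones were a block by replicate letter, a block by presumed mouse, limma voom with a correlation between libraries of one presumed mouse, and DESeq2 1.42.0 on the 8 groups. DESeq2 with ASC1 and ASC2 pooled was added after the results had been seen. The main settings and all other alternatives were fixed before the data were examined. Each comparison was repeated on 25 splits of the libraries, the real one included, and the direction of the list on 100.

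Total counts per library had a range of 106566 to 1421547. The method was tested on simulated data with 200 of 12464 genes changed 4-fold, where 199 were recovered with 10 false calls. The median absolute log2 fold change was 1.99 against the 2 that was set. The changed genes had a mean of at least 5 reads, and each gene took its spread from the fitted trend. Replicate libraries were checked for copies of one another, and the lowest chi-square per gene between libraries of one group was 1.57. Gene symbols were matched by identifier to an older Gencode release, built on GRCm38, for 12371 of the genes tested. No coordinates were used.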

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

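The counts over other splits of the libraries were set before the results were seen, and every other test of an explanation here was chosen after its result had been seen.

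Single libraries far from the rest of their group were looked for in 84 groups of values, made of total counts, Y-chromosome genes, Xist and the 9 genes of Supplementary Fig. 5d. For normally distributed values chance gives about 1 in 20, which is 4.2 groups, and 13 were found, each with a high value. Low counts are not normally distributed, and groups without a read could not be flagged. The number found is therefore no evidence of more odd libraries than chance gives. Replicate D of the control males gave 4 of them, with C7 at 1664 CPM and Angpt1 at 37.9 CPM in ASC2, and Sult1e1 at 133 CPM and Angpt1 at 15.9 CPM in ASC1. Replicate M of ovariectomized ASC2 had Prelp at 144 CPM and Angpt1 at 4.58 CPM. Angpt1 was also high in replicate G of control female ASC1 (10.9 CPM) and replicate F of control female ASC2 (9.78 CPM). The others were Xist in replicate O of castrated ASC2 (7.99 CPM), Agt in replicate P of castrated ASC1 (16.0 CPM), Arl4a in replicate K of castrated ASC2 (71.1 CPM), Fkbp5 in replicate C of control male ASC1 (93.9 CPM) and Arhgap24 in replicate C of control female ASC2 (52.1 CPM). The high Angpt1 values rest on 17 reads or fewer. No explanation was tested for single libraries, and all of them were kept.

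Sex-chromosome transcripts went against the sex label in many libraries. The paper mentions Y-chromosome reads in female controls and in cultivated SVF of female pgWAT. All 8 libraries labelled castrated male ASC1 held Xist, the lowest at 51.9 CPM, while 7 of 15 control male libraries held none. A swap of these libraries with the ovariectomized ones would place Y-chromosome reads there, and 0 of the 11 had more than 1 such read. Against a swap of whole groups with control female ASC1, 2 of the 8 control female ASC1 libraries had no Y-chromosome read. RNA of control male ASC in the female control libraries would bring C7 along, which stood at 1.13% of the control male level in ASC2 where the Y-chromosome genes stood at 50.6%. Libraries of one sex each under a wrong label would not hold both kinds of transcript, and 13 libraries had at least 3 Y-chromosome reads together with at least 20 Xist reads. The same 13 libraries are in line with reads from mice of both sexes within libraries, which stays open together with wrong labels for a part of the libraries. Castration removes the testes and not the Y chromosome, and no biological explanation was tested.

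Tcf21, a gene the paper names as kept by cultured SVF of pgWAT, was at 5 CPM or more in 23 libraries labelled iWAT. These were 3 of control male ASC1, 6 of castrated male ASC1, 2 of castrated male ASC2, 6 of control female ASC1, 2 of control female ASC2 and 4 of ovariectomized ASC2. Castration as the only cause is excluded by 11 of the 31 control libraries among them. Tbx15, which the paper names for iWAT, was at most 13.8 CPM in the 23 libraries and at least 8.71 CPM in all others, where Tcf21 was at most 1.58 CPM. This is consistent with reads from cells of another fat depot in these libraries. A change of depot genes within iWAT was not tested and stays open.

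The 3 libraries labelled ovariectomized ASC1 stood apart from all other 55. Dcn lay between 21694 and 27563 CPM against 1435 to 9180 CPM elsewhere. Between the ovariectomy effects in ASC2 and ASC1, 4334 genes differed, and between the castration and the ovariectomy effect 2413 genes did (edgeR). For the latter, 1 of 25 splits gave as many genes, the real one alone, so a chance split of the libraries is excluded at this number of splits. Low depth would scatter values around those of other libraries, whereas Spp1 was at most 53.7 CPM in the 3 libraries and at least 4475 CPM in the others. Ovariectomy acting on both populations would lower the proliferation list in ASC2 too, where under the explanation of ovariectomy acting on both populations its median log2 fold change was 0.0629, against -5.74 in ASC1. A second, proliferating cell source in the other 55 libraries may add to the difference, since the sum of the 10 proliferation genes was at least 181 CPM in all of them and at most 18.4 CPM in the 3. The 7 cultured stroma genes, listed after values had been seen, had a median log2 fold change of -4.91 between ovariectomized and control female ASC1. In ASC2 it was 1.40. A second source cannot be told apart from a state of the sorted cells themselves, because none of the 58 libraries is labelled as either source alone. The 29 libraries of cultivated crude SVF were not analysed here. An effect of ovariectomy on ASC1 alone also stays open.

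Castration effects differed between ASC2 and ASC1 for 301 genes (edgeR), and 1 of 25 splits, the real one, gave as many, so a chance split is excluded at this number of splits. Xist was among them, so a part of this difference follows the sex-chromosome transcripts described above. Agt differed most on the positive side, by 5.60 on the log2 scale, followed by the myeloid genes Lat2 (5.32), Myo1f (4.92), Tbxas1 (4.69) and Cd300a (4.66), for which no explanation was tested. If reads from cells of another fat depot lowered Agt in castrated ASC1, the 2 of its libraries without Tcf21 would keep the control level, and they held at most 1.79 CPM. Counting error at low counts is excluded by the reads, with at least 22 in every control male ASC1 library and at most 4 in every castrated one. A difference between the populations in their response to castration stays open, and so does another origin of the castrated ASC1 libraries, whose Xist goes against their label.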

How the results depend on the processing

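Of 414 alternative results, all but those of DESeq2 with ASC1 and ASC2 pooled were set before the data were examined, and that setting was chosen after the results had been seen. Of counts, 132 stayed within a factor of 1.5 of the result and 35 moved farther. Of log2 fold changes of the 9 genes of Supplementary Fig. 5d, 209 stayed, 4 changed sign, 7 were weaker and 3 stronger. Of the other results 20 stayed, 1 moved, 1 changed direction and 2 were stronger. The cause was not tested for any of these unless stated.

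Between control sexes, 543 genes passed, against 277 with ASC1 and ASC2 pooled (252 shared) and 66 with ASC1 libraries alone. Of the list, 7 genes passed, against 2 with ASC1 libraries alone and 12 with ASC2 libraries alone. Of castrated against control males, 655 genes passed, against 310 with ASC1 and ASC2 pooled (274 shared), 403 with ASC1 libraries alone and 434 with DESeq2, ASC1 and ASC2 pooled. Of the list, 21 genes passed, against 13 when adjusted over all genes tested and 9 with ASC2 libraries alone. By library size only, 308 genes were higher and 329 lower, where the result was 245 and 410.

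Of castrated males against control females, 179 genes passed, against 345 with ASC1 libraries alone, 34 with ASC1 and ASC2 pooled (28 shared), 99 with limma voom with mouse correlation and 45 with DESeq2, ASC1 and ASC2 pooled. Of the list, 9 genes passed, against 1 when adjusted over all genes tested, 19 with ASC1 libraries alone, and 0 each with ASC1 and ASC2 pooled, with limma voom with mouse correlation and with DESeq2, ASC1 and ASC2 pooled.

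Of ovariectomized against control females, 2385 genes passed, against 35 with ASC1 and ASC2 pooled (34 shared), 4501 with ASC1 libraries alone, 169 with ASC2 libraries alone and 76 with DESeq2, ASC1 and ASC2 pooled. With each ovariectomized ASC1 library left out in turn the range was 1133 to 2381, the lowest without replicate L. Of the list, 12 genes passed, against 5 with ASC1 and ASC2 pooled, 20 with ASC1 libraries alone, 4 with limma voom with mouse correlation and 6 with DESeq2, ASC1 and ASC2 pooled. Without replicate L 5 passed, and the range over the libraries left out was 5 to 10. By library size only, 405 genes were higher and 2480 lower, where the result was 603 and 1782, and the median of all genes was -0.30 against -0.17.

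Of ovariectomized females against control males, 3452 genes passed, against 842 with ASC1 and ASC2 pooled (730 shared), 2032 with ASC2 libraries alone and 1115 with DESeq2, ASC1 and ASC2 pooled. With each library left out the range was 2096 to 3271, the lowest without replicate L. By library size only, 723 genes were higher and 3011 lower, where the result was 1036 and 2416, and the median of all genes was -0.30. Between the castration and the ovariectomy effect, 2413 genes passed, with a range of 1385 to 2447 over the libraries left out, the lowest without replicate L. By library size only, 2375 genes were higher and 491 lower, where the result was 1668 and 745, and the median of all genes was 0.39 against 0.21. Between the castration effects in ASC2 and ASC1, 301 genes passed, against 454 with no count filter. Of these, limma voom with mouse correlation gave 134 higher and 131 lower, where the result was 191 and 110.

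Signs changed for Ace (-0.0428) and Arhgap24 (-0.0552) between control sexes with ASC1 libraries alone, and for Agt with ASC2 libraries alone, at -0.17 between control sexes and 1.08 between castrated and control males. The direction of the list held for 29 of 38 genes, against 19 with ASC1 libraries alone. Hox genes 1 to 8 had an adjusted p of 0.0384 and Hox genes 9 to 13 of 0.750 with the opposite direction, both with the ASC1 contrast alone. For the mammary epithelium list between control sexes, camera gave 5.23e-04 where fry gave 0.0557. The correlation between libraries of one presumed mouse was 0.0522, and the main fit took all libraries as independent. Correlations were also taken over 2000 genes after removal of group means. Control male and female libraries of one plate row had a mean correlation of 0.287 in ASC1 and 0.0918 in ASC2. For castrated and ovariectomized libraries of one row it was -0.0141 and 0.166. Means over pairs from different rows lay between -0.0464 and 0.00254.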

Differences from the paper's values

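Of the 60 group means read by eye from Supplementary Fig. 5d, none differed from the values computed here by more than the replicate SD together with a factor of 1.5. The 5 values stated in the text have no replicate SD and were within a factor of 1.5, and of the limits among them the one for Ddx3y was exceeded. Differences remain in statements. The alternatives named here were fixed before the data were examined, apart from DESeq2 with ASC1 and ASC2 pooled.

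The legend of Supplementary Fig. 5d prints Prepl, Arf4a and Agf1, read here as Prelp, Arl4a and Agt. Under this reading the paper lists Prelp among the genes that differ between control males and females, which asks for a 2-fold difference, and Prelp had a log2 fold change of 0.98 here. C7, Sult1e1, Angpt1 and Arl4a met both criteria, as in the paper. Prelp passed 2-fold with ASC2 libraries alone (1.37), with ASC1 and ASC2 pooled (1.12) and with limma voom (1.23). It also did with DESeq2 and ASC1 and ASC2 pooled (1.13), a setting chosen after seeing the values, which drops none of the 5 genes the paper calls.

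The paper states that none of the 5 genes differs between castrated males and control females. Here C7 and Prelp passed the threshold adjusted over the list alone, both at adjusted p = 0.0209, and Sult1e1, Angpt1 and Arl4a did not. C7 and Prelp also passed in 8 alternatives, which were RLE normalization, library size only, no count filter, filterByExpr, robust estimation, ASC1 libraries alone, only the groups compared and DESeq2 on the 8 groups. With ASC1 libraries alone Arl4a passed too (log2 fold change -1.38, adjusted p = 0.00204). C7 and Prelp did not pass when adjusted over all genes tested (0.0839 and 0.120), with ASC2 libraries alone (0.141 and 0.935), with ASC1 and ASC2 pooled (0.170 and 0.334), with limma voom (0.0525 and 0.297), or with DESeq2 and ASC1 and ASC2 pooled, chosen after seeing the values (0.226 and 0.362).

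Agt is given by the paper as reduced in castrated males. This holds for ASC1 (log2 fold change -4.51), and in ASC2 Agt was not lower, at 1.09. That rise had an adjusted p of 0.0207 over 18 tests and 0.130 over all genes tested (edgeR), and the exact permutation test gave p = 0.0670 on log2 CPM and 0.197 on raw reads. The other 8 genes of Supplementary Fig. 5d were lower in both populations. The paper describes the Y-chromosome reads of female controls as a weak contamination and gives an upper limit of reads for Ddx3y. The highest count here was 34 for Ddx3y, above that limit, and 16 for Eif2s3y, within its limit. By CPM, Ddx3y and Eif2s3y of control female ASC1 stood at 148% and 131% of the control male mean. By reads, the unit of the paper's limits, they stood at 110% and 84.9% in ASC1. In control female ASC2 they stood at 70.0% and 54.2% by CPM, and at 53.4% and 43.5% by reads. C7 and Sult1e1 were low in female controls, as the paper states. Of the list, Ddx3y and Eif2s3y are male-enriched in the paper and did not differ between the control sexes here, and Avpr1a went the other way. Over the whole list, 29 of 38 genes followed the paper's direction, which 10 of 100 splits of the control libraries also reached.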

Other observations

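The splits of the libraries were set before the results were seen, and all other tests of an explanation in this part were chosen after them. Libraries are named by their labels. Treatment cannot be separated from plate row, and splits of the libraries do not test for plate row.

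Over all 12464 genes tested, 655 differed between castrated and control males (245 higher, 410 lower) and 543 between control males and females (274 higher, 269 lower). For each, 1 of 25 splits of the libraries gave as many genes, the real one, and the same held for list genes. Between castrated males and control females 179 genes differed (39 higher, 140 lower), and 2 of 25 splits gave as many, for all genes and for the list alike, so a chance split is not excluded there. Ovariectomized females differed from control females in 2385 genes and from control males in 3452. For both, with all genes and with the list, 1 of 25 splits gave as many, the real one. The count against control females rests largely on the 3 libraries of ovariectomized ASC1 that stood apart from all others. It was 4336 genes in ASC1 and 261 in ASC2. Against control males it was 4438 genes in ASC1 and 2282 in ASC2. Between ASC2 and ASC1 of controls 2237 genes differed (1139 higher, 1098 lower), and 1 of 25 splits gave as many. All counts are from edgeR.

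Beyond the genes of the list, the largest changes between castrated and control males were Tdo2 (-5.14, standard error 0.50, adjusted p = 1.97e-11), Il1r2 (-3.28, standard error 0.25, adjusted p = 1.92e-15) and Mcpt8 (-2.90) on the lower side. Tagap (4.29), Upk3b (3.79), Upk1b (3.72), Tcf21 (3.56) and Wt1 (3.27) were on the higher side, all with the same direction in ASC1 and ASC2 (edgeR). Upk3b, Upk1b, Tcf21 and Wt1 belong to the visceral depot list, so these changes are subject to the doubt about the origin of the libraries. Tdo2 was also higher in control males than in control females (4.01, adjusted p = 6.09e-09, edgeR), and Tcf21 was lower (-3.56). Between ASC2 and ASC1 of controls Pi16 was highest (6.70, adjusted p = 5.99e-23, edgeR).

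Lower C7 and Sult1e1 in libraries labelled castrated male could follow a lower share of ASC reads. The fibroblast list had a median log2 fold change of -0.37 there, too small for these genes, so a lower share of ASC reads is excluded. Castrated ASC2 libraries held at least 55.9 CPM of the 4 Y-chromosome genes and at most 7.26 CPM of C7. This argues against the sex of the cells as the cause there only if both come from the same cells. Control female ASC1 had the Y-chromosome genes at 142% of the control male mean and C7 at 5.29%. The sex of the cells in castrated ASC2 is therefore not excluded. The sex of the cells in castrated ASC1 stays open. At most 4.72 CPM of the Y-chromosome genes were found there together with Xist, and C7 and Sult1e1 were low in control females as well, which is in line with cells of female origin and with an effect of castration alike. The depot of the cells in the library is excluded, since the 8 castrated libraries without Tcf21 held at most 14.4 CPM of C7 and the 3 control male libraries with Tcf21 at least 171 CPM. For Fkbp5, Arhgap24 and Ace, the answer depends on the gene taken as a measure of ASC reads. All 3 fell farther than the list median of -0.37. Dcn alone had a log2 fold change of -1.08, farther than Fkbp5 and Arhgap24 and less far than Ace. A lower share of ASC reads is therefore not told apart from an effect of castration. Of the 4 fibroblast genes, the other 3 fell less than Dcn.

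Castration effects and sex differences share the control males, which alone makes them opposite. Over all genes their correlation was -0.627, where simulated counts without any effect gave a mean of -0.492 (range -0.514 to -0.474 over 15 draws). Over the list it was -0.930 against a simulated mean of -0.476 (range -0.880 to 0.035), and 31 of 38 genes had opposite signs against 25.9 simulated (range 21 to 32), so this count lies within the simulated range. For ovariectomy, which shares the control females, the correlation over all genes was 0.073 against 0.349 simulated (range 0.325 to 0.372). Over the list it was 0.046 against 0.273 (range 0.0177 to 0.648), and 21 list genes had the same sign against 23.7 simulated (range 19 to 29), so both list values lie within the simulated range.

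Of gene sets tested with fry, the 23 male-enriched genes of the list outside the Y chromosome were lower in castrated males. Their median log2 fold change was -1.02, with 19 of 23 below 0 (adjusted p = 7.45e-09, fry), and 1 of 25 splits gave as small a p. The set is not autosomal throughout, since it holds Prrg3, which the paper places on the X chromosome. The call for these 23 genes holds under camera and fry alike (camera 1.49e-15). Mammary epithelium genes had a median of -1.12 on voom values between control males and females (9 of 9 below 0, adjusted p = 0.0557), with 1 of 25 splits as small, and the call by camera does not hold under fry. By edgeR their median was -0.47 with 6 of 9 below 0, at -1.30 in ASC1 and 0.60 in ASC2, where 6 of 9 lay above 0, so no common direction is given. After ovariectomy they had a median of -1.32 on voom values (8 of 9 below 0, adjusted p = 0.200), with 8 of 25 splits as small. This averages opposite populations, at -7.56 in ASC1 and 4.65 in ASC2 by edgeR, and the ASC1 value rests on the 3 libraries that stood apart from all others. Hox genes 1 to 8 had a median of -0.44 between control sexes (8 of 10 below 0, adjusted p = 0.0557), with 3 of 25 splits as small, and Hox genes 9 to 13 one of -0.16 (4 of 7 below 0, adjusted p = 0.666), with 20 of 25. Glucocorticoid response genes had a median of -0.14 after castration (7 of 10 below 0, adjusted p = 0.200), with 6 of 25 splits as small. The direction of the list between control sexes was reached by 10 of 100 splits, so a chance split is not excluded for it.

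Median log2 fold changes between castrated and control males were 0.90 for 6 endothelial genes, with 0.04 in ASC1 and 1.51 in ASC2, and -0.46 for 7 of 11 genes of the renin-angiotensin-aldosterone system, all 7 below 0. They were -0.37 for 3 ASC1a genes, -0.70 for 2 ASC1b genes, 0.12 for 3 ASC2 genes, 0.13 for 3 of 4 macrophage genes, -0.38 for 4 of 5 mural genes and 0.08 for 4 of 5 adipocyte genes. For 9 of 14 mammary epithelium genes the median was -1.01, for 4 of 6 sex hormone receptors 0.06, and for 10 proliferation genes -0.14. Medians near 0 hid opposite populations for the macrophage genes, at -1.54 in ASC1 (3 of 3 below 0) and 1.23 in ASC2 (3 of 3 above 0). In the same order the medians were 0.81 and -0.57 for the ASC2 genes, 0.48 and -0.32 for the sex hormone receptors, and -0.21 and 0.11 for the adipocyte genes. For the proliferation genes they were -0.42 (10 of 10 below 0) and 0.06 (8 of 10 above 0), and for the glucocorticoid response genes -0.09 and 0.15. The 5 visceral depot genes had a median of 3.56, the 2 subcutaneous depot genes -0.30 and the 7 cultured stroma genes 0.43. The lists overlap with the core set by Ace and Agt in the renin-angiotensin-aldosterone system, Fkbp5 in the glucocorticoid response and Pgr among the receptors.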
